# MBOAT7-driven lysophosphatidylinositol acylation in adipocytes contributes to systemic glucose homeostasis

**DOI:** 10.1016/j.jlr.2023.100349

**Published:** 2023-02-18

**Authors:** William J. Massey, Venkateshwari Varadharajan, Rakhee Banerjee, Amanda L. Brown, Anthony J. Horak, Rachel C. Hohe, Bryan M. Jung, Yunguang Qiu, E. Ricky Chan, Calvin Pan, Renliang Zhang, Daniela S. Allende, Belinda Willard, Feixiong Cheng, Aldons J. Lusis, J. Mark Brown

**Keywords:** non-alcoholic fatty liver disease, obesity, metabolism, diabetes, hyperinsulinemia, systemic insulin resistance, arachidonic acid, acyltransferase, phosphatidylinositol biosynthesis, hepatocytes

## Abstract

We previously demonstrated that antisense oligonucleotide-mediated knockdown of Mboat7, the gene encoding membrane bound O-acyltransferase 7, in the liver and adipose tissue of mice promoted high fat diet-induced hepatic steatosis, hyperinsulinemia, and systemic insulin resistance. Thereafter, other groups showed that hepatocyte-specific genetic deletion of Mboat7 promoted striking fatty liver and NAFLD progression in mice but does not alter insulin sensitivity, suggesting the potential for cell autonomous roles. Here, we show that MBOAT7 function in adipocytes contributes to diet-induced metabolic disturbances including hyperinsulinemia and systemic insulin resistance. We generated Mboat7 floxed mice and created hepatocyte- and adipocyte-specific Mboat7 knockout mice using Cre-recombinase mice under the control of the albumin and adiponectin promoter, respectively. Here, we show that MBOAT7 function in adipocytes contributes to diet-induced metabolic disturbances including hyperinsulinemia and systemic insulin resistance. The expression of Mboat7 in white adipose tissue closely correlates with diet-induced obesity across a panel of ∼100 inbred strains of mice fed a high fat/high sucrose diet. Moreover, we found that adipocyte-specific genetic deletion of Mboat7 is sufficient to promote hyperinsulinemia, systemic insulin resistance, and mild fatty liver. Unlike in the liver, where Mboat7 plays a relatively minor role in maintaining arachidonic acid-containing PI pools, Mboat7 is the major source of arachidonic acid-containing PI pools in adipose tissue. Our data demonstrate that MBOAT7 is a critical regulator of adipose tissue PI homeostasis, and adipocyte MBOAT7-driven PI biosynthesis is closely linked to hyperinsulinemia and insulin resistance in mice.

The rising prevalence of obesity closely parallels the rise of nonalcoholic fatty liver disease (NAFLD), which is a leading cause of liver disease mortality in developed countries (1, 2, 3, 4). Because of this rapidly growing health crisis, there is an increasing need for mechanistic insight to allow a path for the rational design of new therapeutic strategies. One important clue in NAFLD research has recently emerged where multiple genome wide association studies identified the common rs641738 SNP located close to the lysophosphatidylinositol (LPI)-acylating enzyme, membrane bound O-acyltransferase 7 (MBOAT7), as a risk allele. The rs641738 (C>T) SNP is associated with increased susceptibility to NAFLD (5, 6, 7), liver diseases of alcoholic and viral etiologies (8, 9, 10), and other complex metabolic diseases (11, 12). Using an antisense oligonucleotide (ASO)-mediated approach, we recently showed that *Mboat7* knockdown exacerbated high fat diet (HFD)-induced hepatic steatosis and inflammation, hyperinsulinemia, and insulin resistance (13). It is important to note that we also showed that genetic deletion of the neighboring gene transmembrane channel like 4 did not promote NAFLD (13).

Very similar findings were reported by Meroni *et al.* (14) using a morpholino oligonucleotide (MPO)-driven knockdown approach, further demonstrating that *Mboat7* loss-of-function promoted fatty liver and importantly showed that *Mboat7* expression is suppressed by insulin. More recently, several independent laboratories have shown that hepatocyte-specific deletion of *Mboat7* (*Mboat7*^HSKO^) worsens hepatic steatosis, inflammation, and fibrosis, but unlike the oligonucleotide-based knockdown, does not impact insulin or glucose homeostasis (15, 16, 17). Given the disparate results between the results of published ASO and MPO knockdown experiments (13, 14) and those of these recent studies of *Mboat7*^HSKO^ (15, 16, 17), we hypothesized that the function of MBOAT7 in adipocytes may be critically important in regulating circulating insulin levels and action in target tissues. It is well appreciated that ASOs can effectively suppress target gene expression in adipocytes (13, 18) and adipose tissue plays a critically important role in the progression of NAFLD and systemic glucose homeostasis. To better understand the tissue-specific roles of MBOAT7, we generated *Mboat7* adipocyte-specific KO (*Mboat7*^ASKO^) and *Mboat7* hepatocyte-specific KO (*Mboat7*^HSKO^) mice to understand the cell-autonomous contributions of *Mboat7* to HFD-induced metabolic disturbances. Here, we find that adipocyte *Mboat7* contributes less so to hepatic steatosis and injury than hepatocyte *Mboat7* but instead plays a critically important role in regulating local adipose tissue LPI/PI homeostasis, hyperinsulinemia, and systemic insulin sensitivity.

## Materials and methods

### Mice and experimental diets

To generate conditional *Mboat7* KO mice, we obtained “KO first” (Mboat7^tm1a(KOMP)Wtsi^) mice from Dr Philip Hawkins (19) and crossed these mice with mice transgenically expressing FLP recombinase to remove the NEO cassette resulting in a conditional *Mboat7* floxed allele. The FLP transgene was then bred out of the line and resulting *Mboat7*^flox/WT^ mice were subsequently bred with transgenic mice expressing Cre recombinase under either the adiponectin promoter/enhancer (for adipocyte-specific deletion) or under the albumin promoter (for hepatocyte-specific deletion). Importantly, each substrain of mice was backcrossed >10 generations into the C57BL/6J background to produce congenic lines, and confirmation of sufficient backcrossing into the C57BL/6J background was confirmed by mouse genome SNP scanning at the Jackson Laboratory (Bar Harbor, ME). For all experiments, age-matched animals were put on either standard rodent chow (Teklad 2918) or 60% kcal fat HFD (Research Diets D12492) for up to 20 weeks. Glucose and insulin tolerance tests (ITTs) were performed as previously described (20, 21, 22, 23, 24, 25) in mice following 12 and 14 weeks of concurrent chow and HFD-feeding, respectively. Quantitation of lean and fat mass were done using an EchoMRITM-130 Body Composition Analyzer (EchoMRI International). All mice were maintained in an Association for the Assessment and Accreditation of Laboratory Animal Care, International-approved animal facility, and all experimental protocols were approved by the IACUC of the Cleveland Clinic (IACUC protocols # 2018-2053 and # 00002499).

### Standardized necropsy conditions

To keep results consistent, the experimental mice were fasted for 4 h (from 09:00 to 13:00) prior to necropsy for 20 weeks diet study and 16 weeks HFD study. For 12 weeks HFD study with fasting-refeeding, mice were fasted overnight (16:00–08:00), then bled via submandibular bleed and refed HFD for 3 h (until 11:00). At necropsy, all mice were terminally anesthetized with ketamine/xylazine (100–160 mg/kg ketamine-20–32 mg/kg xylazine) and a midline laparotomy was performed. Blood was collected by heart puncture. Following blood collection, a whole-body perfusion was conducted by puncturing the right atria and slowly delivering 10 ml of saline into the left ventricle of the heart to remove blood from tissues. Tissues were collected and immediately snap frozen in liquid nitrogen for subsequent biochemical analysis or fixed for morphological analysis. Various adipose depots were defined by their anatomical location. Gonadal white adipose tissue (gWAT) was dissected from the area surrounding the testes (males) or fallopian tubes (females), subcutaneous white adipose tissue was dissected from the subcutaneous surface of the overlying inguinal skin, retroperitoneal adipose tissue was collected from the retroperitoneum (beneath the kidneys), mesenteric adipose tissue was collected by dissecting away the pancreas and then careful dissection of fat from the remaining intestinal tissue, and brown adipose tissue (BAT) was carefully dissected from the subscapular space to remove overlying white adipose tissue (WAT).

### Hyperinsulinemic-euglycemic clamp

All procedures required for the hyperinsulinemic–euglycemic clamp were approved by the Vanderbilt University IACUC and performed at the Vanderbilt Mouse Metabolic Phenotyping Center. For these studies, age-matched *Mboat7*^flox/flox^ and *Mboat7*^ASKO^ mice were maintained on HFD for 11–12 weeks. Thereafter, while being maintained on HFD, catheters were implanted into a carotid artery and a jugular vein of mice for sampling and infusions respectively, 5 days before the study as described previously (26). Insulin clamps were performed on mice fasted for 5 h using a modification of the method described by Ayala *et al.* (27). [3-3H]-glucose was primed (1.5 μCi) and continuously infused for a 90 min equilibration and basal sampling periods (0.075 μCi/min). [3-3H]-glucose was mixed with the nonradioactive glucose infusate (infusate specific-activity of 0.5 μCi/mg) during the 2 h clamp period. Arterial glucose was clamped using a variable rate of glucose (plus trace [3-3H]-glucose) infusion, which was adjusted based on the measurement of blood glucose at 10 min intervals. By mixing radioactive glucose with the nonradioactive glucose infused during a clamp, deviations in arterial glucose-specific activity are minimized and steady state conditions are achieved. The calculation of glucose kinetics is therefore more robust (28). Baseline blood or plasma variables were calculated as the mean of values obtained in blood samples collected at −15 and −5 min. At time zero, insulin infusion (4 mU/kg body weight/min) was started and continued for 120 min. Mice received heparinized saline-washed erythrocytes from donors at 5 μl/min to prevent a fall in hematocrit. Blood was taken from 80 to 120 min for the determination of [3-3H]-glucose. Clamp insulin was determined at t = 100 and 120 min. At 120 min, 13 μCi of 2[14C]deoxyglucose ([14C]2DG) was administered as an intravenous bolus. Blood was taken from 2 to 25 min for determination of [14C]2DG. After the last sample, mice were anesthetized and tissues were freeze-clamped for further analysis. Radioactivity of [3-3H]-glucose and [14C]2DG in plasma samples and [14C]2DG-6-phosphate in tissue samples were determined by liquid scintillation counting. Glucose appearance (Ra) and disappearance (Rd) rates were determined using steady-state equations (29). Endogenous glucose appearance (endoRa) was determined by subtracting the glucose infusion rate from total Ra. The glucose metabolic index (Rg) was calculated as previously described (30).

### Histological analysis and imaging

H&E staining of paraffin-embedded liver sections was performed as previously described (21, 22, 23, 24, 25). Histopathologic evaluation was scored in a blinded fashion by a board-certified pathologist with expertise in gastrointestinal/liver pathology (Daniela S. Allende–Cleveland Clinic). H&E slides were scanned using a Leica Aperio AT2 Slide Scanner (Leica Microsystems, GmbH, Wetzlar, Germany; https://www.leicabiosystems.com/us/digital-pathology/manage/aperio-imagescope/) and images were processed using ImageScope (Aperio, Software Version 12.1).

### Quantification of adipose tissue immune cell populations by flow cytometry

After 16 weeks of HFD-feeding, gWAT was excised, washed with 1× PBS, and immediately placed into RPMI with 1 mg/ml Type II Collagenase (Sigma Aldrich, St. Louis, MO) for 30 min at 37°C with gentle agitation. Digested clumps of tissue were pressed through a 100 μm strainer and washed with 1× PBS. Cells were centrifuged at 500 *g* for 10 min; supernatant was aspirated. Cell pellet containing the stromal vascular fraction was resuspended in ammonium-chloride-potassium Lysing Buffer (Life Technologies, Grandstand, NY) for 5 min at room temperature. Cells were washed with 1× PBS and centrifuged at 300 *g* for 10 min. For flow cytometry, cells were resuspended in freshly prepared fluorescence-activated cell sorting (FACS) buffer (1× PBS, 3% FBS) and aliquoted into 96-well plates. Cells were centrifuged at 830 *g* for 4 min, resuspended in 50 μl FACS buffer containing 0.5 μg anti-mouse CD16/CD32 mAb 2.4G2 (Mouse BD Fc Block, BD Pharmingen, San Diego, CA), and incubated for 15 min 4°C. After blocking, cells were stained with a fluorochrome-conjugated antibody panel (antibodies described in the key resource table) for 30 min at 4°C in the dark. Cells were washed and centrifuged at 830 *g* for 4 min twice with FACS buffer. Stained cells are resuspended in 200 μl of 1% paraformaldehyde and kept in the dark at 4°C overnight. Stained cells were centrifuged at 830 *g* for 5 min. Stained cells were resuspended in 300 μl of FACS buffer and data was collected on a Cytek Aurora full spectrum (365–829 nm range) cytometer using SpectroFlo® software (Cytek® Biosciences, Fremont, CA; https://cytekbio.com/pages/spectro-flo). Data collected on the Aurora were analyzed using FlowJo software (Tree Star, Inc., Ashland, OR; https://www.flowjo.com/). Gating strategies are shown in supplemental Fig. S10.

### Immunoblotting

Whole tissue homogenates were made from tissues in a modified RIPA buffer as previously described (20, 21, 22, 23, 24, 25) that was supplemented with an additional 2% (w/v) sodium dodecylsulfate, and protein was quantified using the BCA assay (Pierce). 10 μg of protein was separated by 4–12% SDS-PAGE, transferred to a PVDF membrane, and proteins were detected after incubation with specific antibodies as previously described (20, 21, 22, 23, 24, 25).

### RNA isolation and bulk RNA sequencing

gWAT RNA was isolated using Trizol-Chloroform extraction, gDNA removal by eliminator spin column (Qiagen), and isopropanol precipitation followed by ethanol clean-up. RNA quality was confirmed by Bioanalyzer (Agilent). RNA-SEQ libraries were generated using the Illumina mRNA TruSEQ Directional library kit and sequenced using an Illumina HiSEQ4000 (both according to the Manufacturer’s instructions). RNA sequencing was performed by the University of Chicago Genomics Facility. Raw sequencing data in the form of FASTQ files were transferred to and analyzed by the Bioinformatics Core at Case Western Reserve University. FASTQ files were trimmed for quality and adapter sequences using TrimGalore! (version 0.6.5 Babraham Institute, https://github.com/FelixKrueger/TrimGalore), a wrapper script for CutAdapt and FastQC. Reads passing quality control were aligned to the mm10 mouse reference genome using STARAligner (31) (version 2.5.3a) and guided using the GENCODE gene annotation. Aligned reads were analyzed for differential gene expression using Cufflinks (32) (version 2.2.1) which reports the fragments per kilobase of exon per million fragments mapped for each gene. Significant genes were identified using a significance cutoff of q-value <0.05 (FDR) and used as input for downstream analysis. RNA sequencing data can be accessed at GEO Profiles at the NCBI: GSE203414 and full accession will be available upon acceptance of this work. In addition, the RNA expression data can be found in supplemental Table S2 associated with the online version of this article.

### Plasma and liver biochemistries

To determine the level of hepatic injury in mice fed HFD, plasma was used to analyze alanine aminotransferase levels using enzymatic assays as previously described (13). Extraction of liver lipids and quantification of total plasma and hepatic triglycerides, total cholesterol, and free cholesterol was conducted using enzymatic assays as described previously (21, 22, 23, 24, 25). Esterified cholesterol was calculated by subtracting free cholesterol from total cholesterol.

### Targeted quantification of phosphatidylinositol (PI) and lysophosphatidylinositol lipids

Quantitation of LPI and PI species was performed as previously described (13). Briefly, LPI and PI standards (LPI-16:0, LPI-18:0, LPI-18:1, LPI-20:4, PI-38:4) and the two internal standards (LPI-17:1-d31, PI-34:1-d31) were purchased from Avanti Polar Lipids. HPLC grade water, methanol, and acetonitrile were purchased from Thermo Fisher Scientific. Standard LPI and PI species at concentrations of 0, 5, 20, 100, 500, and 2,000 ng/ml were prepared in 90% methanol containing 2 internal standards at the concentration of 500 ng/ml. The volume of 5 μl was injected into the Shimadzu LCMS-8050 for generating the internal standard calibration curves. A triple quadrupole mass spectrometer (Thermo Fisher Scientific Quantiva, Waltham, MA) was used for analysis of LPI and PI species. The mass spectrometer was coupled to the outlet of an ultra high performance liquid chromatography system (Vanquish, Thermo Fisher Scientific, Waltham, MA), including an auto sampler with refrigerated sample compartment and inline vacuum degasser. The HPLC eluent was directly injected into the triple quadrupole mass spectrometer and the analytes were ionized at ESI negative mode. Analytes were quantified using Selected Reaction Monitoring and the Selected Reaction Monitoring transitions (m/z) were 571 → 255 for LPI-16:0, 599 → 283 for LPI-18:0, 597 → 281 for LPI-18:1, 619 → 303 for LPI-20:4, 885 → 241 for PI-38:4, 583 → 267 for internal standard LPI-17:1, and 866 → 281 for internal standard PI-34:1-d31. Xcalibur software (https://www.thermofisher.com/order/catalog/product/OPTON-30965) was used to get the peak area for both the internal standards and LPI and PI species. The internal standard calibration curves were used to calculate the concentration of LPI and PI species in the samples.

### Adipose tissue phosphoproteomic and pathway analyses to examine LPI-induced signaling events in WAT

The goal of this experiment was to unbiasedly identify LPI-responsive signaling events in mouse WAT after an acute exposure (15 min) to a physiological level of LPI. Optimization of in vivo LPI dosing was previously described by Helsley *et al.* 2019 (13). Briefly, mice were fasted for 4 h between the hours of 09:00–13:00, then we delivered 50 μl of either sterile saline or 400 μM (20 nmol, 12.3 μg) 18:1 LPI intraperitoneally. After 10 min, mice were anesthetized and tissue was dissected as described above. Adipose tissue samples were homogenized, the protein was precipitated with acetone, and the protein concentration was measured. A total of 350 μg of protein from each sample was digested with trypsin and the resulting tryptic peptides were subjected to phosphoserine and phosphothreonine enrichment using the Thermo Fisher Scientific Phosphopeptide Enrichment (Thermo Fisher Scientific High Select™ A32992). The enrichment was performed based on the manufacturer’s instructions. The enriched peptide samples were dried then reconstituted in 25 μl 0.1% formic acid for LC-MS analysis. The LC-MS system was a Thermo Fisher Scientific Fusion Lumos mass spectrometer system. The HPLC column was a Dionex 15 cm × 75 μm id Acclaim Pepmap C18, 2 μm, 100 Å reversed-phase capillary chromatography column. Five μl volumes of the extract were injected and the peptides eluted from the column by an acetonitrile/0.1% formic acid gradient at a flow rate of 0.25 μl/min were introduced into the source of the mass spectrometer on-line. The microelectrospray ion source was operated at 1.9 kV. The digest was analyzed using the data-dependent multitask capability of the instrument acquiring full scan mass spectra to determine peptide molecular weights and product ion spectra to determine amino acid sequence in successive instrument scans. The LC-MS/MS data files were searched against the mouse UniProtKB databases using the program Proteome Discoverer 2.5 (https://www.thermofisher.com/us/en/home/industrial/mass-spectrometry/liquid-chromatography-mass-spectrometry-lc-ms/lc-ms-software/multi-omics-data-analysis/proteome-discoverer-software.html?gclid=EAIaIQobChMI9Kei3-rR_QIVYGxvBB3mnwJbEAAYASAAEgI-KvD_BwE&cid=E.23CMD.DL103.12911.01&ef_id=EAIaIQobChMI9Kei3-rR_QIVYGxvBB3mnwJbEAAYASAAEgI-KvD_BwE:G:s&s_kwcid=AL!3652!3!646724600131!p!!g!!proteome%20discoverer) considering Oxidation of Met, N-terminal Acetyl, S, T, and Y phosphorylation as a differential modification. A maximum of three missed cleavages were permitted. The peptide and protein false discovery rates were set to 0.01 using a target-decoy strategy. Phosphorylation sites were identified using ptmRS node in PD2.4. The relative abundance of the positively identified phosphopeptides was determined using the extracted ion intensities (Minora Feature Detection node) with Retention time alignment. All peptides were included in the quantitation, the peptide intensities were normalized to total peptide amount. Missing values were imputed in Perseus using a normal distribution. Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed to evaluate the biological relevance and functional pathways on the significant expressed genes of the LPI-related phosphoproteomics. The Entrez ID and official gene symbols were mapped based on GeneCards (http://www.genecards.org/). A total of 6,141 phosphopeptides were identified with 165 and 40 phosphopeptides determined to be |log_2_FoldChange| >0.5 different in the LPI and saline samples with a *P*-value <0.05 (two-tailed *t* test) in *Mboat7*^ASKO^ and *Mboat7*^flox/flox^ mice, respectively. The functional pathways were ranked by -log_10_FDR. Significant pathways were identified with FDR <0.05. The coverage of significant expressed genes among the total genes provided by KEGG were also calculated. All pathway analyses were performed by using Enrichr (33). Phosphoproteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (34) partner repository with the dataset identifier PXD039894 and can be found in supplemental Table S3 associated with the online version of this article.

### Statistical analyses, key reagents, and data availability

For the data shown in Fig. 1 [hybrid mouse diversity panel (HMDP)] correlations and associated *P*-values were calculated with the bi-weight midcorrelation, which is robust to outliers and associated *P*-value. Single comparisons between two groups were performed using two-tailed Student’s *t* tests with 95% confidence intervals. Comparisons involving multiple time points were assessed using an ordinary one-way ANOVA followed by Tukey’s multiple comparisons test, or using a two-way ANOVA followed by Tukey’s multiple comparisons test. All data presented as mean ± SEM. Values were considered significant at *P* < 0.05. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001 and ∗∗∗∗*P* < 0.0001. For all other Fig. panels each experiment consisted of a minimum of two biological replicates and data are presented as mean ± SD except were noted in the Fig. legend. All data were analyzed using either one-, two-, or three-way ANOVA where appropriate, followed by either Tukey’s, Bonferroni’s, or Student’s *t*-tests for post hoc analysis. Differences were considered significant at *P* < 0.05. GraphPad Prism 9.4.0 (La Jolla, CA; https://www.graphpad.com/features) was used for data analysis. A list of key reagents can be found in supplemental Table S1. All materials, methods, and datasets included in this article are readily available upon request.

**Fig. 1:**
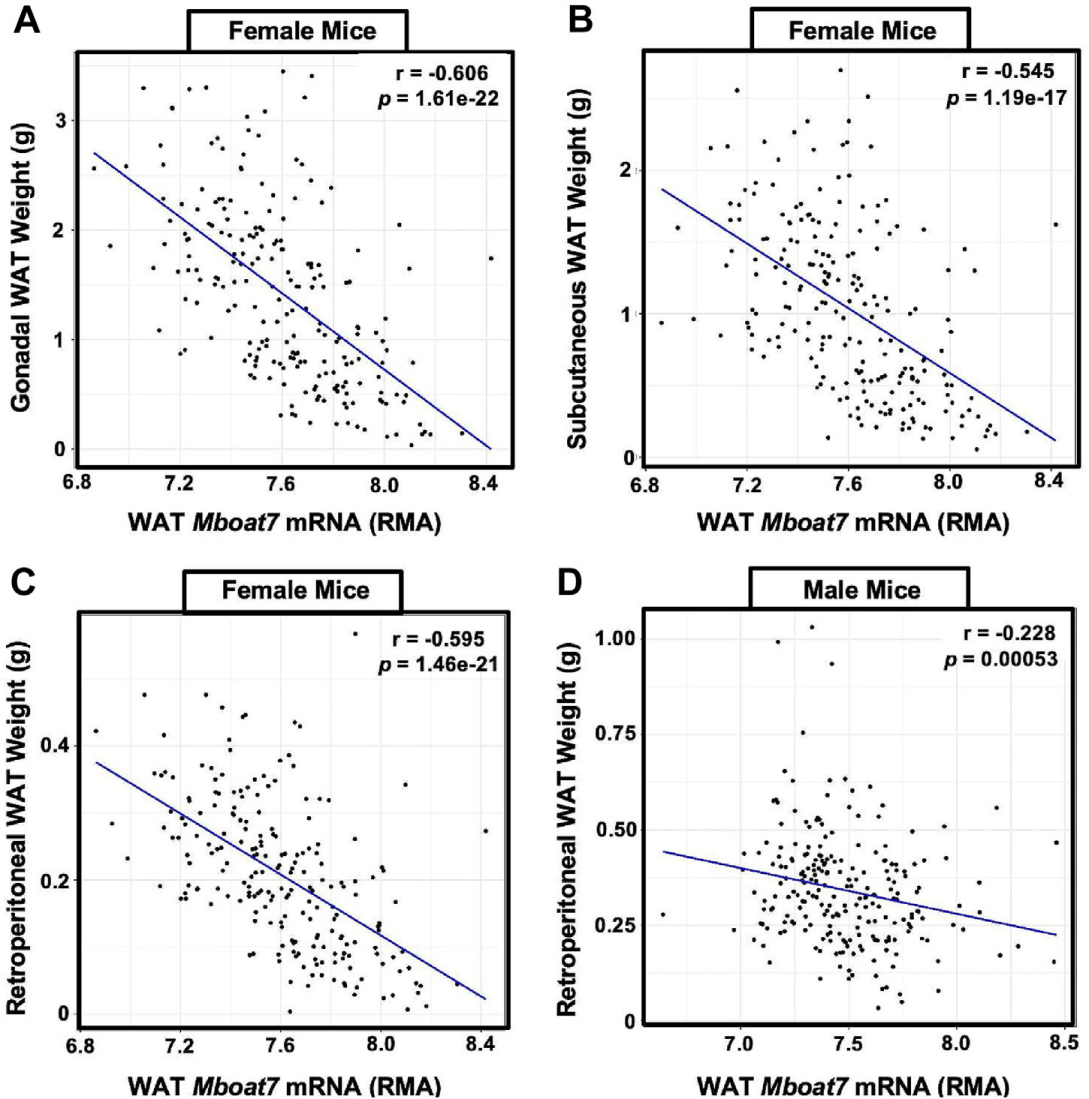
*Mboat7* Expression in White Adipose Tissue is Correlated with Adiposity in mice. We used a systems genetics approach to examine links between *Mboat7* expression and metabolic traits in mice from the hybrid mouse diversity panel (HMDP). To induce obesity, all mouse strains represented in the HMDP were fed an obesity-promoting high fat and high sucrose diet. Across the different strains in the HMDP, the expression (RMA, Robust Multi-Array Average) of *Mboat7* in adipose tissue has a strong negatively correlated with gonadal (A), subcutaneous (B), and retroperitoneal (C) white adipose tissue mass in females. There is a similar negative correlation in male (D) retroperitoneal adipose tissue. MBOAT7, membrane bound O-acyltransferase 7.

## Results

### Adipocyte-specific genetic deletion of *Mboat7* promotes mild fatty liver but profound hyperinsulinemia and insulin resistance

To understand the cell autonomous roles of *Mboat7* in HFD-driven metabolic disturbance we generated parallel colonies of either *Mboat7*^HSKO^ or *Mboat7*^ASKO^ mice and subjected them to HFD feeding. Our initial rationale to study the role of *Mboat7* outside of the liver came from studies where we used a systems genetics approach to examine tissue-specific links between *Mboat7* expression and adiposity in mice represented in the HMDP when challenged with an obesity-promoting HFD and high sucrose diet (35, 36). In our previous work, we found that *Mboat7* expression in the liver was only modestly correlated (r = −0.244, *P* = 0.01) with adiposity (13). However, here we show that *Mboat7* expression in WAT is strongly negatively correlated with gWAT, scWAT, and retroperitoneal WAT in female mice and retroperitoneal WAT in male mice (Fig. 1A–D). It is interesting to note that WAT *Mboat7* mRNA expression is not significantly correlated with adiposity measures in mice maintained on a standard rodent chow (data not shown), suggesting a role for WAT *Mboat7* in selectively shaping diet-driven metabolic disturbance.

To generate congenic *Mboat7*^ASKO^ mice, we crossed mice harboring a post-FLP recombinase conditionally targeted *Mboat7* floxed allele (19) to transgenic mice expressing Cre recombinase under the adiponectin promoter/enhancer (37), and then backcrossed these mice >10 generations into the C57BL/6J background. This is important since the genetic background can significantly impact metabolic traits. Compared to age-matched, chow fed control mice (*Mboat7*^flox/flox^), *Mboat7*^ASKO^ mice had significantly reduced MBOAT7 protein expression in gWAT, scWAT, and subscapular BAT and a modest increase in skeletal muscle (Fig. 2A). It is important to note that liver MBOAT7 protein levels were not different in *Mboat7*^ASKO^ mice (Fig. 2A). However, the molecular weight of the major MBOAT7 protein isoform in the liver is slightly smaller than the major isoform in WAT and BAT (Fig. 2A). Adipocyte-specific deletion of *Mboat7* promotes marked reorganization of MBOAT7 substrate (LPI) and product (PI) lipids in gWAT (Fig. 2B–D). Particularly when challenged with a HFD, *Mboat7*^ASKO^ mice have significantly elevated levels of 16:0 LPI, 18:0 LPI, and 18:1 LPI lipids in gWAT (Fig. 2B). Reciprocally, the predominant enzymatic product of MBOAT7 (38:4 PI) is reduced by >60% in *Mboat7*^ASKO^ mice under both chow and HFD feeding conditions (Fig. 2C). Although less abundant, 36:4 PI and 38:5 PI lipids are also reduced in the gWAT of *Mboat7*^ASKO^ mice and there is a reciprocal increase in other more saturated species of PI (34:2 PI, 36:2 PI, and 36:3 PI) (Fig. 2D). It is important to note that the levels of LPI and PI lipids in the plasma and liver were unaffected in *Mboat7*^ASKO^ mice (supplemental Fig. S1), which is in contrast to what has been recently reported in *Mboat7*^HSKO^ mice where both liver and plasma LPI and PI homeostasis is altered (15, 16, 17). Collectively, these results demonstrate that MBOAT7 is a major regulator of the local LPI and PI lipidome in gWAT but unlike *Mboat7*^HSKO^ mice, adipocyte-specific deletion of *Mboat7* does not significantly alter circulating or liver LPI/PI homeostasis.

**Fig. 2:**
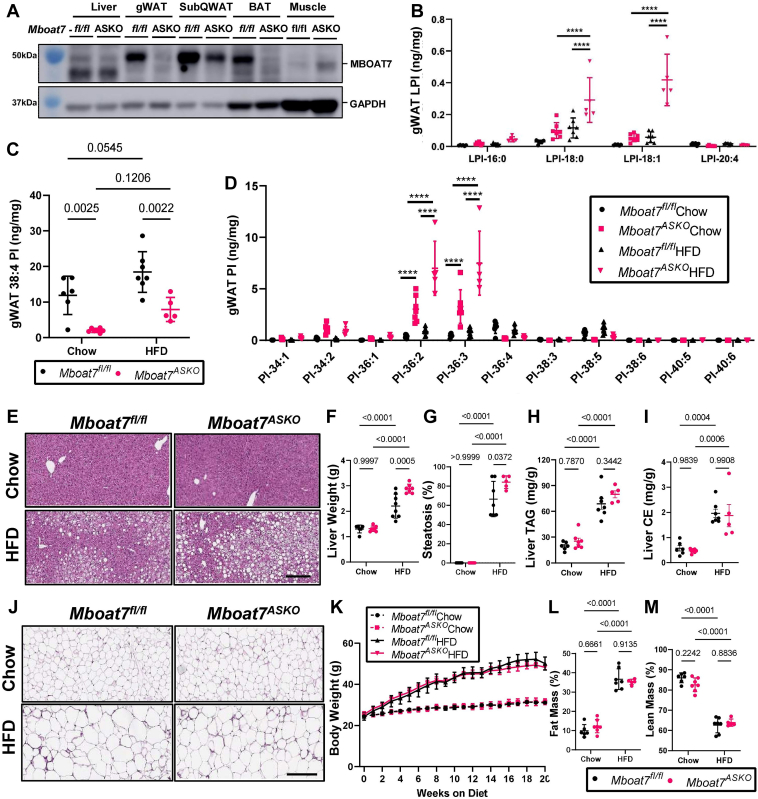
Adipocyte-Specific *Mboat7* Deletion (*Mboat7*^*ASKO*^) Promotes Mild Fatty Liver. Male control (*Mboat7*^*fl/fl*^) or adipocyte-specific Mboat7 knockout mice (*Mboat7*^*ASKO*^) were fed chow or high fat diet (HFD) for 20 weeks and metabolically phenotyped. A: Western blots from tissues collected from age-matched, chow fed *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice. B–M: Gonadal white adipose tissue (gWAT), lysophosphatidylinositol (LPI), (B) and phosphatidylinositol (PI) species, including the MBOAT7 product PI-38:4 (C) and others (D) were quantified via LC-MSin *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice were fed chow or high fat diet (HFD) for 20-week (n = 5–7; ∗∗∗∗*P* ≤ 0.0001; Two-way (C) or Three-way (B, D) ANOVA with Tukey’s *post hoc* test). E: Representative liver H&E stained sections. 10× magnification (scale bar = 200 μm). F: Liver weight measurements from *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice fed Chow and HFD for 20 weeks (n = 6–8; Two-way ANOVA with Tukey’s *post hoc* test). G: Percent steatosis was quantified by a blinded pathologist (n = 5–7; Two-way ANOVA with Tukey’s *post hoc* test). Hepatic triglycerides (H) and hepatic esterified cholesterol (I) were measured enzymatically (n = 5–7; Two-way ANOVA with Tukey’s *post hoc* test). J: Representative gWAT H&E stained sections. 10× magnification (scale bar = 200 μm). K: Body weight was measured weekly. Percent fat (L) and % Lean (M) mass were determined via echo-MRI after 8 weeks of chow or HFD in *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice (n = 5–7; Two-way ANOVA with Tukey’s *post hoc* test). All data are presented as mean ± S.D.

Next, we compared and contrasted HFD-driven metabolic phenotypes in *Mboat7*^ASKO^ and *Mboat7*^HSKO^ mice. In agreement with what has been previously reported by three independent groups (15, 16, 17), we also find that *Mboat7*^HSKO^ mice have significant reductions in 38:4 PI and elevation in its substrate LPI in the liver but not in gWAT (supplemental Fig. S2G–L). *Mboat7*^HSKO^ mice have profound hepatic steatosis and elevated alanine aminotransferase (supplemental Fig. S2C–F), confirming the concept that MBOAT7 activity in hepatocytes opposes hepatic steatosis and liver injury (15, 16, 17). Interestingly, adipocyte-specific deletion of *Mboat7* also promotes mild hepatomegaly and hepatic steatosis after 20 weeks of HFD feeding but not shorter durations (Fig. 2E–G and supplemental Fig. S3A). However, even after 20 weeks of HFD, the significantly increased hepatic triglyceride and cholesterol ester levels apparent in *Mboat7*^HSKO^ (supplemental Fig. S2E, (15, 16, 17)) are not seen in *Mboat7*^ASKO^ mice (Fig. 2H, I). It is important to note that upon HFD feeding total body weight and WAT histology are similar in *Mboat7*^HSKO^ when compared to their controls (supplemental Fig. S2B; and data not shown) as well as *Mboat7*^ASKO^ compared to their appropriate controls (Fig. 2J, K). We also found that, after 8 weeks of HFD feeding, there were no differences between *Mboat7*^ASKO^ and control mice in lean or fat mass as measured by EchoMRI (Fig. 2L, M). Collectively, these data suggest that MBOAT7 has clear cell autonomous roles in regulating circulating and tissue LPI and PI pools and MBOAT7-driven LPI acylation in hepatocytes is the primary driver of hepatic steatosis seen with MBOAT7 loss-of-function.

### Adipocyte-specific, but not hepatocyte-specific, deletion of *Mboat7* promotes hyperinsulinemia and insulin resistance

Obesity and T2D mellitus are commonly seen in subjects with NAFLD and it is well appreciated that excessive accumulation of lipids (i.e., “lipotoxicity) in the liver, skeletal muscle, and pancreatic beta cells can drive the overproduction of insulin and insulin resistance in target tissues (38, 39, 40). Recent studies have demonstrated that the hepatic expression of MBOAT7 is suppressed in obese humans and rodents (13, 14) and insulin treatment can acutely suppress MBOAT7 mRNA and protein expression (14). Furthermore, we demonstrated that ASO-mediated knockdown of *Mboat7* in HFD fed mice elicits profound hyperinsulinemia and systemic insulin resistance (13). However, several recent studies have demonstrated that genetic deletion of *Mboat7* specifically in hepatocytes (i.e., *Mboat7*^HSKO^ mice) does not alter insulin action or glucose tolerance (15, 17). To further understand the cell autonomous roles of *Mboat7* in insulin production and insulin action, we performed a series of studies comparing *Mboat7*^ASKO^ and *Mboat7*^HSKO^ mice (Fig. 3 and supplemental Fig. S2M–P). Despite having a severe fatty liver (supplemental Fig. S2I–K), *Mboat7*^HSKO^ mice have normal glucose tolerance versus *Mboat7*^flox/flox^ controls when challenged with a HFD (supplemental Fig. S2M). HFD fed *Mboat7*^HSKO^ mice also have similar levels of fasting blood glucose and leptin but modestly increased fasting insulin when compared to *Mboat7*^flox/flox^ controls (supplemental Fig. S2N–P). In contrast, when challenged with a HFD, *Mboat7*^ASKO^ mice exhibit impaired systemic glucose tolerance and increased fasting blood glucose and insulin levels (Fig. 3A–L). It is important to note that most metabolic studies were performed in male *Mboat7*^ASKO^ mice but many of the lipid changes and glucose intolerance phenotypes were also apparent in female *Mboat7*^ASKO^ mice (supplemental Fig. S4). When we subjected *Mboat7*^ASKO^ mice to an ITT to assess in vivo insulin sensitivity, there were some apparent differences between male and female mice (supplemental Fig. S5). When maintained on a chow diet, both male and female *Mboat7*^ASKO^ mice had similar ITT responses to those seen in *Mboat7*^flox/flox^ control mice (supplemental Fig. S5A–D). However, when challenged with a HFD, male *Mboat7*^ASKO^ mice had an unexpected increase in blood glucose levels, whereas HFD fed *Mboat7*^flox/flox^ control mice maintained glucose levels after an insulin challenge indicating clear HFD-induced insulin resistance (supplemental Fig. S5E, F). Whereas HFD fed female *Mboat7*^flox/flox^ control mice showed appreciable insulin-induced lowering of blood glucose, HFD fed *Mboat7*^ASKO^ mice showed significantly blunted insulin action (supplemental Fig. S5G, H). To further understand the underlying mechanism of insulin resistance, we performed euglycemic-hyperinsulinemic clamp studies in HFD fed control (*Mboat7*^flox/flox^) and *Mboat7*^ASKO^ mice (Fig. 3E–L and supplemental Fig. S5I–K). HFD fed *Mboat7*^ASKO^ mice exhibited reduced insulin sensitivity compared to HFD fed *Mboat7*^flox/flox^ mice as reflected by lower glucose infusion rate during the clamp (Fig. 3E–G). Importantly, the insulin resistance seen in HFD fed *Mboat7*^ASKO^ mice appears to be peripheral in nature given the blunted insulin-induced glucose disappearance (Fig. 3I, J) with no change to insulin-induced suppression of hepatic glucose production (supplemental Fig. S5I, J). Specifically, WAT insulin sensitivity is altered given gWAT specific uptake of 2-deoxyglucose (Rg) is reduced significantly and a similar trend is observed in scWAT (Fig. 3K, L). In contrast, there were no differences observed in glucose uptake in skeletal muscle, BAT, heart, or brain tissues (supplemental Fig. S5K). It is also interesting to note that gWAT tissue levels of 18:0- and 18:1-containing LPIs were significantly correlated with fasting blood glucose and glucose tolerance test area under the curve (supplemental Fig. S6). To look more broadly at whole body metabolism, we also subjected *Mboat7*^ASKO^ and *Mboat7*^ASKO^ mice fed HFD for 10 weeks to indirect calorimetry and found no differences in energy expenditure at thermoneutrality (30°C) or room temperature (23°C) (data not shown). Collectively, these data show for the first time that MBOAT7-driven LPI acylation in adipocytes, but not in hepatocytes, is critically important for the maintenance of circulating insulin and glucose levels as well as systemic insulin action.

**Fig. 3:**
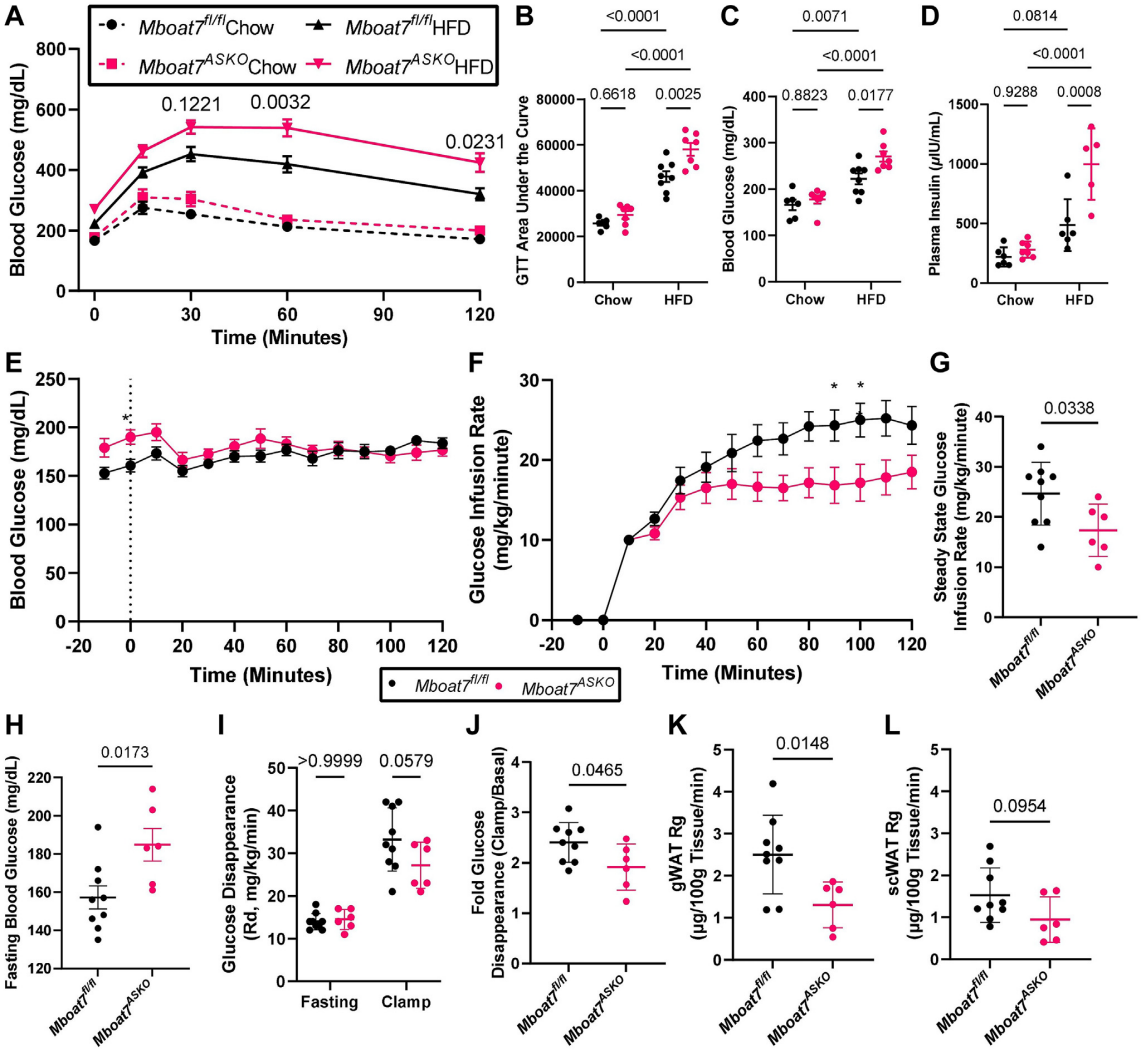
Adipocyte-Specific *Mboat7* Deletion (*Mboat7*^*ASKO*^) Promotes Glucose Intolerance, Hyperinsulinemia, and Peripheral Insulin Resistance. A–C: Male control (*Mboat7*^*fl/fl*^) or adipocyte-specific Mboat7 knockout mice (*Mboat7*^*ASKO*^) were fed a chow or HFD for 12 weeks and then underwent an intraperitoneal glucose tolerance test (GTT). A: Plasma glucose levels were measured (in duplicate or triplicate at each time point) throughout the GTT (n = 5–7; Three-way ANOVA with Tukey’s *post hoc* test). B: The area under the curve was calculated for each mouse throughout the GTT (n = 5–7; Two-way ANOVA with Tukey’s *post hoc* test). C: Fasting blood glucose was measured after a 4-h fast (time = 0 min for GTT) (n = 5–7; Two-way ANOVA with Tukey’s *post hoc* test). D: Fasting plasma insulin was measured in *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice that were fed a chow or HFD for 20 weeks (n = 5–7; Two-way ANOVA with Tukey’s *post hoc* test). E–L: Male control (*Mboat7*^*fl/fl*^) or adipocyte-specific Mboat7 knockout mice (*Mboat7*^*ASKO*^) were fed HFD for 12–13 weeks, underwent surgery for catheterization of carotid artery and a jugular vein, and were subjected to euglycemic-hyperinsulinemic clamping. E: Plasma glucose levels were measured throughout the clamp (n = 6–9; Two-way ANOVA with Bonferroni’s post hoc test). F: Glucose infusion rates (GIRs) were measured throughout the clamp (n = 6–9; Two-way ANOVA with Bonferroni’s post hoc test). G: Steady state glucose infusion rate was calculated by averaging GIRs from 80 to 120 min (n = 6–9; Student’s *t* test). H: Plasma glucose levels were determined by averaging the −10 and 0 min time points (n = 6–9; Student’s *t* test). I: The rate of glucose disappearance (Rd) was calculated for animals in the fasting state by averaging the Rd from −10 and 0 min time points and the clamped state by averaging Rd from 80 to 120 min (n = 6–9; Two-way ANOVA with Bonferroni’s post hoc test). J: Fold glucose disappearance was calculated by dividing clamp Rd by fasting Rd (n = 6–9; Student’s *t* test). Tissue specific uptake was measured in gonadal (K) and subcutaneous (L) white adipose tissue (n = 6–9; Student’s *t* test).

### MBOAT7 is a critical metabolic regulator of adipose tissue lipid homeostasis and adipose tissue function

The proper storage of excess energy in the form of triacylglycerol (TAG) within adipose tissue is critically important for overall metabolic health. Although the major lipid class stored in WAT is TAG, adipocytes play a critically important role in regulating the levels of other lower abundance lipids that can shape local and systemic inflammatory and hormonal responses to influence T2D mellitus, NAFLD and other related metabolic diseases. To further understand how MBOAT7 impacts adipose tissue metabolism, we performed a series of comprehensive lipidomics studies in gWAT isolated from chow and HFD fed *Mboat7*^flox/flox^ control mice and *Mboat7*^ASKO^ mice. Although MBOAT7 has been previously shown to have exquisite substrate selectivity toward saturated LPIs and arachidonyl-CoA (41, 42, 43), we also analyzed the abundance of other free fatty acids, oxylipins, and diverse species of neutral lipids and glycerophospholipids. First, as a reference, it is notable that hepatocyte-specific deletion of *Mboat7* (*Mboat7*^HSKO^ mice) results in a large accumulation of substrate LPIs and a modest reduction in 38:4 PI in the liver but this is not apparent in gWAT (supplemental Fig. S2G–L). In contrast, *Mboat7*^ASKO^ mice do not show alteration in LPI or PI lipids in the liver (supplemental Fig. S1D–F) but do have elevations in 18:0- and 18:1-containing LPIs and large reductions in 38:4 PI in gWAT, especially in the context of HFD (Fig. 2B–D). *Mboat7*^ASKO^ mice also have reciprocal increases in more saturated PI species (34:2, 36:2, and 36:3) compared to *Mboat7*^flox/flox^ control mice in gWAT (Fig. 2D), but not liver (supplemental Fig. S1F). These results demonstrate that MBOAT7 plays a critical role in maintaining LPI and PI levels within the local tissue context and shows that MBOAT7 is the major enzymatic source of 38:4 in WAT (Fig. 2C) but a more minor contributor in the liver (supplemental Fig. S2H) (15, 16, 17).

Given the critical role that MBOAT7 plays in WAT LPI/PI homeostasis, we wanted to more comprehensively understand whether other lipid classes were altered in the WAT of *Mboat7*^ASKO^ mice. Other than modest alterations in 36:2 and 36:3 phosphatidylethanolamine (PE), adipocyte-specific deletion of *Mboat7* did not result in significant alterations of free fatty acids, non-LPI lysophospholipids, phosphatidylcholines, sphingomyelins, or ceramides (supplemental Fig. S7). Given the critical role that MBOAT7 plays in the Land’s cycle remodeling pathway (44), we also wanted to analyze arachidonic acid (AA)-derived oxylipins. When we quantified the WAT levels of >60 species of oxylipins, none were significantly different between *Mboat7*^flox/flox^ control mice and *Mboat7*^ASKO^ mice (supplemental Fig. S8). Consistent with this finding, we did not see any changes in *Pla2g4a* expression between *Mboat7*^flox/flox^ and *Mboat7*^ASKO^ mice (supplemental Fig. S9A). Also, when we quantified the levels of neutral lipids such as diacylglycerols and TAGs there were no significant differences between *Mboat7*^flox/flox^ control mice and *Mboat7*^ASKO^ mice when fed an HFD, except that select species of TAG (52:3, 56:4, 50:5, etc.) were modestly reduced in chow fed *Mboat7*^ASKO^ mice (supplemental Fig. S10). Despite the conservation seen in the major lipid classes found in WAT, *Mboat7*^ASKO^ mice did have some significant alterations in some complex lipids containing either AA (20:4, n-6) or eicosapentaenoic acid (EPA, 20:5, n-3) in WAT (supplemental Fig. S11) Specifically, some AA-containing PE species were increased in the WAT from *Mboat7*^ASKO^ mice (supplemental Fig. S11A); however, the expression of other AA-specific acyl transferase, *Lpcat3* (also known as *Mboat5*) was not changed (supplemental Fig. S9B). Furthermore, EPA-containing PI (38:5 PI) was dramatically reduced in *Mboat7*^ASKO^ mice, while other EPA-containing PS and PE species were slightly elevated (supplemental Fig. S11C). These data support the notion that adipocyte MBOAT7 plays a central role in WAT glycerophospholipid homeostasis locally but does not appreciably impact LPI and PI balance in the circulation or the liver.

Given the alterations in WAT lipid homeostasis in *Mboat7*^ASKO^ mice, we wanted to examine key aspects of adipose tissue function and cellularity within the adipose organ. Although body weight and total lean and fat mass were not significantly different between *Mboat7*^flox/flox^ control mice and *Mboat7*^ASKO^ mice after 8 weeks on diet (Fig. 2K–M), the weight of gWAT was significantly lower in *Mboat7*^ASKO^ mice after 20 weeks of HFD feeding (Fig. 4A), inverse of the significant increase in liver weight of *Mboat7*^ASKO^ animals at 20 weeks of HFD (Fig. 2F). However, less than 20 weeks of HFD feeding did not result in significant differences in liver or adipose tissue weights (supplemental Fig. S3A–D). Circulating levels of the adipocyte-derived hormone leptin were also reduced in HFD fed *Mboat7*^ASKO^ mice after 16 and 20 weeks of HFD (Fig. 4B and supplemental Fig. S3E). Next, we wanted to examine whether basal or catecholamine-stimulated lipolysis (i.e., a critical physiological function of WAT) was altered in*Mboat7*^ASKO^ mice. Although in general the circulating levels of lipolysis product glycerol and NEFA were not altered under basal conditions or stimulated conditions in *Mboat7*-deficient mice, chow fed *Mboat7*^ASKO^ mice did have elevations in circulating glycerol when treated with the β3-adrenergic receptor agonist CL-326,243 (Fig. 4C, D). Similarly, we did not observe significant changes in plasma glycerol, NEFA, or triglycerides in *Mboat7*^ASKO^ versus control mice under fasting or refeeding conditions (supplemental Fig. S3F–H). Next, we performed bulk RNA sequencing in gWAT. 

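RNA was taken from gWAT of male mice after 20 weeks on chow or on a HFD with 60% of its energy from fat and a 4 h fast, with 4 *Mboat7* flox/flox control mice and 4 *Mboat7* ASKO mice on each diet. *Mboat7* ASKO mice carry a Cre recombinase under the adiponectin promoter, which removes *Mboat7* from adipocytes, while other cells of the tissue keep the gene. The libraries were made with a directional mRNA kit, 1 library per mouse, without pooling. The authors aligned the reads to the mm10 mouse genome with STAR, guided by the GENCODE annotation, and used Cufflinks to make FPKM values (fragments per kilobase of exon, scaled to the fragments mapped) for each gene and mouse. The table holds 19373 genes, and no gene is at 0 in every mouse. A value of 0 in at least 1 mouse is given for 14373 of these genes. The tests were run on log2(FPKM + 1), a scale that understates the change of genes with low values. The table gives no read counts, so depth was estimated from the low values. In 1050 coding genes with 1 annotated transcript, each mouse's step was set at its commonest low value after allowing for transcript length. On a transcript of 1 kb, the step was worth between 2.53 and 4.38 FPKM (median 2.99 over 16 mice). Taken as the value of 1 fragment, it corresponds to between 228000 and 395000 fragments per mouse on the authors' scale (median 334500). The medians were 350000 in *Mboat7* ASKO mice and 310500 in control mice on HFD, and 320000 and 315000 on chow. Between 55.6% and 85.8% of the low values of a mouse lay within 0.2 of a whole number of steps, against 40% for values spread evenly. The step sits at the commonest value by construction, which alone raises this share, so the share does not establish steps of whole fragments. By this share, the step was less clear in some mice than in others. The 10 genes with the highest values took between 32.6% and 55.2% of the FPKM sum of a mouse. *Mboat7* (ENSMUSG00000035596.14, chromosome 7 of mm10 from 3677788 to 3701024) was the deleted gene, and its exons overlap those of *Tsen34*. On chow, its values were 2.42, 4.33, 0.9 and 4.99 FPKM in the control mice and 0, 1.39, 0 and 2.89 FPKM in the *Mboat7* ASKO mice (log2 fold change -1.12, two-sided exact permutation test, p = 0.143). On HFD, the values were 0, 0, 2.15 and 1.61 FPKM in the control mice and 1.14, 0, 2.6 and 0 FPKM in the *Mboat7* ASKO mice (log2 fold change -0.02, exact permutation test, p = 1). With the step of each mouse taken as 1 fragment, the highest of these values stands for about 6 fragments. At such low values, a loss of *Mboat7* from adipocytes was not detectable on HFD.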

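Differential expression was tested with limma in 13148 genes that had at least 1 FPKM in at least 4 mice, with all 16 mice in one fit of the 4 groups. On HFD, 1 gene had a Benjamini-Hochberg adjusted p-value under 0.05 with an absolute log2 fold change above 0.5 between *Mboat7* ASKO and control mice, and 677 genes had an unadjusted p-value under 0.05. The 1 gene was *Cdk20*, which was listed at 0 in all *Mboat7* ASKO mice and in every mouse on chow, and at 4.93, 2.24, 3.23 and 2.5 FPKM in the control mice on HFD (limma, adjusted p = 0.0271). In these control mice, the step on a transcript of 1 kb was worth between 2.53 and 3.34 FPKM, so the *Cdk20* values may rest on few fragments. Exons of *Cdk20* also overlap those of *1700015C15Rik*. Groups listed at 0 in every mouse have no spread and can lower the error in the shared fit, but this was not tested on its own. With only the groups compared in the fit, which also uses fewer mice, the adjusted p of *Cdk20* was 0.241. The number of genes changed most when p-values were adjusted over all 5 contrasts together, which gave 13 genes. Among genes of lipid metabolism, *Agpat2*, which encodes an acyltransferase of phosphatidic acid synthesis, had 57.9 ± 18.2 FPKM (SD, n = 4) in *Mboat7* ASKO mice and 23.2 ± 6.4 FPKM (SD, n = 4) in control mice on HFD. Its log2 fold change was 1.27 (standard error 0.4, limma adjusted p = 0.824), and every *Mboat7* ASKO mouse was above every control mouse (exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Exons of *Agpat2* overlap those of *Egfl7*. *Scd1*, which encodes a stearoyl-CoA desaturase, had 1970 ± 571 FPKM in *Mboat7* ASKO mice and 1030 ± 536 FPKM in control mice (log2 fold change 1.02, limma adjusted p = 0.852), and the groups overlapped. *Insig1*, a regulator of sterol synthesis, had 105 ± 27.5 FPKM in *Mboat7* ASKO mice and 53.8 ± 25.2 FPKM in control mice (log2 fold change 1.03, limma adjusted p = 0.914), again with overlap. The 10 genes of lipid metabolism listed in Fig. 4G were all higher in *Mboat7* ASKO mice on HFD. Their mean log2(FPKM + 1) per mouse was 6.26 ± 0.23 (SD, n = 4) in *Mboat7* ASKO mice and 5.21 ± 0.13 (SD, n = 4) in control mice, but they were listed because they differed in these mice. For genes listed without regard to these mice, 20 of 22 sterol synthesis genes had enough signal, and their mean was higher by 0.29 in *Mboat7* ASKO mice on HFD (two-sided exact permutation test, p = 0.343). The mean of 14 of 16 fatty acid synthesis genes was higher by 0.54 (exact permutation test, p = 0.0857). With 10 gene sets tested on HFD, the Benjamini-Hochberg adjusted values of these 2 sets were 0.572 and 0.428.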

Under HFD feeding conditions, *Mboat7*^ASKO^ mice exhibited differential gene expression associated with altered lipid metabolism and immune cell populations (Fig. 4E–G). 

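*Cd68* (ENSMUSG00000018774.13) lies on chromosome 11 of mm10 from 69664212 to 69666153. On HFD, it had 73.4 ± 19.9 FPKM (SD, n = 4) in *Mboat7* ASKO mice and 37.2 ± 15.2 FPKM (SD, n = 4) in control mice, a log2 fold change of 1.00 (standard error 0.66, limma adjusted p = 0.982). The lowest *Mboat7* ASKO mouse had 52.9 FPKM and the highest control mouse 58.7 FPKM (two-sided exact permutation test, p = 0.0571). *Itgax* (ENSMUSG00000030789.9), on chromosome 7 from 128129546 to 128150657, had 39.7 ± 5.48 FPKM in *Mboat7* ASKO mice and 16.1 ± 7.46 FPKM in control mice, and its log2 fold change was 1.34 (standard error 0.41, limma adjusted p = 0.824). *Clec7a* (ENSMUSG00000079293.11), on chromosome 6 from 129461590 to 129472777, had 43.2 ± 14.2 FPKM in *Mboat7* ASKO mice and 19.3 ± 3.88 FPKM in control mice, and its log2 fold change was 1.09 (standard error 0.45, limma adjusted p = 0.901). For *Itgax* and *Clec7a*, every *Mboat7* ASKO mouse was above every control mouse (exact permutation test, p = 0.0286 for each). With each mouse left out in turn, the log2 fold change stayed between 0.82 and 1.24 for *Cd68*, between 1.1 and 1.6 for *Itgax*, and between 0.9 and 1.21 for *Clec7a*. Fig. 4G also lists *Cd44*, *Gpnmb* and *Lipa*, whose log2 fold changes were 1.12, 0.86 and 0.98. The mean log2(FPKM + 1) of these 6 genes was 5.9 ± 0.12 (SD, n = 4) in *Mboat7* ASKO mice and 4.83 ± 0.39 (SD, n = 4) in control mice on HFD (difference 1.07, exact permutation test, p = 0.0286). The paper chose these 6 genes for their change in these mice, so the choice itself favours a low p. A second set of 28 macrophage markers, such as *Adgre1*, *Csf1r* and *C1qa*, was listed without regard to these mice. Its mean was 5.58 ± 0.05 (SD, n = 4) in *Mboat7* ASKO mice and 5.16 ± 0.17 (SD, n = 4) in control mice on HFD, with no overlap between the groups. The difference was 0.42 (exact permutation test, p = 0.0286), 25 of the 28 genes were higher in *Mboat7* ASKO mice, and the Benjamini-Hochberg adjusted p over 10 gene sets was 0.286, the smallest that 1 separated set among 10 can reach. On chow, the mean of this set differed by -0.11 (exact permutation test, p = 0.514). On chow, *Cd68* was between 0 and 13.2 FPKM in *Mboat7* ASKO mice and between 3.32 and 8.06 FPKM in control mice, while *Itgax* was listed at 0 in 3 mice of each genotype. *Clec7a* on chow was between 1.99 and 6.57 FPKM in *Mboat7* ASKO mice and between 0 and 2.95 FPKM in control mice, and its log2 fold change was 1.04 (limma adjusted p = 0.983), or 1.99 with a pseudocount of 0.1.

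**Figure D1:**
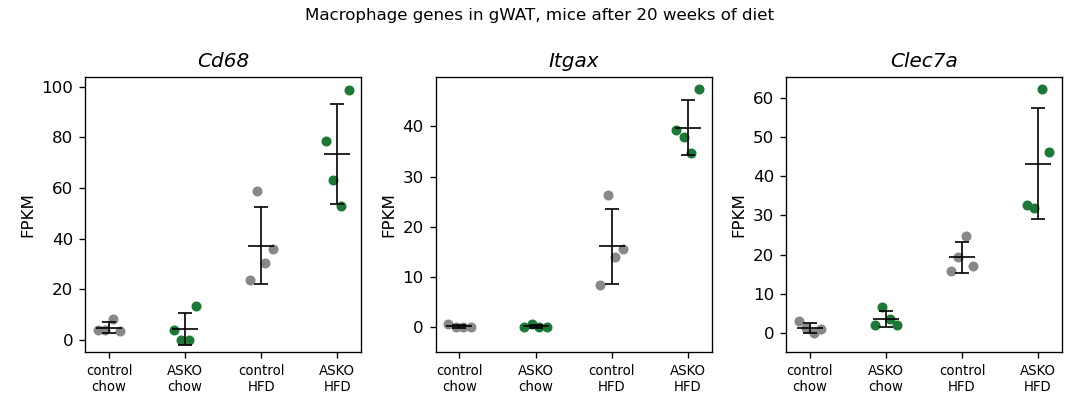
FPKM of *Cd68*, *Itgax* and *Clec7a* in gWAT of each mouse, with control mice in grey and *Mboat7* ASKO mice in green. Points are mice and bars are the mean ± SD of 4 mice, and on HFD the groups overlap for *Cd68* but not for the other 2 genes.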

In particular, *Mboat7*^ASKO^ mice had elevated WAT mRNA expression of genes primarily expressed in macrophages including a cluster of differentiation 68 (*Cd68*), integrin alpha X (*Itgax*, encoding CD11c), C-type lectin domain containing 7a (*Clec7a*), among others (Fig. 4F, G) indicating the potential for an altered abundance of adipose tissue macrophages. To further understand whether the abundance of macrophages and other immune cell populations were altered in *Mboat7*^ASKO^ mice fed HFD for 16 weeks, we isolated the stromal vascular fraction from gWAT and performed flow cytometric analysis of immune cell populations (Fig. 4H–J and supplemental Fig. S12). Of the adipose tissue macrophage populations identified, *Mboat7*^ASKO^ mice had elevated levels of Cd11c-/Cd206+ cell populations and a reciprocal decrease in Cd11c+/Cd206+ double-positive cells (Fig. 4G). Although the relative percentage of Cd11c-/Cd206+ cells was not significantly correlated with body weight (Fig. 4H), the Cd11c+/Cd206+ double-positive cell population was significantly positively correlated with body weight in this cohort (Fig. 4I, J). In addition to alterations in macrophage subsets, HFD fed *Mboat7*^ASKO^ mice had elevated T cells and B cells compared to control (*Mboat7*^flox/flox^) mice (supplemental Fig. S12B–F). These data demonstrate that adipocyte MBOAT7-driven LPI acylation plays an important role in WAT lipid metabolic and immune cell homeostasis which can then shape systemic glucose tolerance.

**Fig. 4:**
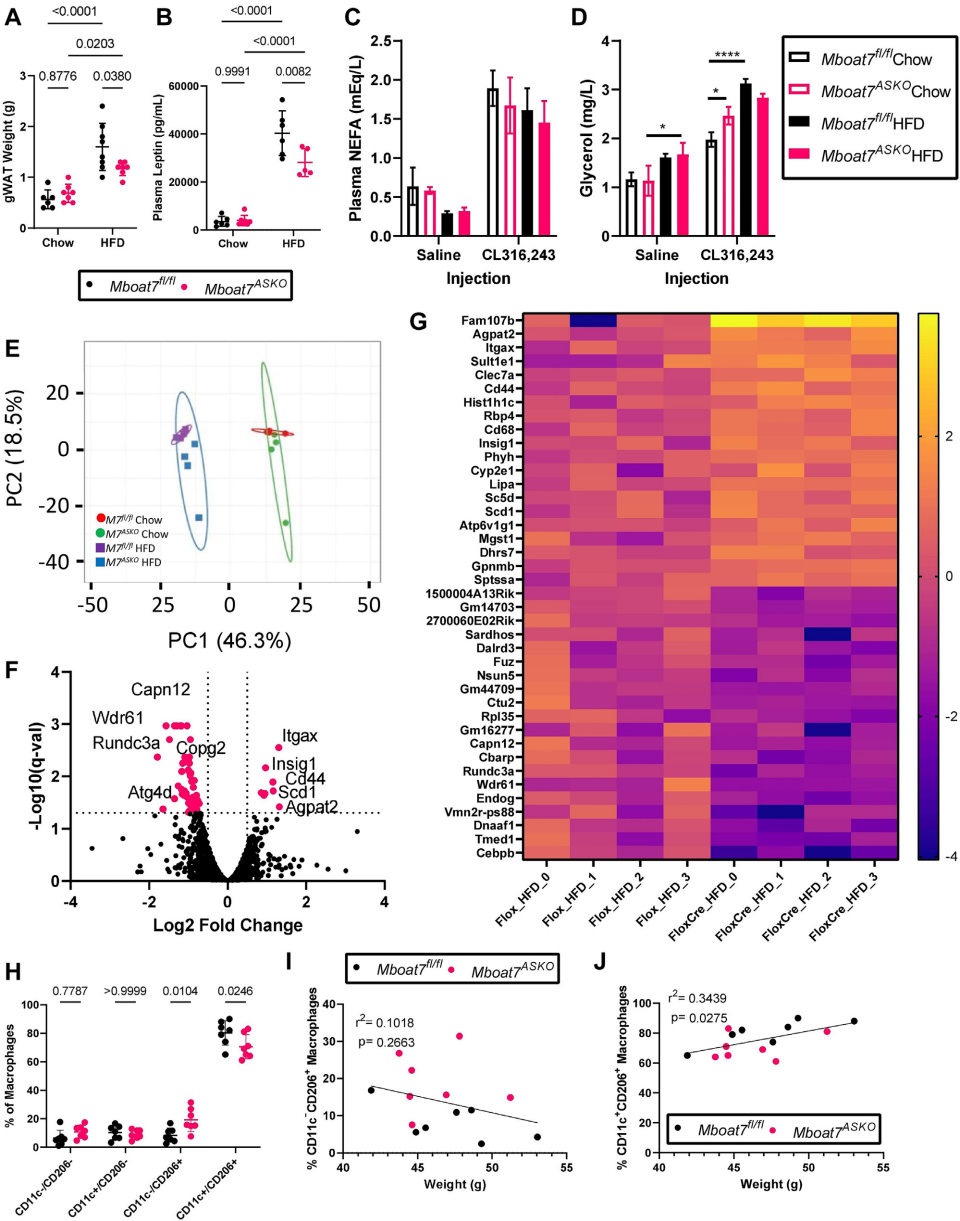
Adipocyte-Specific *Mboat7* Deletion (*Mboat7*^*ASKO*^) Reorganizes White Adipose Tissue Gene Expression and Circulating Adipokine Levels. Male control (*Mboat7*^*fl/fl*^) or adipocyte-specific Mboat7 knockout mice (*Mboat7*^*ASKO*^) were fed chow or high fat diet (HFD) for 20-week. A: gWAT weight measurements from *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice fed Chow and HFD for 20 weeks (n = 6–8; Two-way ANOVA with Tukey’s *post hoc* test). B: Plasma Leptin was measured in *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice that were fed a chow or HFD for 20 weeks (n = 5–7; Two-way ANOVA with Tukey’s *post hoc* test). To assess β3–adrenergic stimulated lipolysis, plasma nonesterified fatty acids (NEFA), (C) and glycerol (D) were measured in *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice fed a chow or HFD for 11 weeks 15 min after saline or CL316,243 injection (n = 2–5/group; Three-way ANOVA with Tukey’s *post hoc* test). E–G: gWAT RNA was used for RNA-sequencing from *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice that were fed a chow or HFD for 20 weeks. E: Groups clustered primarily based on the diet by principal component analysis (n = 4/group). F: A Volcano plot of transcripts was used to determine differentially expressed genes (DEGs) in *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice that were fed an HFD for 20 weeks. Plot summarizes log2 fold changes versus significance in response to *Mboat7* inhibition (n = 4/group; genes with q-val < 0.05 and fold change > |0.5| were considered significantly differentially expressed). G: Row-normalized expression for the top 20 up and downregulated DEGs that reached a *P*-value <0.05 are shown by heat map in *Mboat7*^*fl/fl*^ or *Mboat7*^*ASKO*^ mice that were fed an HFD for 20 weeks. H: gWAT stromal vascular fraction was subjected to flow cytometry analysis of macrophage subpopulations. I, J: Correlation between gWAT macrophage subsets and body weight. All data are presented as mean ± S.D. unless otherwise noted.

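Principal components were computed from log2(FPKM + 1) of the tested genes, centred and not scaled. The first component held 15.2% of the variance. Its scores were 46.6 ± 5.8 (SD, n = 4) in control mice and 44.0 ± 5.6 in *Mboat7* ASKO mice on chow, against -42.5 ± 7.2 in control mice and -48.2 ± 3.2 in *Mboat7* ASKO mice on HFD. All mice on chow were apart from all mice on HFD (two-sided exact permutation test, p = 0.000155, the smallest p that 8 mice against 8 allow). Within a diet, the genotypes did not separate on the first component, with a difference of -2.6 on chow (exact permutation test, p = 0.543) and of -5.6 on HFD (exact permutation test, p = 0.257). The second component held 10.9% of the variance and did not separate the genotypes (exact permutation test, p = 0.892). Its scores ranged from -85.9 to 87.1 in *Mboat7* ASKO mice on chow and from -21.8 to 15.7 in *Mboat7* ASKO mice on HFD. The share of the first component was 12.8% with a pseudocount of 0.1 and 17.5% with the 500 genes of the largest variance.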

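Fig. 4F names 5 genes as higher and 5 as lower in *Mboat7* ASKO mice on HFD, and each had the paper's direction in the deposited FPKM values. *Rundc3a* had 27.4 ± 9.12 FPKM (SD, n = 4) in *Mboat7* ASKO mice and 76.5 ± 22 FPKM (SD, n = 4) in control mice (log2 fold change -1.46, standard error 0.39, limma adjusted p = 0.712). *Capn12*, whose exons overlap those of *Actn4*, had 164 ± 28 FPKM in *Mboat7* ASKO mice and 419 ± 307 FPKM in control mice (log2 fold change -1.10). Its log2 fold change was between -1.38 and -0.67 with each mouse left out in turn, and -0.67 without control mouse 0. *Wdr61*, whose exons overlap those of *Dnaja4*, had 133 ± 7.36 FPKM in *Mboat7* ASKO mice and 392 ± 399 FPKM in control mice (log2 fold change -1.13). In the control mice, *Wdr61* had 990 FPKM in 1 mouse, and its log2 fold change was between -1.38 and -0.54 with each mouse left out in turn. *Copg2* and *Atg4d*, which also overlap exons of other genes, had log2 fold changes of -1.04 and -0.93. In all 5 lower genes, every *Mboat7* ASKO mouse was below every control mouse, and 2 of the 5 higher genes had groups without overlap. On chow, the mean of the 5 higher genes was also higher in *Mboat7* ASKO mice, by 0.49 and without overlap (exact permutation test, p = 0.0286), and that of the 5 lower genes was higher by 0.44 (exact permutation test, p = 0.143). Chance alone gives groups without overlap for 2.86% of genes with 4 mice against 4. None of the 10 genes had an adjusted p-value under 0.05 over all tested genes, while all 10 had one under 0.05 when the adjustment covered each list alone. These genes were named for their difference in the same mice, so the second count shows no stability. From the higher expression of macrophage genes in *Mboat7* ASKO mice, the paper proposes that the abundance of adipose tissue macrophages could be altered, and it went on to examine this by flow cytometry.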

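All 20 genes that Fig. 4G lists as higher were higher in *Mboat7* ASKO mice on HFD, with log2 fold changes from 0.76 to 3.32 and a median of 1.01. All 20 genes listed as lower were lower, with log2 fold changes from -2.55 to -1 and a median of -1.19. In each list, 10 genes had groups without overlap and 16 genes had an unadjusted p-value under 0.05 in limma. The lowest adjusted p-value over all tested genes was 0.508 among the higher genes and 0.129 among the lower genes. The adjusted p-value over the list alone was under 0.05 for 13 higher and 15 lower genes. *Fam107b* had 41 ± 12.1 FPKM (SD, n = 4) in *Mboat7* ASKO mice and 4.16 ± 2.84 FPKM (SD, n = 4) in control mice (log2 fold change 3.32, standard error 0.79, limma adjusted p = 0.508). *Gm14703*, an antisense gene on chromosome X of mm10 from 7638470 to 7657258 that overlaps exons of *Syp*, had 282 ± 36.9 FPKM in *Mboat7* ASKO mice and 645 ± 130 FPKM in control mice (log2 fold change -1.18, standard error 0.22, limma adjusted p = 0.129). *Endog*, which overlaps exons of *Spout1*, had 92.4 ± 28.7 FPKM and 289 ± 116 FPKM (log2 fold change -1.58, limma adjusted p = 0.278). *Cebpb*, which encodes a transcription factor of adipocyte differentiation and overlaps exons of *Tmem189*, had 6.88 ± 4.42 FPKM and 43.7 ± 20.2 FPKM (log2 fold change -2.55, limma adjusted p = 0.876). Exons of another gene overlapped 18 of the 20 lower genes and 2 of the 20 higher genes. On chow, the median log2 fold change was 0.26 for the 20 higher genes, of which 15 were higher in *Mboat7* ASKO mice, and 0.23 for the 20 lower genes, of which 4 were lower.

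**Figure D2:**
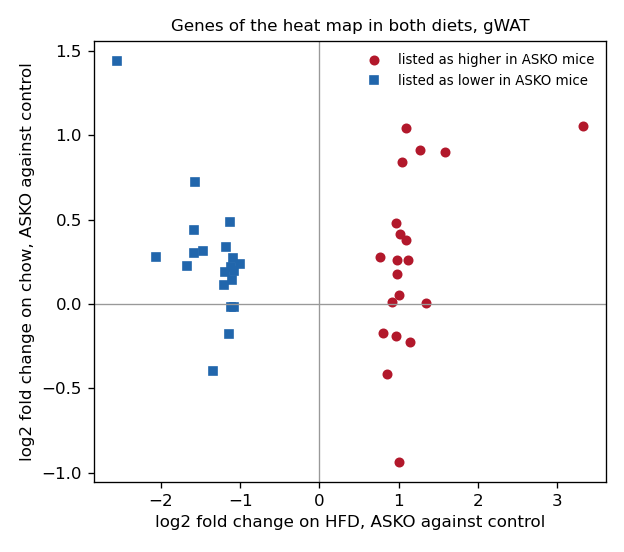
Log2 fold change between *Mboat7* ASKO and control mice on HFD (horizontal axis) and on chow (vertical axis) for each of the 40 genes of the heat map, on the log2(FPKM + 1) scale. Red circles are the 20 genes listed as higher and blue squares the 20 listed as lower, and the lower genes lie left of 0 on HFD while only 4 of them lie under 0 on chow.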

### LPIs induce acute signaling events associated with insulin action in adipose tissue in a MBOAT7-dependent manner

Given that *1*) LPIs accumulate in gWAT of HFD fed and *Mboat7*^*ASKO*^ mice (Fig. 2B and supplemental Fig. S4A), *2*) *Mboat7*^*ASKO*^ results in profound glucose intolerance and insulin resistance (Fig. 3, supplemental Figs. S4H, I and S5), and *3*) LPIs correlate with fasting blood glucose and area under the curve during glucose tolerance testing (supplemental Fig. S6B–D), we hypothesized that LPIs may mediate signaling associated with insulin resistance. To test this hypothesis, we injected chow fed *Mboat7*^*flox/flox*^ and *Mboat7*^*ASKO*^ mice with saline or LPI-18:1 and collected gWAT acutely after 15 min. To unbiasedly identify LPI-driven signaling events we performed global phosphoproteomic analysis of isolated gWAT and found that. *Mboat7*^*ASKO*^ mice upregulate 163 phosphopeptides in response to LPI but not in control *Mboat7*^*flox/flox*^ mice. Using KEGG pathway analysis, we find that indeed LPI-18:1 significantly induces a phosphopeptide signature associated with insulin signaling and insulin resistance in mice lacking MBOAT7 function in adipocytes (*Mboat7*^*ASKO*^ mice) (Fig. 5A–C). In contrast, mice with intact MBOAT7 function (*Mboat7*^*flox/flox*^ mice) show only 40 significantly altered phosphopeptides and no significantly altered KEGG pathways when challenged with exogenous LPI (supplemental Fig. S13). Together, these data indicate that LPI-18:1 can alter the gonadal adipose tissue phosphoproteome in a MBOAT7-dependent manner and this is associated with pathways linked to insulin resistance.

**Fig. 5:**
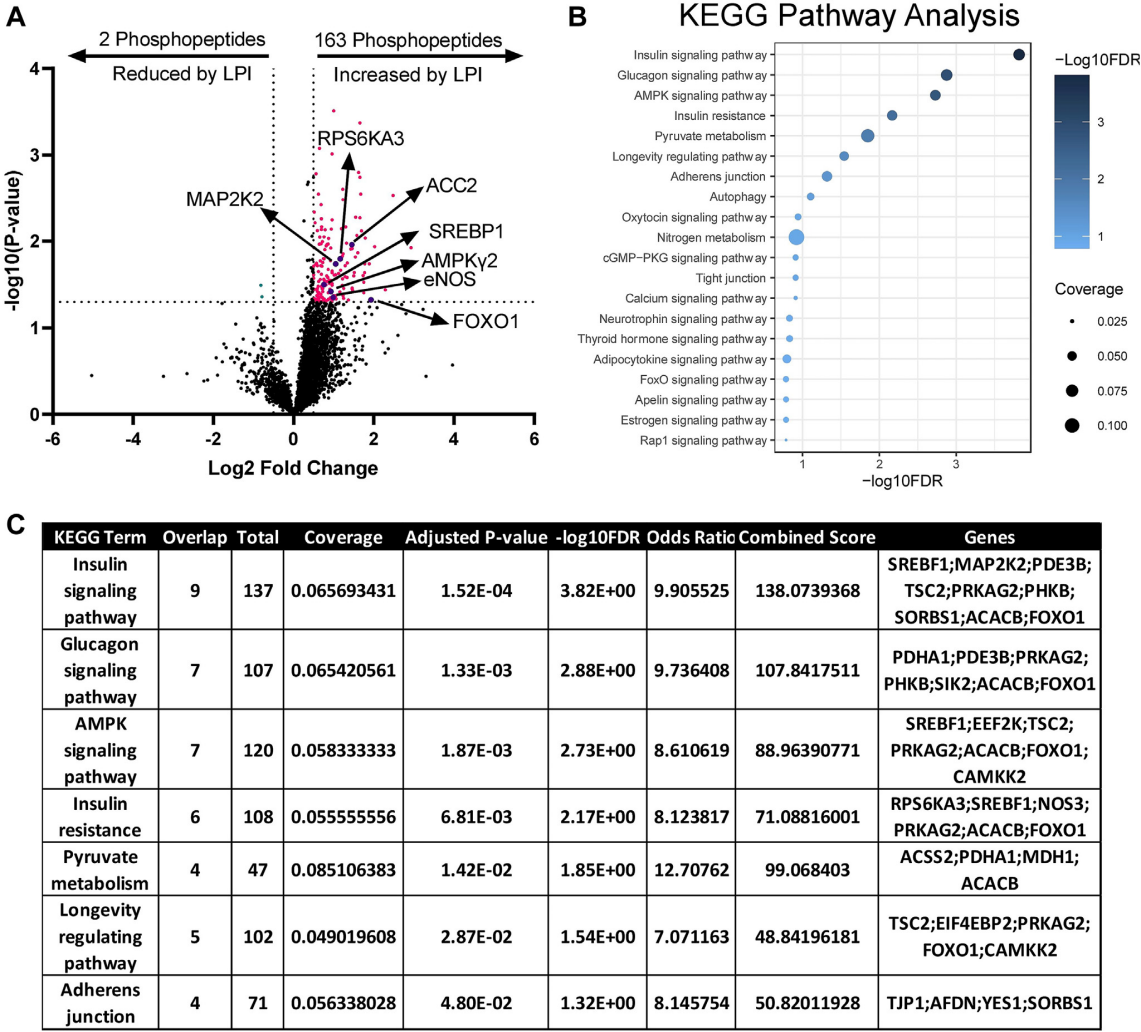
LPI-18:1 Induces Acute Signaling Events Associated with Insulin Action in Adipose Tissue of *Mboat7*^*ASKO*^ mice. A: Volcano plot of phosphopeptides upregulated and downregulated in gonadal white adipose tissue (gWAT) of *Mboat7*^*ASKO*^ mice. Phosphopeptides determined to be |log2FoldChange| >0.5 different in the LPI and saline samples with a *P*-value <0.05 (two-tailed *t* test) were considered significantly differentially phosphorylated. (Average of n = 4/group; pink dots represent significantly upregulated phospho-peptides, green dots represent significantly downregulated phospho-peptides; and purple dots represent insulin resistance-associated phosphopeptides that are significantly different). B, C: KEGG pathway analysis of significantly differentially phosphorylated peptides. KEGG, Kyoto Encyclopedia of Genes and Genomes; LPI, lysophosphatidylinositol; *Mboat7*^ASKO^, *Mboat7* adipocyte-specific knockout mice.

## Discussion

Since the original genome wide association studies study by Buch *et al.* (8) linking the rs641738 SNP near *MBOAT7* to liver disease, there has been rapid progress in our understanding of how *MBOAT7* is mechanistically linked to the progression of alcohol-associated liver disease, NAFLD, and viral-driven liver injury. The clear association between MBOAT7 loss-of-function and diverse liver diseases serves as yet another example of how genetics can powerfully identify new pathways relevant to human disease. It also supports the long-standing notion that abnormal lipid metabolism initiates liver injury. Since 2019, several animal studies have likewise demonstrated that *Mboat7* loss-of-function in mice is sufficient to drive NAFLD progression (13, 14, 15, 16, 17). This article builds on our initial observation that ASO-mediated knockdown of *Mboat7* promotes NAFLD progression, hyperinsulinemia, and insulin resistance in mice (13). Here we have further clarified the cell autonomous roles of *Mboat7* in HFD-driven metabolic disturbance by comparing metabolic phenotypes in *Mboat7*^ASKO^ and *Mboat7*^HSKO^ mice. The major findings of the current study include the following: *1*) *Mboat7* expression in WAT is negatively correlated with adiposity across the strains represented in the HMDP, *2*) Hepatocyte-specific deletion of *Mboat7* (*Mboat7*^HSKO^) promotes fatty liver and liver injury but does not alter tissue insulin sensitivity in HFD fed mice, *3*) Adipocyte-specific deletion of *Mboat7* (*Mboat7*^ASKO^) under chronic HFD feeding promotes mild fatty liver, clear hyperinsulinemia, and systemic insulin resistance in HFD fed mice, *4*) MBOAT7 is the major source of AA containing PI (38:4 PI) and also indirectly impacts other glycerophospholipids in gWAT, *5*) MBOAT7 function in gWAT does not alter the tissue abundance of AA-derived oxylipins, *6*) MBOAT7 function in gWAT impacts circulating leptin levels, and the immune cell landscape in WAT under HFD feeding, and *7*) acylation of LPIs by MBOAT7 in WAT limits proinsulin resistance signaling. Collectively, these data support a clear cell autonomous role for MBOAT7-driven acylation of LPI lipids as a key protective mechanism against obesity-linked NAFLD progression, hyperinsulinemia, and systemic insulin resistance. These data strongly suggest that MBOAT7 is an important contributor to multiple aspects of the metabolic syndrome, which is regulated by the combination of MBOAT7 function in hepatocytes, adipocytes, and likely other cell types that contribute to tissue inflammation and fibrosis.

One of the key findings of this work is that MBOAT7 function in adipocytes is critically important for the maintenance of euglycemia in obese mice (Fig. 3). In contrast, genetic deletion of *Mboat7* in hepatocytes is sufficient to drive hepatic steatosis but does not drastically alter hyperinsulinemia or insulin sensitivity in either chow or HFD fed mice (supplemental Fig. S2). Interestingly, our studies show drastic effects on systemic glucose tolerance and insulin resistance in HFD fed *Mboat7*^ASKO^ mice yet our euglycemic-hyperinsulinemic studies indicate no change in suppression of hepatic glucose production by insulin and only modest decreases in insulin-stimulated glucose uptake by white adipose depots (Fig. 3 and supplemental Fig. S5). Because these depots show less glucose uptake activity than other tissues that account for the majority of glucose disposal, such as skeletal and cardiac muscle, BAT, and the brain, there is likely other mechanisms that contribute to these systemic effects. While glucose intolerance and insulin resistance was obvious in HFD fed *Mboat7*^ASKO^ mice, these phenotypes are not significant in chow fed *Mboat7*^ASKO^ mice, which may be explained in part by significant increases in β3-adrenergic activation (Fig. 4D), which has been previously shown to enhance fatty acid oxidation in adipose tissue of mice and humans (45, 46).

In addition to these findings regarding local WAT defects, these studies raise the question of how MBOAT7 in adipocytes controls insulin secretion in the pancreas and fat accumulation in the liver. The most straightforward explanation is that alterations in either the substrates (LPIs or fatty acyl-CoAs) or products (38:4 PI) of the MBOAT7 reaction initiate endocrine lipid signaling effects. We originally hypothesized that when adipocyte MBOAT7 function is lost, substrate LPIs would accumulate in both the WAT as well as the circulation to initiate a WAT-to-pancreas endocrine axis to stimulate insulin overproduction. In support of this concept, several published reports show that LPI lipids can stimulate glucose-stimulated insulin secretion in pancreatic beta cells in culture (47, 48). Furthermore, 18:1 LPI has also been shown to stimulate the key metabolic hormone glucagon-like peptide in intestinal enteroendocrine *L*-cells to further shape insulin secretion (49, 50). However, our results suggest that although WAT tissue of LPI is dramatically increased in *Mboat7*^ASKO^ mice (Fig. 2B), circulating levels of LPI lipids are unaltered in *Mboat7*^ASKO^ mice (supplemental Fig. S1). These data suggest this potential lipid-mediated endocrine axis is unlikely, although there is a clear LPI-mediated autocrine or paracrine axis within WAT (Fig. 5). It is important to note however that LPI lipids can exhibit altered signaling potential when bound to albumin versus being carried on plasma lipoproteins (51), so additional work is required to determine whether adipocyte MBOAT7 activity selectively impacts albumin-conjugated versus lipoprotein-associated LPI levels. In addition to an LPI-endocrine signaling axis, it is possible that MBOAT7 can impact adipose tissue homeostasis and systemic insulin sensitivity via other mechanisms. It remains possible that MBOAT7 product PI lipids including 38:4 PI and resulting phosphoinositides may also play a key role in the phenotypes observed. Another possibility to consider is that glycerophosphatidylinositol-linked proteins may be altered in *Mboat7*^ASKO^ mice given that PIs are required for glycerophosphatidylinositol synthesis (52). These possibilities deserve further exploration. Another interesting observation coming from the current study is the different molecular weights of MBOAT7 observed in crude tissue lysates (Fig. 2A) versus the consistent size in microsomal fractions (supplemental Fig. S2A), which could suggest that multiple MBOAT7 isoforms exist in different tissues and may localize to organelles other than the endoplasmic reticulum. In conclusion, this work shows that MBOAT7 function in adipocytes and hepatocytes play unique roles in shaping HFD-driven metabolic disturbance and further supports the notion that the LPI-MBOAT-PI axis may have untapped therapeutic potential in obesity-related insulin resistance and NAFLD progression.

## Data availability

RNA sequencing data can be accessed at GEO Profiles at the NCBI: GSE203414, the mass spectrometry phospoproteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (34) partner repository with the dataset identifier PXD039894 and 10.6019/PXD039894 and full accession will be available upon acceptance of this work. All materials, methods, and datasets included in this article is readily available upon request.

## Supplemental data

This article contains supplemental data (53, 54).

## Conflict of interest

Dr. Daniela Allende reports serving as an Advisory Board Member for Incyte Corporation. All other authors declare no competing financial interests related to this work.

# Supplementary material for: MBOAT7-driven lysophosphatidylinositol acylation in adipocytes contributes to systemic glucose homeostasis
**Source:** J Lipid Res. 2023 Feb 18;64(4):100349. doi: 10.1016/j.jlr.2023.100349
**Supplement:** Supplemental Figures S1–S13 and Table S1

**Supplemental Material for MBOAT7-Driven Lysophosphatidylinositol Acylation in Adipocytes Contributes to Systemic Glucose Homeostasis.**

**Methods**

**Untargeted lipidomics and oxylipin quantification**

Lipidomics and oxylipin data were acquired at the UC Davis West Coast Metabolomics Center. For complex lipid analyses, reverse phased liquid chromatography-tandem mass spectrometry (RPLC-MS/MS) was used to perform lipidomic analysis and began by adding 100 μL run solvent (9

:

1 methanol/toluene (v/v)) to microcentrifuge tubes from the dried upper layer of extraction. Chromatography was performed using an Agilent 1290 UHPLC and mass spectra were collected with an Agilent 6550 QTOF mass spectrometer. An Acquity UPLC CSH C18 (100 mm × 2.1 mm, 1.7 μm particle size) column (Waters, Milford, MA) with an Acquity UPLC CSH C18 (5 mm × 1.2 mm, 1.7 μm particle size) pre-column (Waters, Milford, MA) was used with mobile phase A (6

:

4 acetonitrile/water (v/v)) and mobile phase B (9

:

1 isopropanol acetonitrile (v/v)). Mobile phases A and B were modified with 10 mM ammonium formate and 0.1% formic acid for positive mode ionization and 10 mM ammonium acetate for negative mode ionization. The LC gradient started at 15% B, increased to 30% B from 0–2 minutes, increased to 48% B from 2–2.5 minutes, increased to 82% B from 2.5–11 minutes, increased to 99% B from 11–11.5 minutes, held at 99% B from 11.5–12 minutes, returned to 15% B from 12–12.1 minutes and held at 15% B from 12.1–15 minutes. The autosampler was held at 4 °C and needle wash was performed before and after sample injections for 10 seconds with isopropanol. Injection volumes were 4 μL for both positive and negative mode ionization analyses. Spectral data was collected with a scan range of 120–1700 m/z. MS/MS fragmentation used data-dependent-acquisition (DDA) and was collected for the top 4 most abundant ions from each MS scan. LC-MS/MS data were processed using open source software MS-DIAL (43) (version 4.24) which performed peak picking, deisotoping, automated peak annotation, alignment and gap filling.  Blank subtraction was performed by removing features that had a maximum sample intensity/average blank intensity ratio of less than 5. Adduct and duplicate features were flagged using Mass Spectral Feature List Optimizer (MS-FLO) (43). Data from each of the four analytical platforms (RPLC-MS/MS ESI+/−, HILIC-MS/MS ESI+/−) were processed separately and combined after data curation. No data normalization was performed because no trend in data intensities was observed from the internal standards during data acquisition. Peak height was used for all quantitation. Metabolite annotations were made using defined confidence levels (43) based on accurate mass, MS/MS library matching to experimental data, and retention time from authentic standards run on the same instrument.  Tandem MS/MS libraries of the MassBank of North America ([MassBank.us](https://protect-us.mimecast.com/s/dVSbCZ6yPEtMlLPOzsyFPla?domain=massbank.us)) and NIST17 (NIST, Gaithersburg, MD) were used for spectral matching. A manual curation of datasets was performed to reduce in-source fragment annotations identified by very similar RT and high correlation between features. Manual review of MS/MS matches was performed to remove poor spectral matches since false positive annotations can occur when automatically matching MS/MS from complex biological samples to large MS/MS spectral libraries (43). For oxylipin analyses, samples were added to a 96-well plate followed sequentially by 25 μL anti-oxidant solution, 25 μL of surrogate standards in methanol, 25 μL of CUDA and PHAU standards in methanol, and 125 μL acetonitrile/methanol 1:1. Plates were then vortexed for 30 s, centrifuged at 6 °C for 5 min at 15,000 rcf and filtered through a PVDC 0.2-micron filter plate. Plates were then sealed and kept at −20 °C until analysis. Extracted oxylipins were separated and quantified using a Waters i-Class Acquity UHPLC system coupled to a Sciex 6500+ QTRAP mass spectrometer operated in negative ionization mode. Oxylipins were quantified by targeted, retention time-specific, multiple reaction monitoring ion transitions. A total of 78 oxylipins were targeted, and targets that appeared in any sample above the signal-to-noise ratio of 3:1 were quantified. This resulted in quantified values for 27 n-6-related oxylipins, including 17 ARA-related and 10 LA-related oxylipins. There were 12 n-3-related oxylipins measured, which included 6 ALA-related, 4 DHA-related, and 2 EPA-related oxylipins. Oxylipins measured in a sample below the limit of quantitation (LOQ), defined as signal-to-noise ratio below 3:1, were converted to 10% of the LOQ.

**Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)**

qRT-PCR analysis was conducted as previously described (2). cDNA was prepared using a qScript supermix (QuantaBio, Beverly MA, USA, 95048). qRT-PCR was carried out using SYBR Fast reagents (Applied Biosystems, Waltham, MA, USA, 4385618) on an Applied Biosystems StepOne Plus machine. Data were analyzed using the ΔΔCT method, and expression was normalized such that the chow fed *Mboat7*^flox/flox^ group’s expression equaled 1. All primer sequences are listed in the Key reagents table (**Supplemental Table 1**).

**References**

1. Folz JS, Shalon D, Fiehn O. 2021. Metabolomics analysis of time-series human small intestine lumen samples collected in vivo**.** *Food & Function* **12:**9405-9415.

2. Massey W, Osborn LJ, Banerjee R, Horak A, Fung KK, Orabi D, Chan ER, Sangwan N, Wang Z, Brown JM. Flavin-Containing Monooxygenase 3 (FMO3) Is Critical for Dioxin-Induced Reorganization of the Gut Microbiome and Host Insulin Sensitivity. Metabolites. 2022 Apr 18;12(4). doi: 10.3390/metabo12040364. PubMed PMID: 35448550; PubMed Central PMCID: PMC9029240.

**Supplemental Figures and Legends**

**
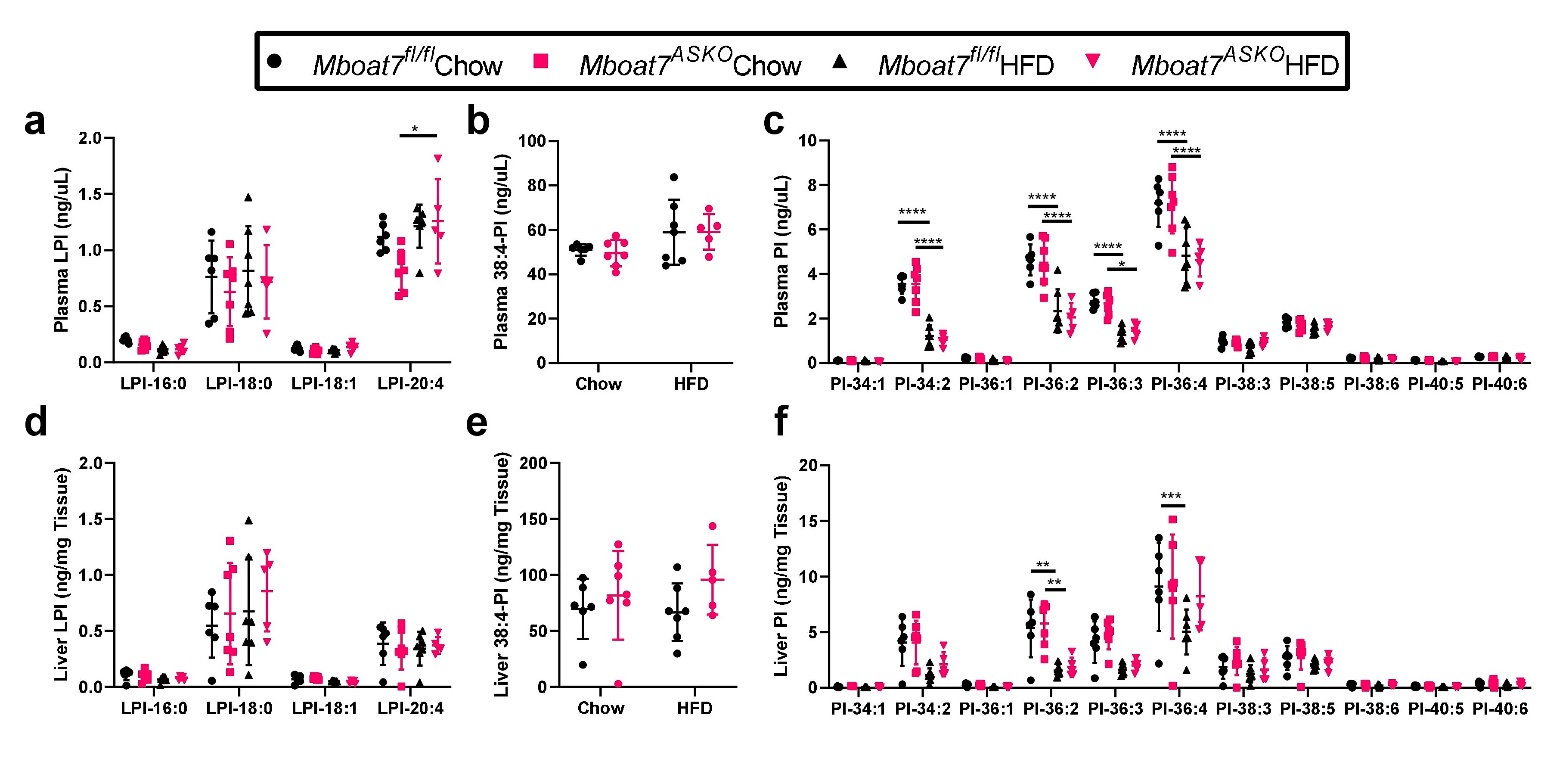
**

**Supplemental Fig. 1. Plasma and Liver LPI and PI Levels are Not Altered in *Mboat7^ASKO^* Mice.** Male control (*Mboat7^fl/fl^*) or adipocyte-specific Mboat7 knockout mice (*Mboat7^ASKO^*) were fed chow or high fat diet (HFD) for 20-weeks. Plasma LPI (**a**), PI-38:4 (**b**), and other PI species (**c**) were, were quantified via LC-MS in *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice (n=5-7/group; *****P*≤0.0001; Two-way (**b**) or Three-way (**a,c**) ANOVA with Tukey’s *post-hoc* test). Liver LPI (**d**), PI-38:4 (**e**), and other PI species (**f**) were, were quantified via LC-MS in *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice were fed chow or HFD for 20-weeks (n=5-7/group; *****P*≤0.0001; Two-way (**e**) or Three-way (**d,f**) ANOVA with Tukey’s *post-hoc* test). All data are presented as mean ± S.D.

**
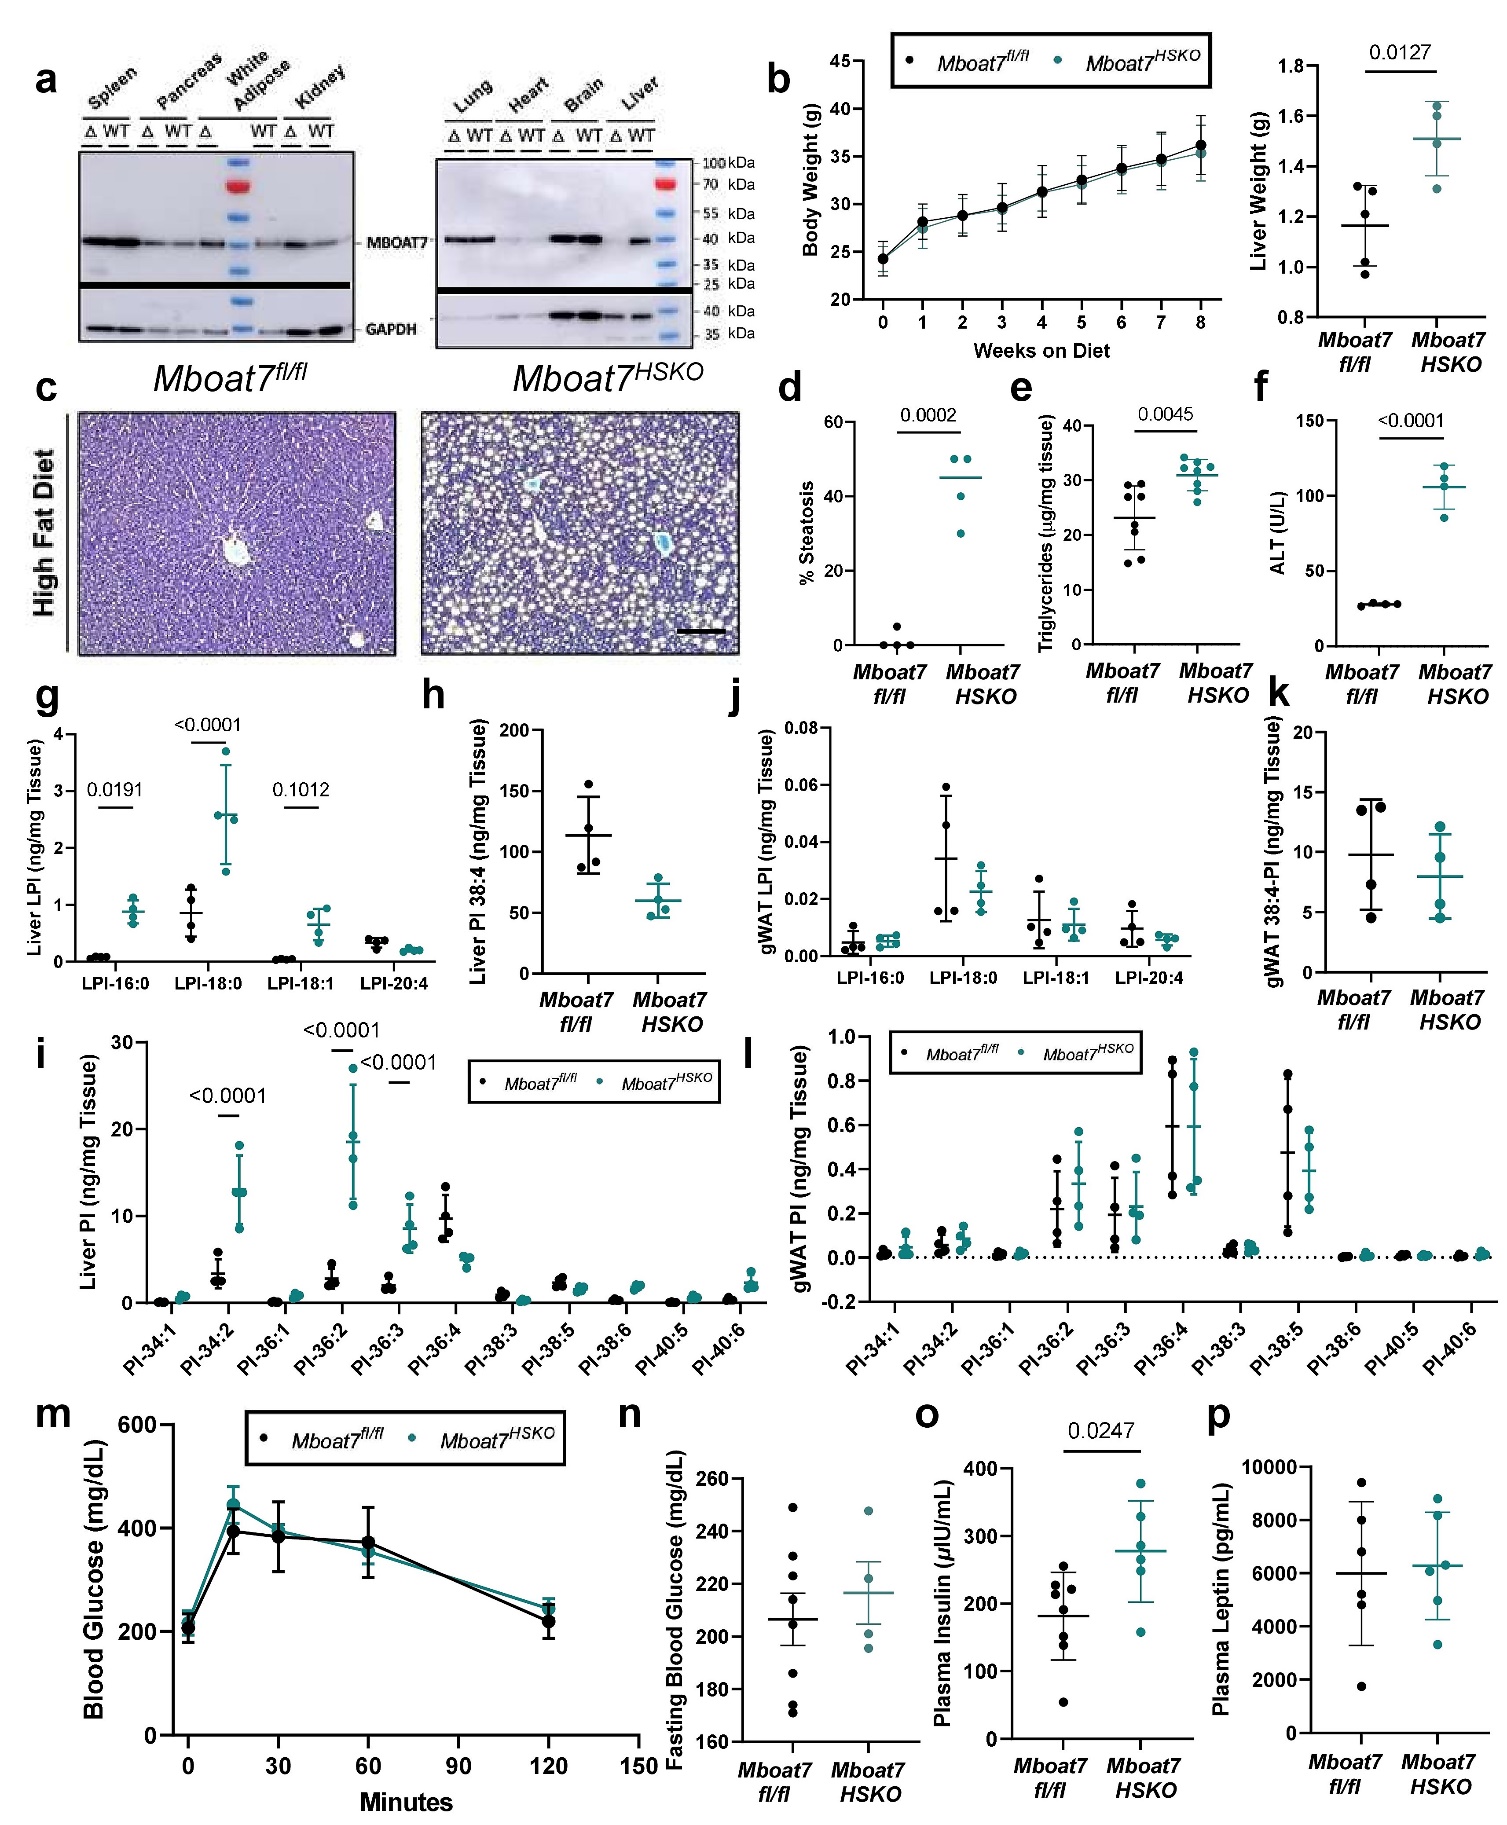
**

**Supplemental Fig. 2. High Fat Diet Feeding in Hepatocyte-Specific *Mboat7* Knockout Mice (*Mboat7^HSKO^*) Results in Profound Fatty Liver Without Altering Glucose Tolerance.** Male control (*Mboat7^fl/fl^*) or hepatocyte-specific Mboat7 knockout mice (*Mboat7^HSKO^*) were fed chow or high fat diet (HFD) for 8-weeks and metabolically phenotyped. (**a**) Western blots on microsomal fractions from hepatocyte-specific *Mboat7* deletion (*Mboat7^HSKO^*) tissues were probed for MBOAT7 and GAPDH to show a specific reduction of MBOAT7 protein in the liver. (**b-l**) *Mboat7^fl/fl^* or *Mboat7^HSKO^* fed a HFD for 10 weeks. (**b**) Body weight curve (n=6-8/group; Two-way ANOVA with Tukey’s *post-hoc* test). (**c**) Representative liver hematoxylin and eosin stained sections. 20x magnification (scale bar=400µm). (**d**) Percent steatosis was quantified by a blinded pathologist (n=4/group; Two-sided Student’s t-test). Hepatic triglycerides (**e**) and plasma alanine aminotransferase (ALT) (**f**) were measured enzymatically (n=8/group) (**e**) or 4 (**f**); Two-sided Student’s t-test). Liver LPI (**g**), PI-38:4 (**h**), and other PI species (**i**) were, were quantified via LC-MS in *Mboat7^fl/fl^* or *Mboat7^HSKO^* mice were fed HFD for 10-weeks (n=4/group; Two-sided Student’s t-test (**h**) or Two-way ANOVA with Tukey’s *post-hoc* test (**g,i**)). gWAT LPI (**j**), PI-38:4 (**k**), and other PI species (**l**) were, were quantified via LC-MS in *Mboat7^fl/fl^* or *Mboat7^HSKO^* mice were fed chow or HFD for 10-weeks (n=5-7/group; *****P*≤0.0001; Two-sided Student’s t-Test (**k**) or Two-way ANOVA with Tukey’s *post-hoc* test (**j,l**). (**m-n**) *Mboat7^fl/fl^* or *Mboat7^HSKO^* mice were fed an HFD for 3-4 weeks and then underwent an intraperitoneal glucose tolerance test (GTT). (**m**) Plasma glucose levels were measured (in duplicate or triplicate at each time point) throughout the GTT (n=4-8; Two-way ANOVA with Tukey’s *post-hoc* test). (**n**) Fasting blood glucose was measured after a four hour fast (time=0 minutes for GTT) (n=4-8/group; Two-sided Student’s t-Test). Fasting plasma insulin (**o**) and leptin (**p**) was measured in *Mboat7^fl/fl^* or *Mboat7^HSKO^* fed an HFD for 10 weeks. Data in (**a-l,o,p**) are presented as mean ± S.D. Data in (**m,n**) are presented as mean ± S.E. M. (blood glucose readings during GTT were taken in duplicate or triplicate if duplicate measures varied by >10%).

**
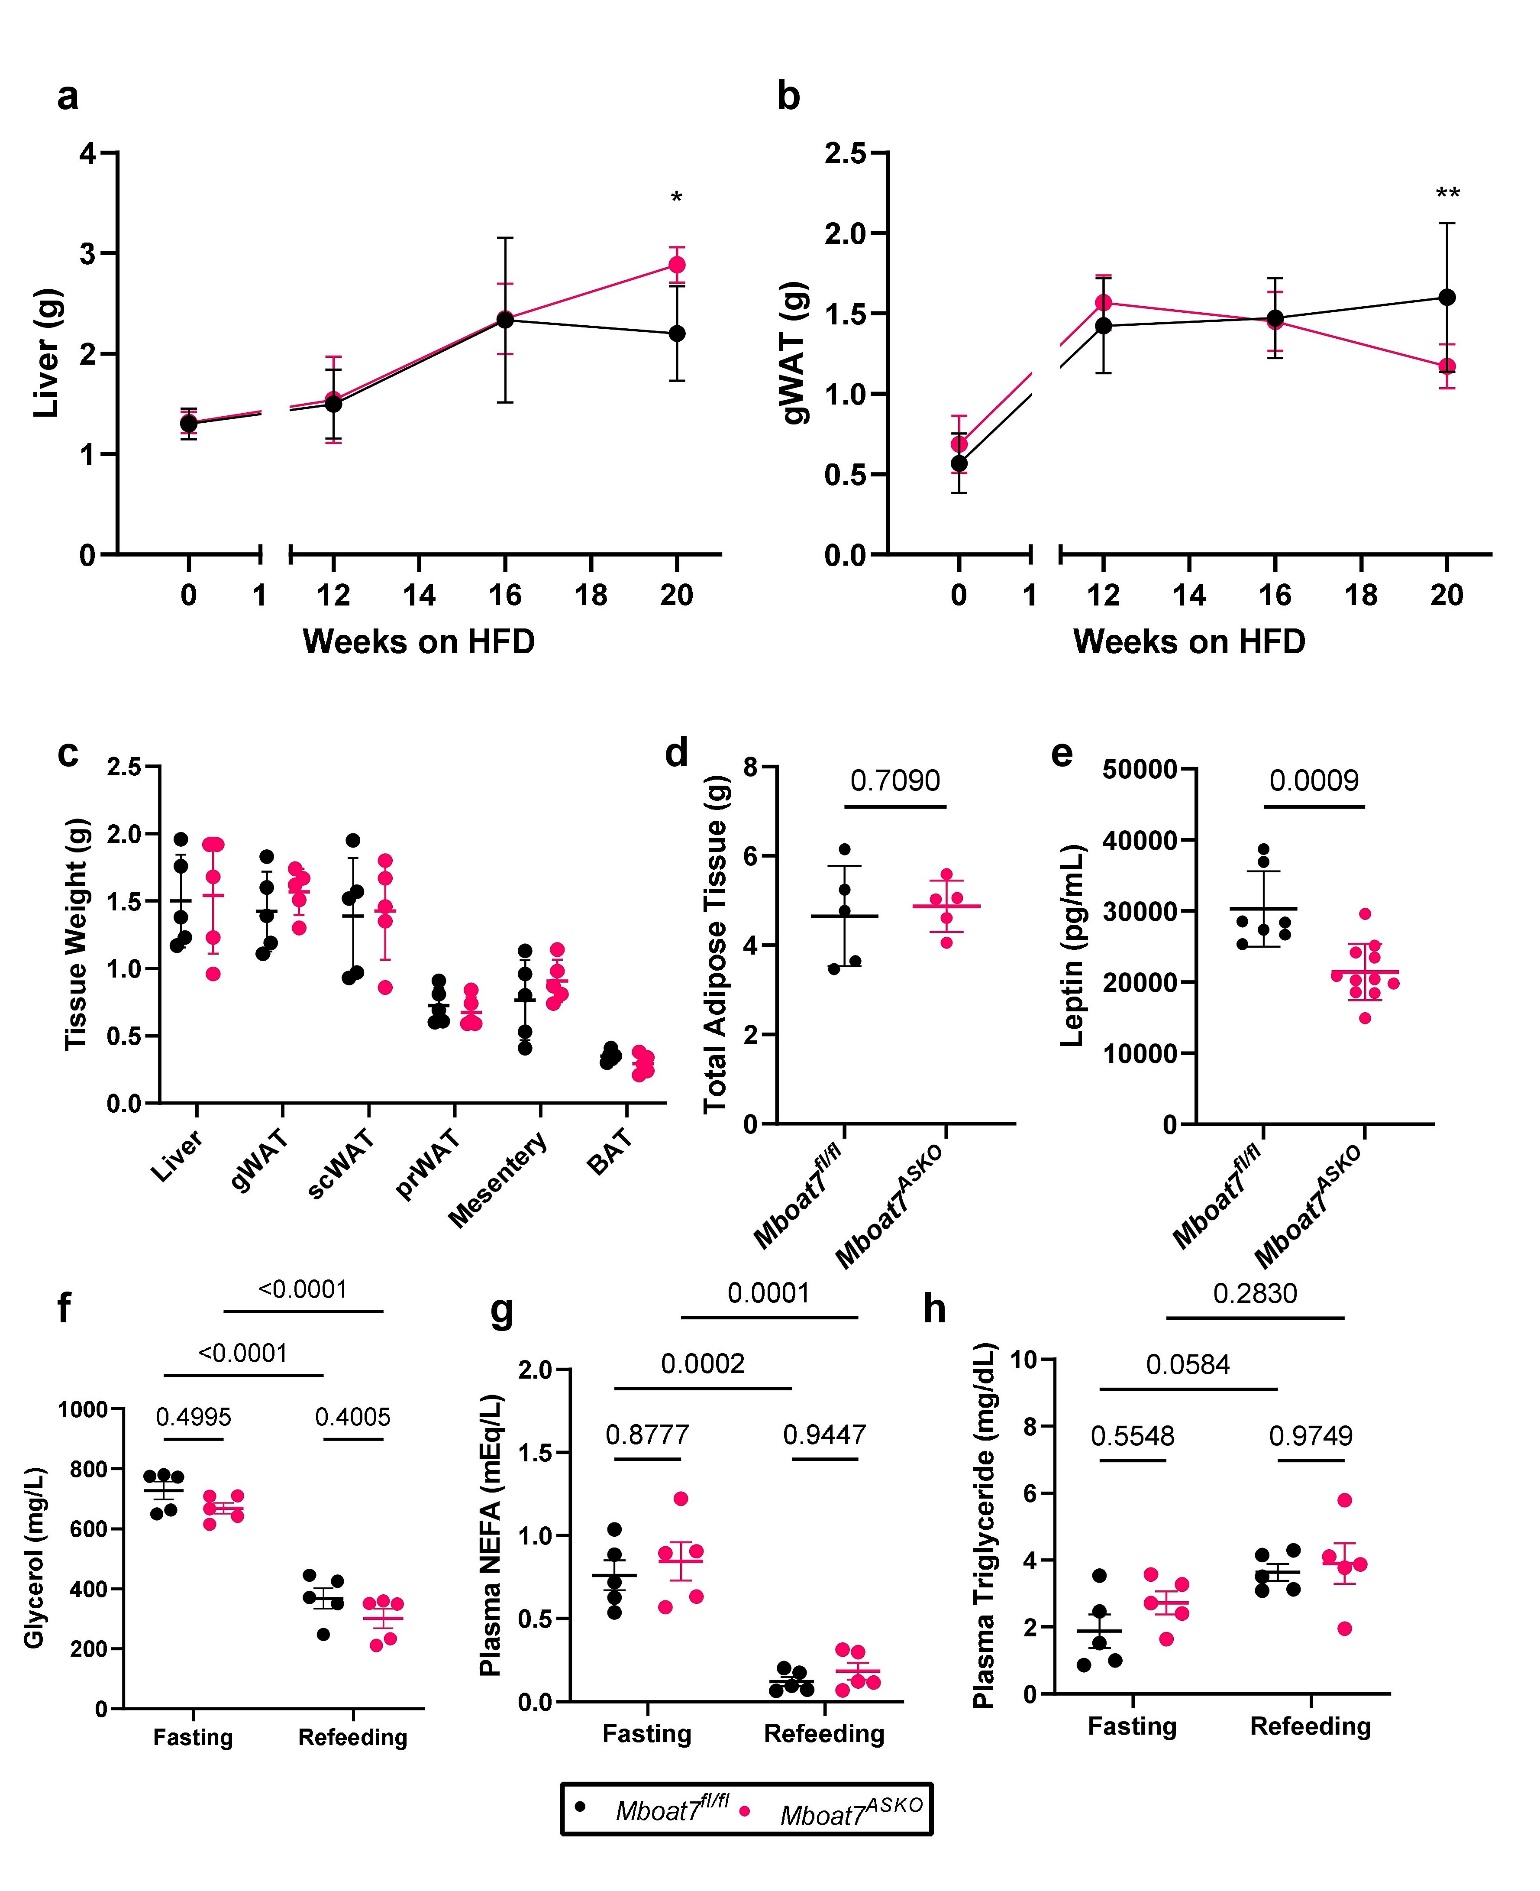
**

**Supplemental Fig. 3. *Mboat7^ASKO^* Display phenotypic alterations only after long-term HFD feeding.** Liver (**a**) and gWAT (**b**) are only significantly different after 20 weeks of HFD feeding. Data are from 4 independent experiments; are presented as mean ± S.D. 0 weeks of HFD feeding mice are represented by chow fed arm from 20 week study. (n=5-11/group; **P*≤0.05, ***P*≤0.01; Two-way way ANOVA with Bonferroni’s *post-hoc* test). (**c,d,f-h**) In 12 week HFD feeding study, mice were fasted overnight (1600-0800, 16 hours) and then refed with HFD for 3 hours before necropsy. Individual tissue weights (**c**), total adipose tissue weight (**d**), and plasma lipid fasting/refeeding responses (**f-h**) are unchanged. Data are presented as mean ± S.D. (n=5/group; **P*≤0.05, ***P*≤0.01; Two-way way ANOVA with Bonferroni’s *post-hoc* test (**c**) or Tukey’s *post-hoc* test (**f-h**) or Two-sided Student’s t-Test) (**d**)). Consistent with 20 weeks of HFD feeding, plasma leptin (**e**) was significantly reduced in *Mboat7^ASKO^* mice following 16 weeks of HFD feeding. Data are presented as mean ± S.D. (n=7-11/group; Two-sided Student’s t-Test)).

**
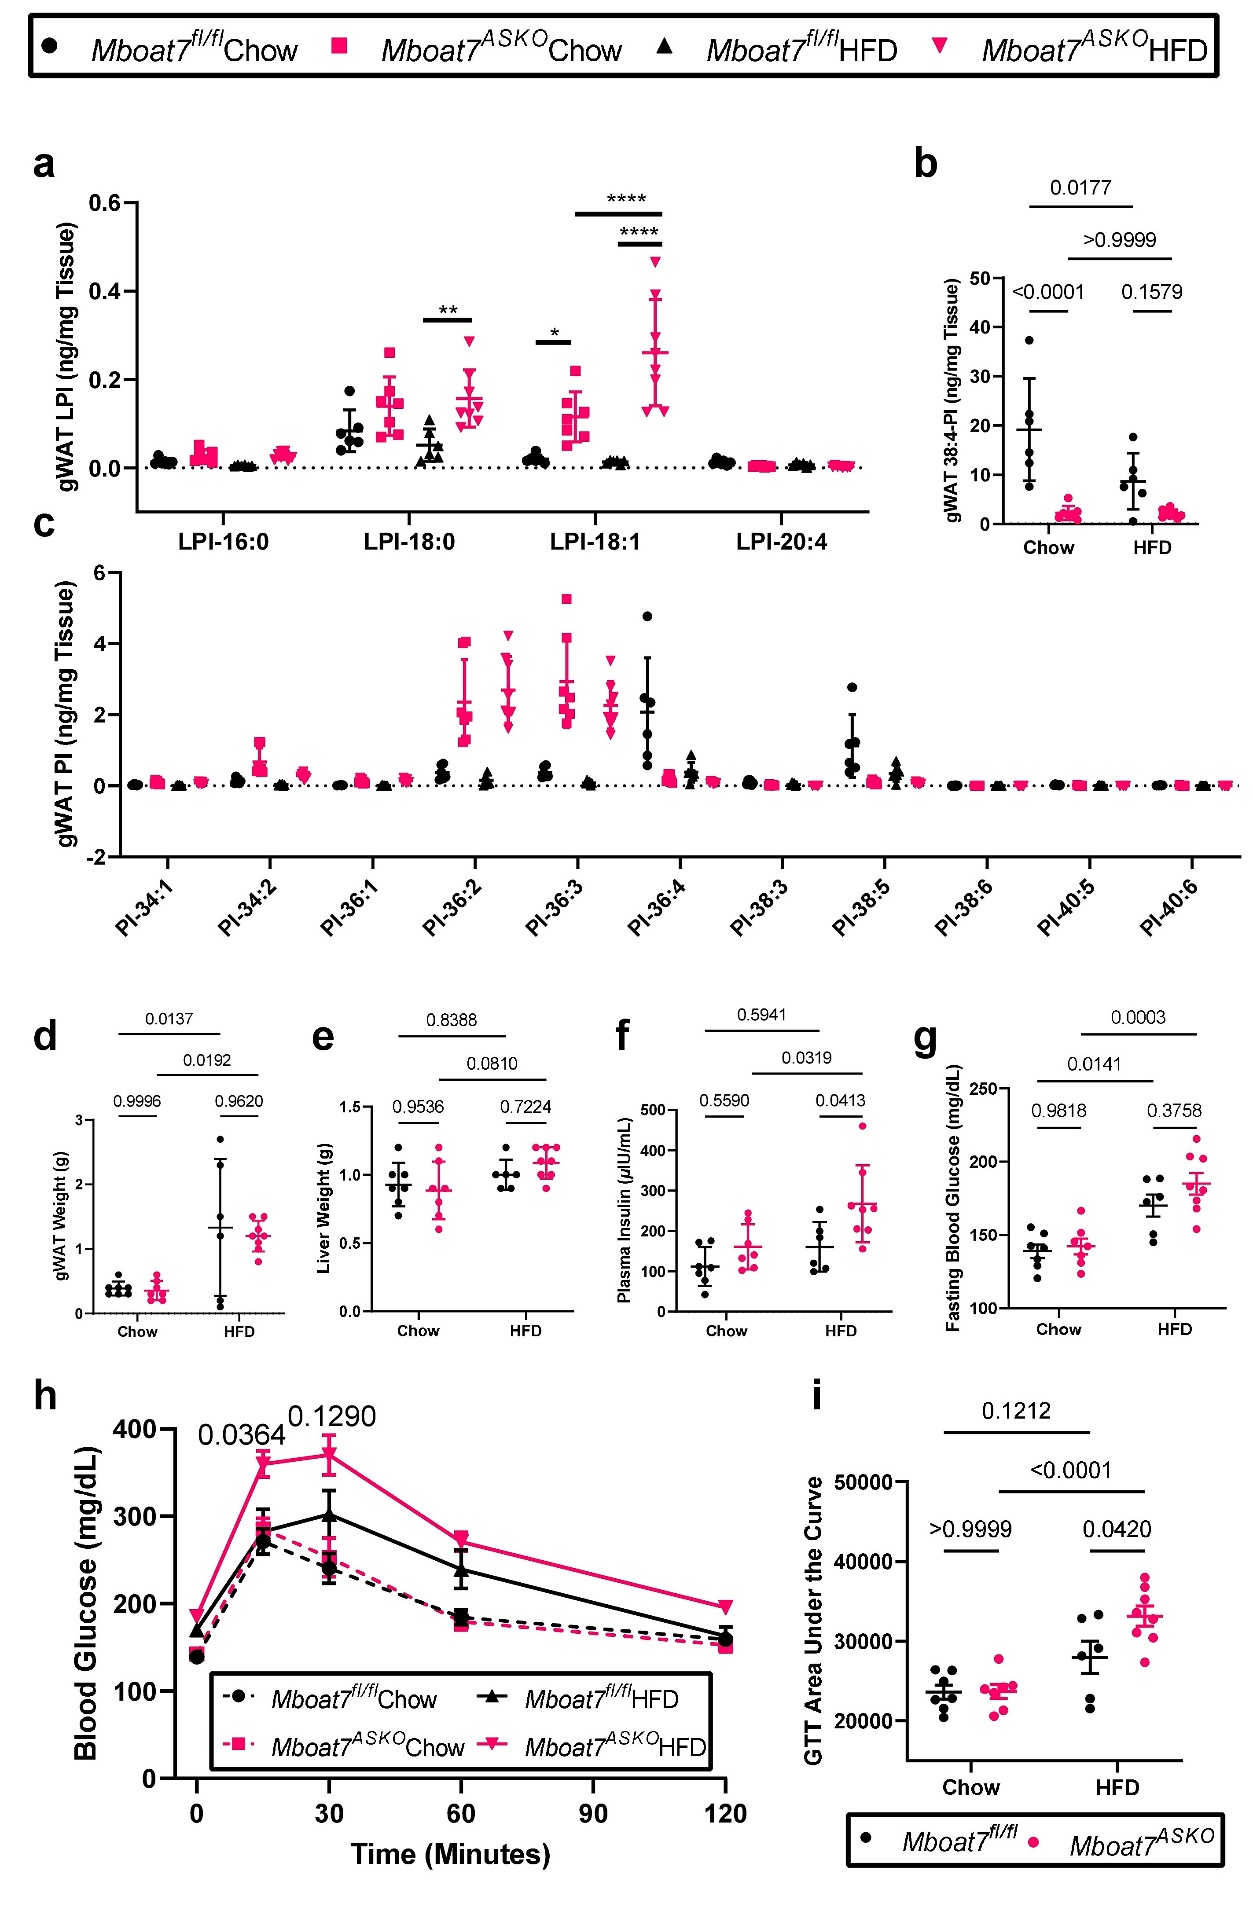
**

**Supplemental Fig 4. Female *Mboat7^ASKO^* Display Altered LPI/PI Balance in Adipose Tissue and Have Impaired Glucose Tolerance.** Gonadal white adipose tissue **(**gWAT) Lysophosphatidylinositol (LPI) (**a**) and phosphatidylinositol (PI) species, including the MBOAT7 product PI-38:4 (**b**) and others (**c**), were quantified via LC-MS in *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice were fed chow or HFD for 20-weeks (n=5-7/group; *****P*≤0.0001; Two-way (**b**) or Three-way (**a,c**) ANOVA with Tukey’s *post-hoc* test). gWAT (**d**) and liver (**e**) weight measurements from female *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice fed Chow and HFD for 20 weeks (n=6-8/group; Two-way ANOVA with Tukey’s *post-hoc* test). (**f**) Fasting plasma insulin was measured in *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice that were fed a chow or HFD for 20 weeks (n=6-8/group; Two-way ANOVA with Tukey’s *post-hoc* test). (**g-i**) Female *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice were fed a chow or HFD for 12 weeks and then underwent an intraperitoneal glucose tolerance test (GTT). (**g**) Fasting blood glucose was measured after a four hour fast (time=0 minutes for GTT) (n=6-8/group; Two-way ANOVA with Tukey’s *post-hoc* test). (**h**) Plasma glucose levels were measured (in duplicate or triplicate at each timepoint) throughout the GTT (n=6-8/group; Three-way ANOVA with Tukey’s *post-hoc* test). (**i**) Area under the curve was calculated for each mouse throughout the GTT (n=6-8/group; Two-way ANOVA with Tukey’s *post-hoc* test). Data in (**a-f**) are presented as mean ± S.D. Data in (**g-i**) are presented as mean ± S.E. M. (blood glucose readings during GTT were taken in duplicate or triplicate if duplicate measures varied by >10%).

**
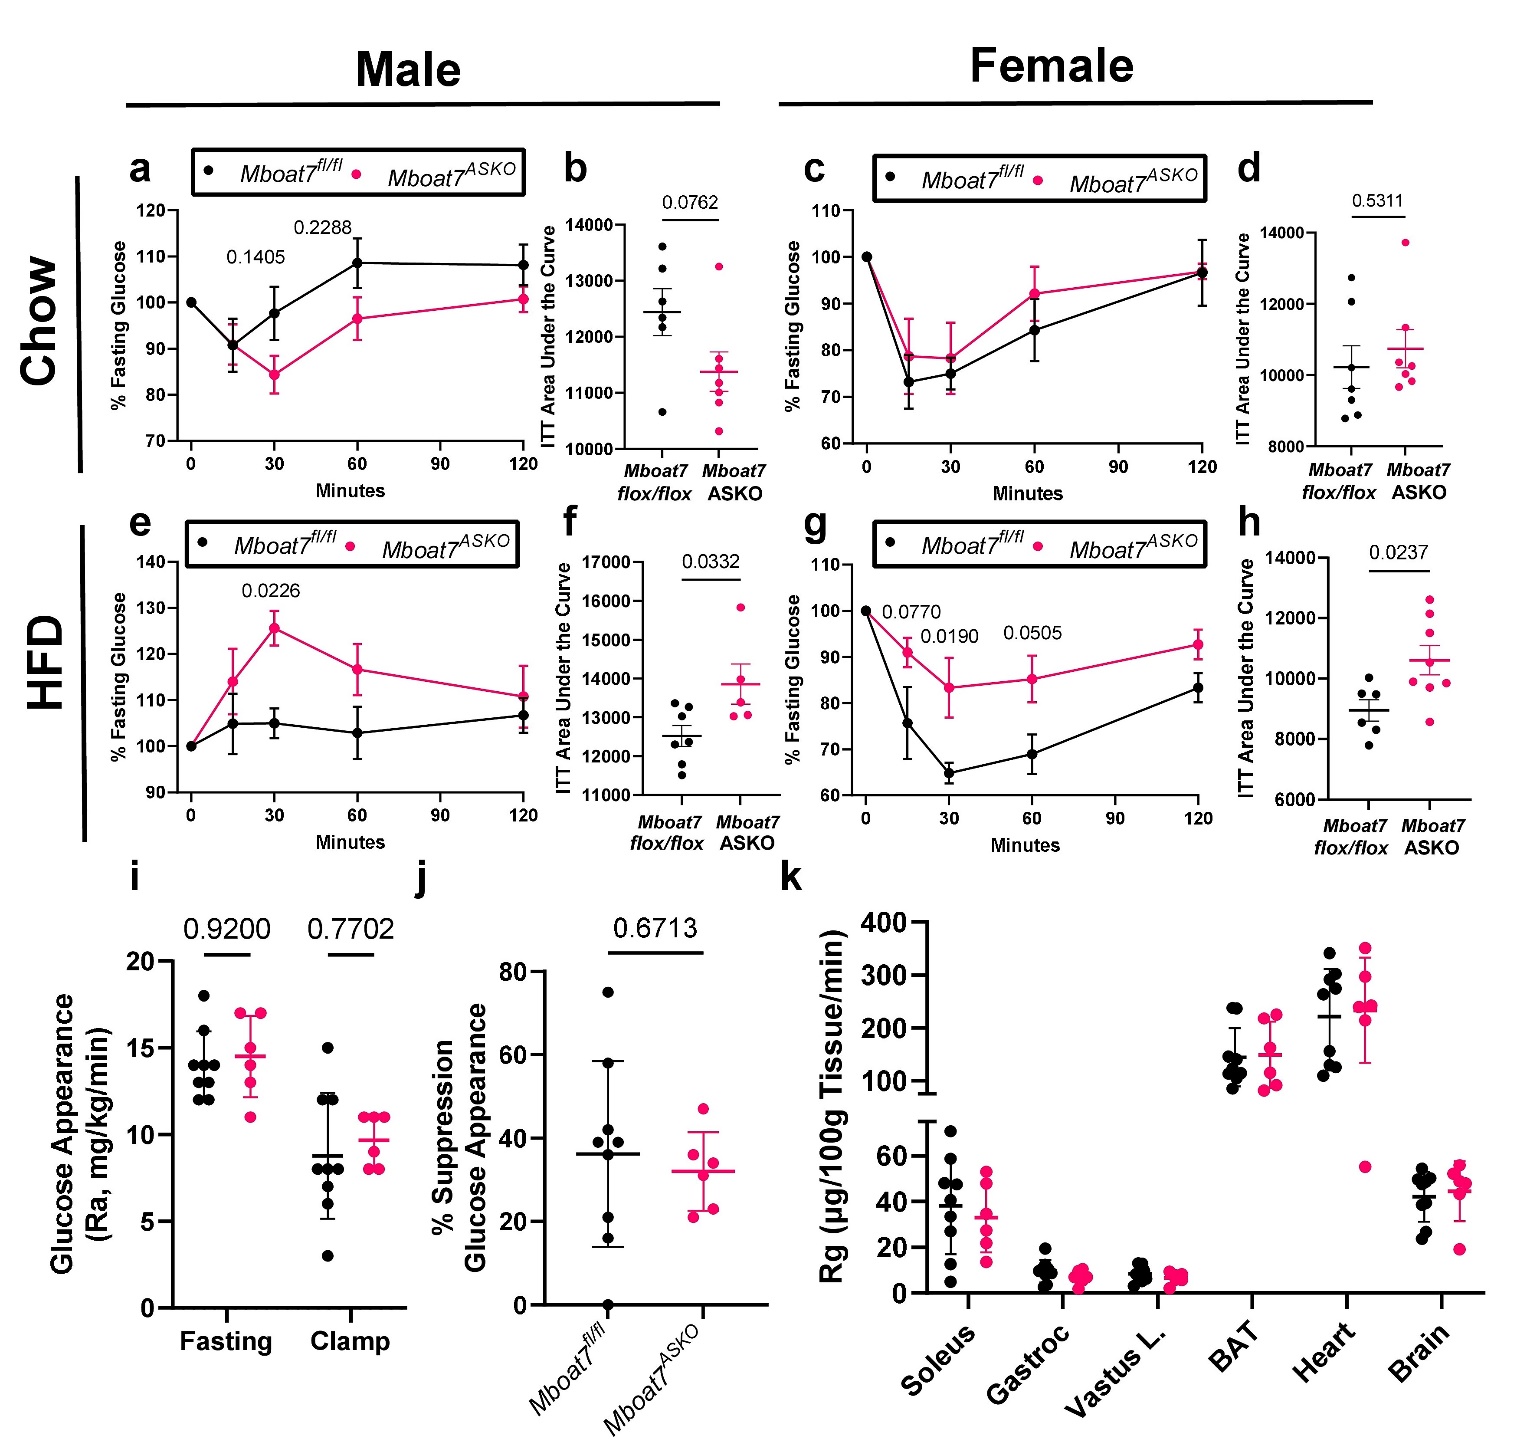
**

**Supplemental Fig. 5. Adipocyte-Specific *Mboat7* Deletion (*Mboat7^ASKO^*) Promotes Peripheral, but not Central, Insulin Resistance.** (**a-c**) Male or female control (*Mboat7^fl/fl^*) or adipocyte-specific Mboat7 knockout mice (*Mboat7^ASKO^*) were fed a chow or HFD for 14 weeks and then underwent an insulin tolerance test (ITT). Plasma glucose levels were measured (in duplicate or triplicate at each timepoint) throughout the ITT and area under the curve (AUC) was calculated (n=5-7; Three-way ANOVA with Tukey’s *post-hoc* test). (**i-k**) Male control (*Mboat7^fl/fl^*) or adipocyte-specific Mboat7 knockout mice (*Mboat7^ASKO^*) were fed HFD for 12-13 weeks, underwent surgery for catheterization of carotid artery and a jugular vein, and were subjected to euglycemic-hyperinsulinemic clamping. (**i**) The rate of glucose disappearance (Rd) was calculated for animals in the fasting state by averaging the Rd from -10 and 0 minute time points and the clamped state by averaging Rd from 80-120 minutes (n=6-9/group; Two-way ANOVA with Bonferroni’s *post-hoc* test). (**j**) Fold glucose disappearance was calculated by dividing clamp Rd by fasting Rd (n=6-9/group; Two-sided Student’s t-Test)). (**k**) Tissue specific uptake was measured in skeletal muscles (gastroc, soleus, vastus), brown adipose tissue (BAT), heart, and brain (n=6-9/group; Two-sided Student’s t-Test).

**
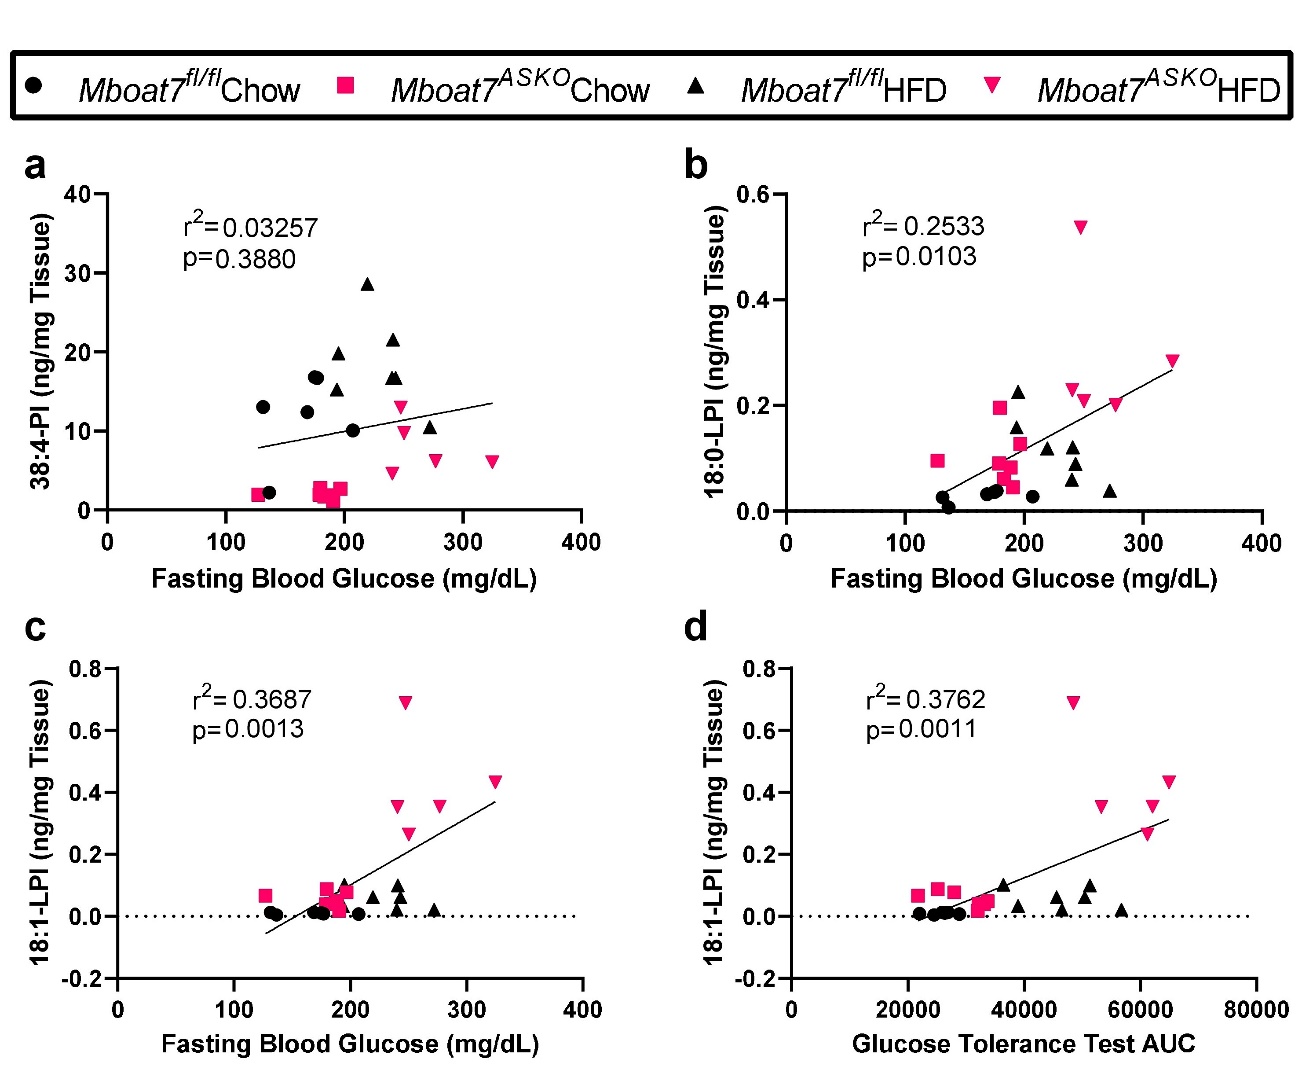
**

**Supplemental Fig. 6. Adipose Tissue LPI Levels Correlate with Systemic Glucose Tolerance.** Male control (*Mboat7^fl/fl^*) or adipocyte-specific Mboat7 knockout mice (*Mboat7^ASKO^*) were fed chow or high fat diet (HFD) for 20-weeks and correlation analysis was performed for glucose phenotypes and MBOAT7 substrate lysophosphatidylinositols (LPI) and product phosphatidylinositol (PI) lipids. (**a**) gWAT PI-38:4 at end of the experiment vs Fasting Blood Glucose at GTT. gWAT LPI-18:0 (**b**) and LPI-18:1 (**c**) at end of the experiment vs Fasting Blood Glucose at GTT. (**d**) gWAT LPI-18:1 at end of the experiment vs GTT Area under the curve.

**
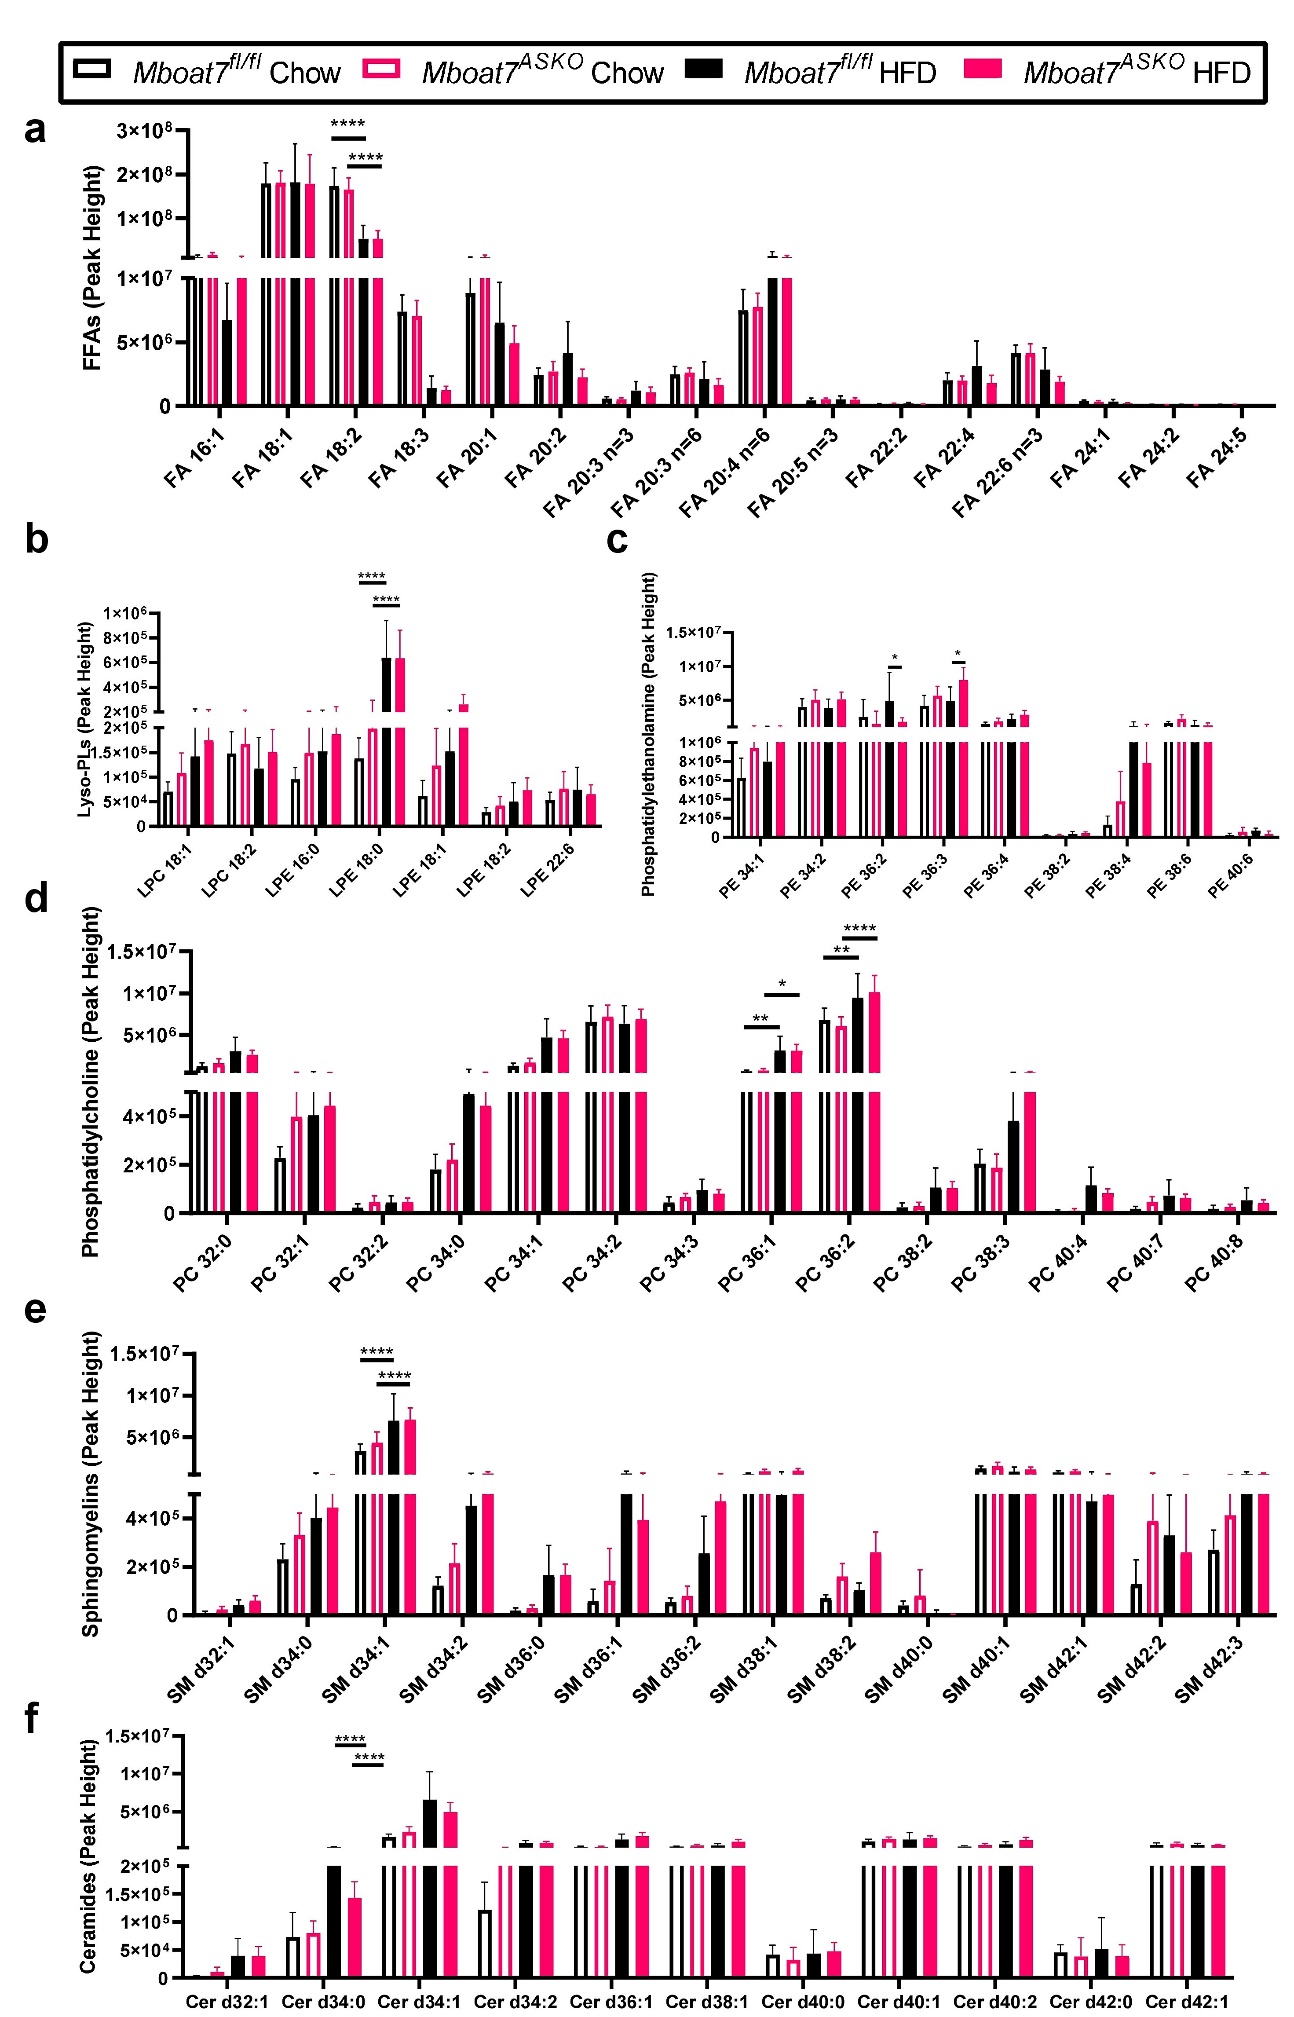
**

**Supplemental Fig. 7. Adipose Tissue Free Fatty Acids, Glycerophospholipids, Sphingomyelins, and Ceramides are Not Altered in *Mboat7^ASKO^* mice.** Male control (*Mboat7^fl/fl^*) or adipocyte-specific Mboat7 knockout mice (*Mboat7^ASKO^*) were fed chow or high fat diet (HFD) for 20-weeks. Gonadal adipose tissue (gWAT) free fatty acids (FFAs) (**a**), Lysophospholipids (LPLs) (**b**), Phosphatidyl-ethanolamines (PEs) (**c**), Phosphatidylcholines (PCs) (**d**), Sphingomyelins (SMs) (**e**), and Ceramides (Cers) (**f**) were quantified in *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice were fed chow or HFD for 20-weeks via liquid chromatography mass spectrometry (n=5/group; Three-way ANOVA with Tukey’s *post-hoc* test). All data are presented as mean ± S.D.

**
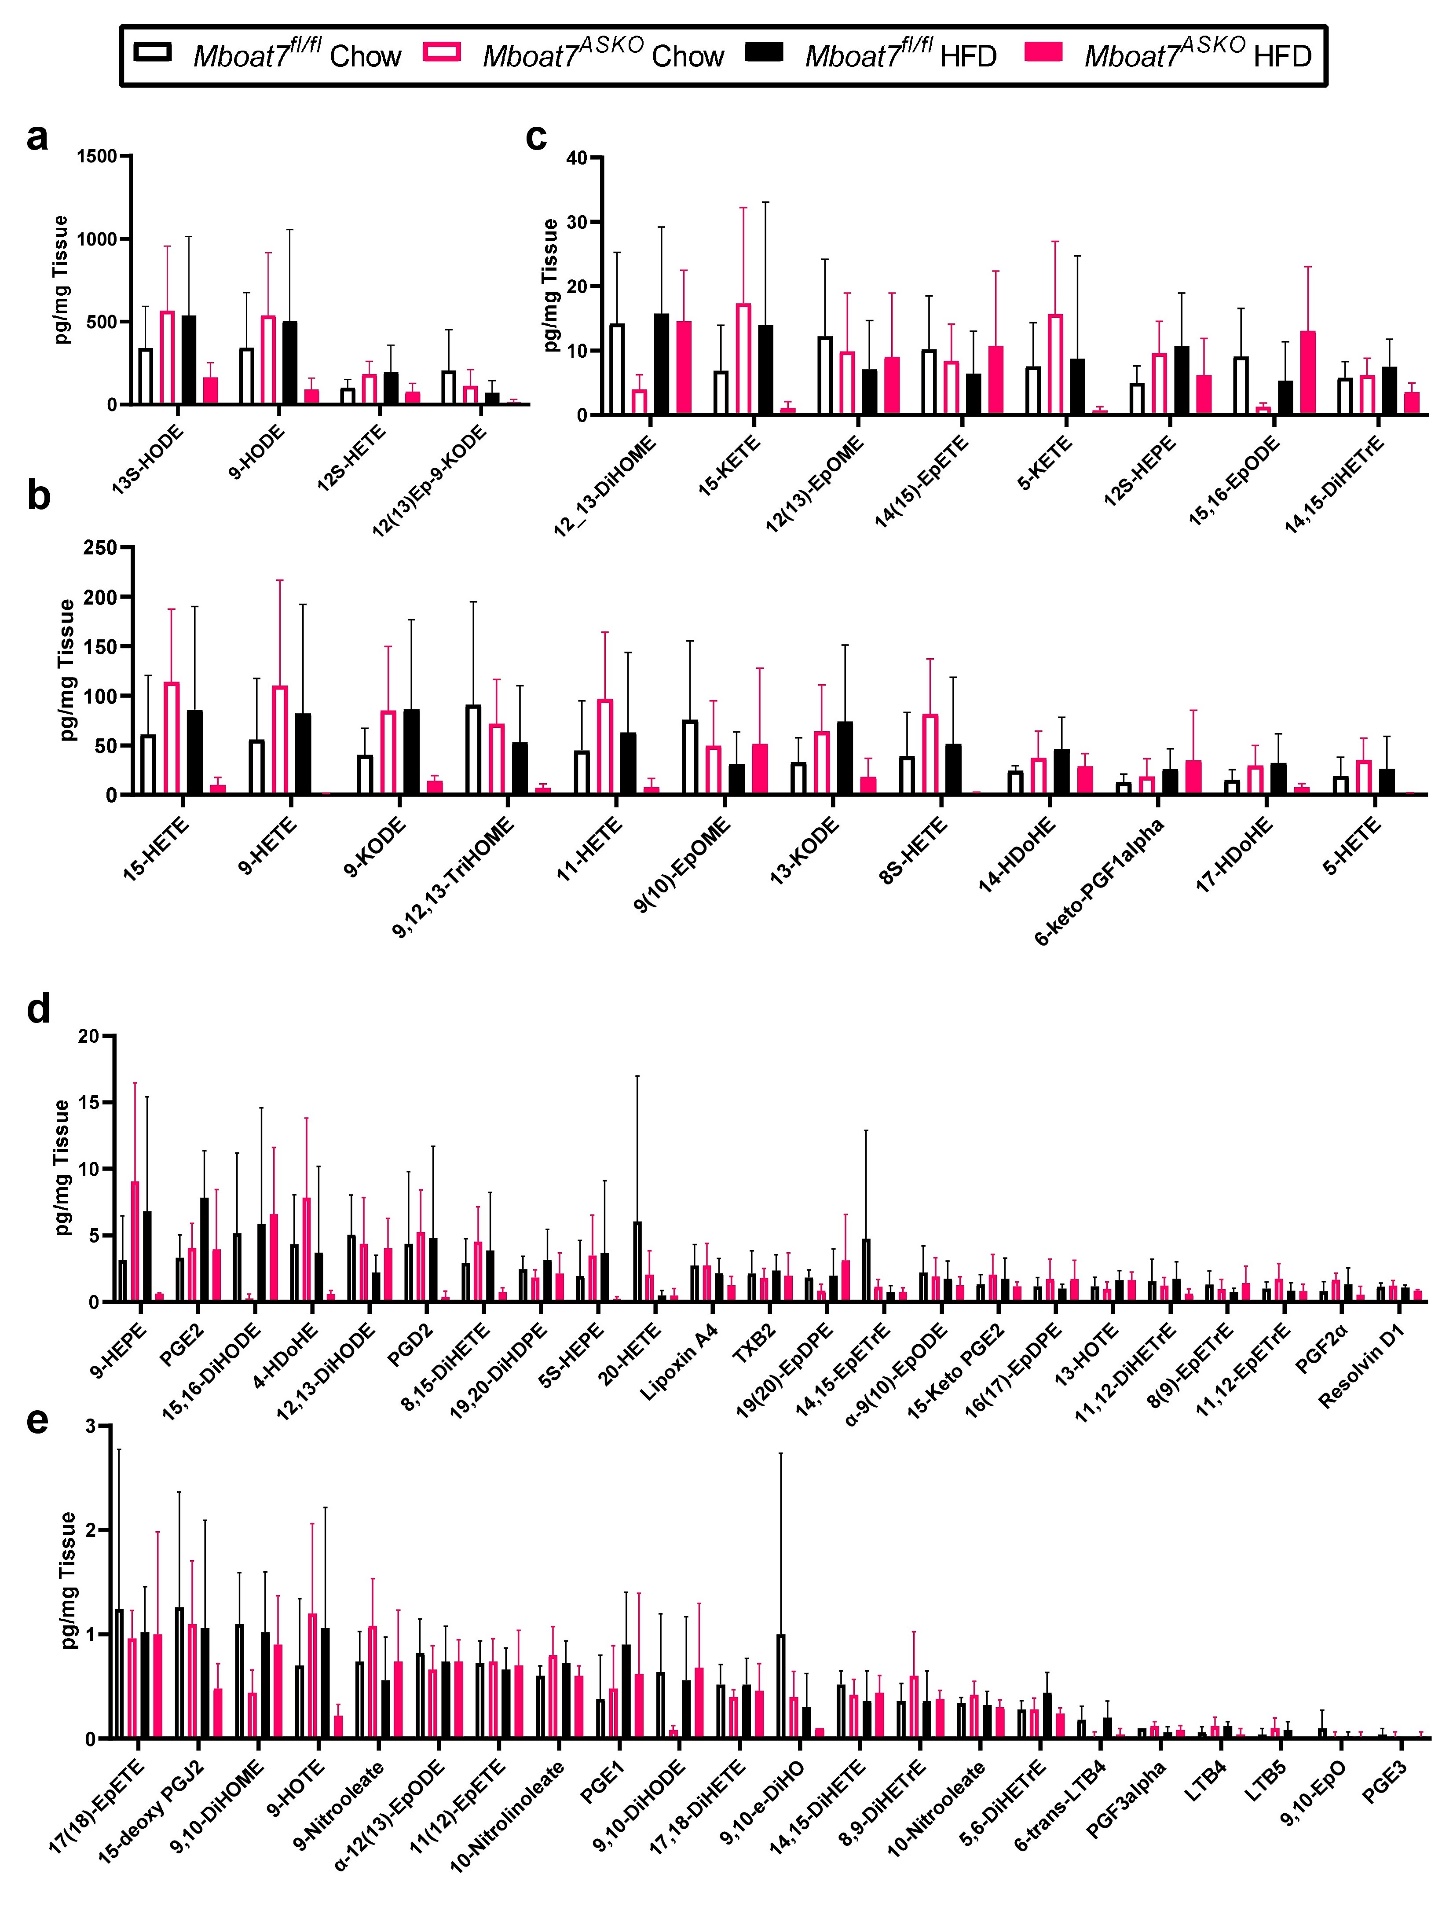
**

**Supplemental Fig. 8. Gonadal White Adipose tissue (gWAT) Oxylipins are Not Altered in *Mboat7^ASKO^* mice.** (**a-e**) Male control (*Mboat7^fl/fl^*) or adipocyte-specific Mboat7 knockout mice (*Mboat7^ASKO^*) were fed chow or high fat diet (HFD) for 20-weeks. Molecular species of oxylipins were quantified in gWAT of *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice were fed chow or HFD for 20-weeks by liquid chromatography mass spectrometry (n=5/group); Three-way ANOVA with Tukey’s *post-hoc* test). All data are presented as mean ± S.D.

**
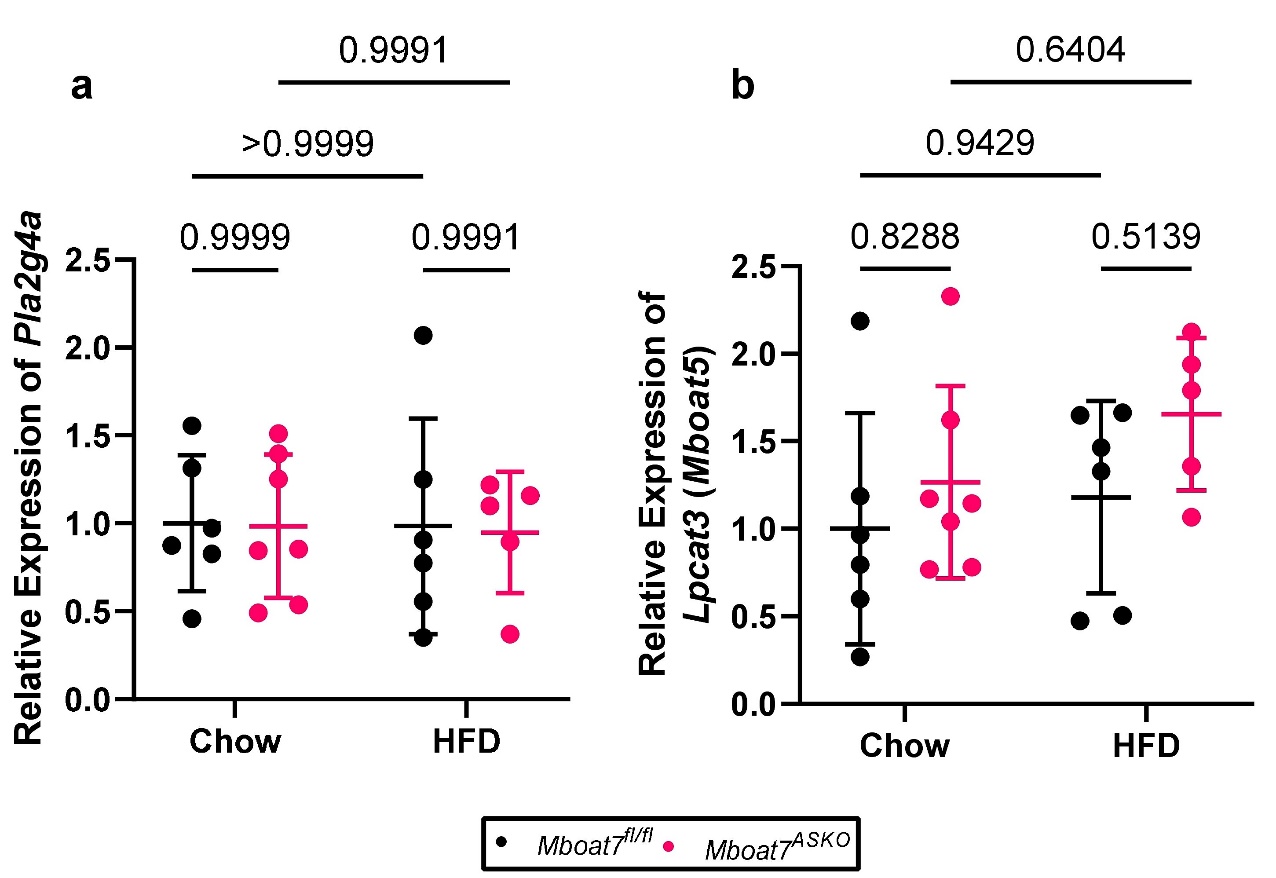
**

**Supplemental Fig. 9.** **Adipocyte-Specific *Mboat7* does not Alters *Pla2g4a* or *Lpcat3* expression in Adipose Tissue.** *Pla2g4a* (**a**) and *Lpcat3* (**b**) expression was measured in gWAT of Mboat7fl/fl or Mboat7ASKO mice fed chow or HFD for 20-weeks mice (n=5-7/group); Two-way ANOVA with Tukey’s *post-hoc* test). All data are presented as mean ± S.E.M.

**
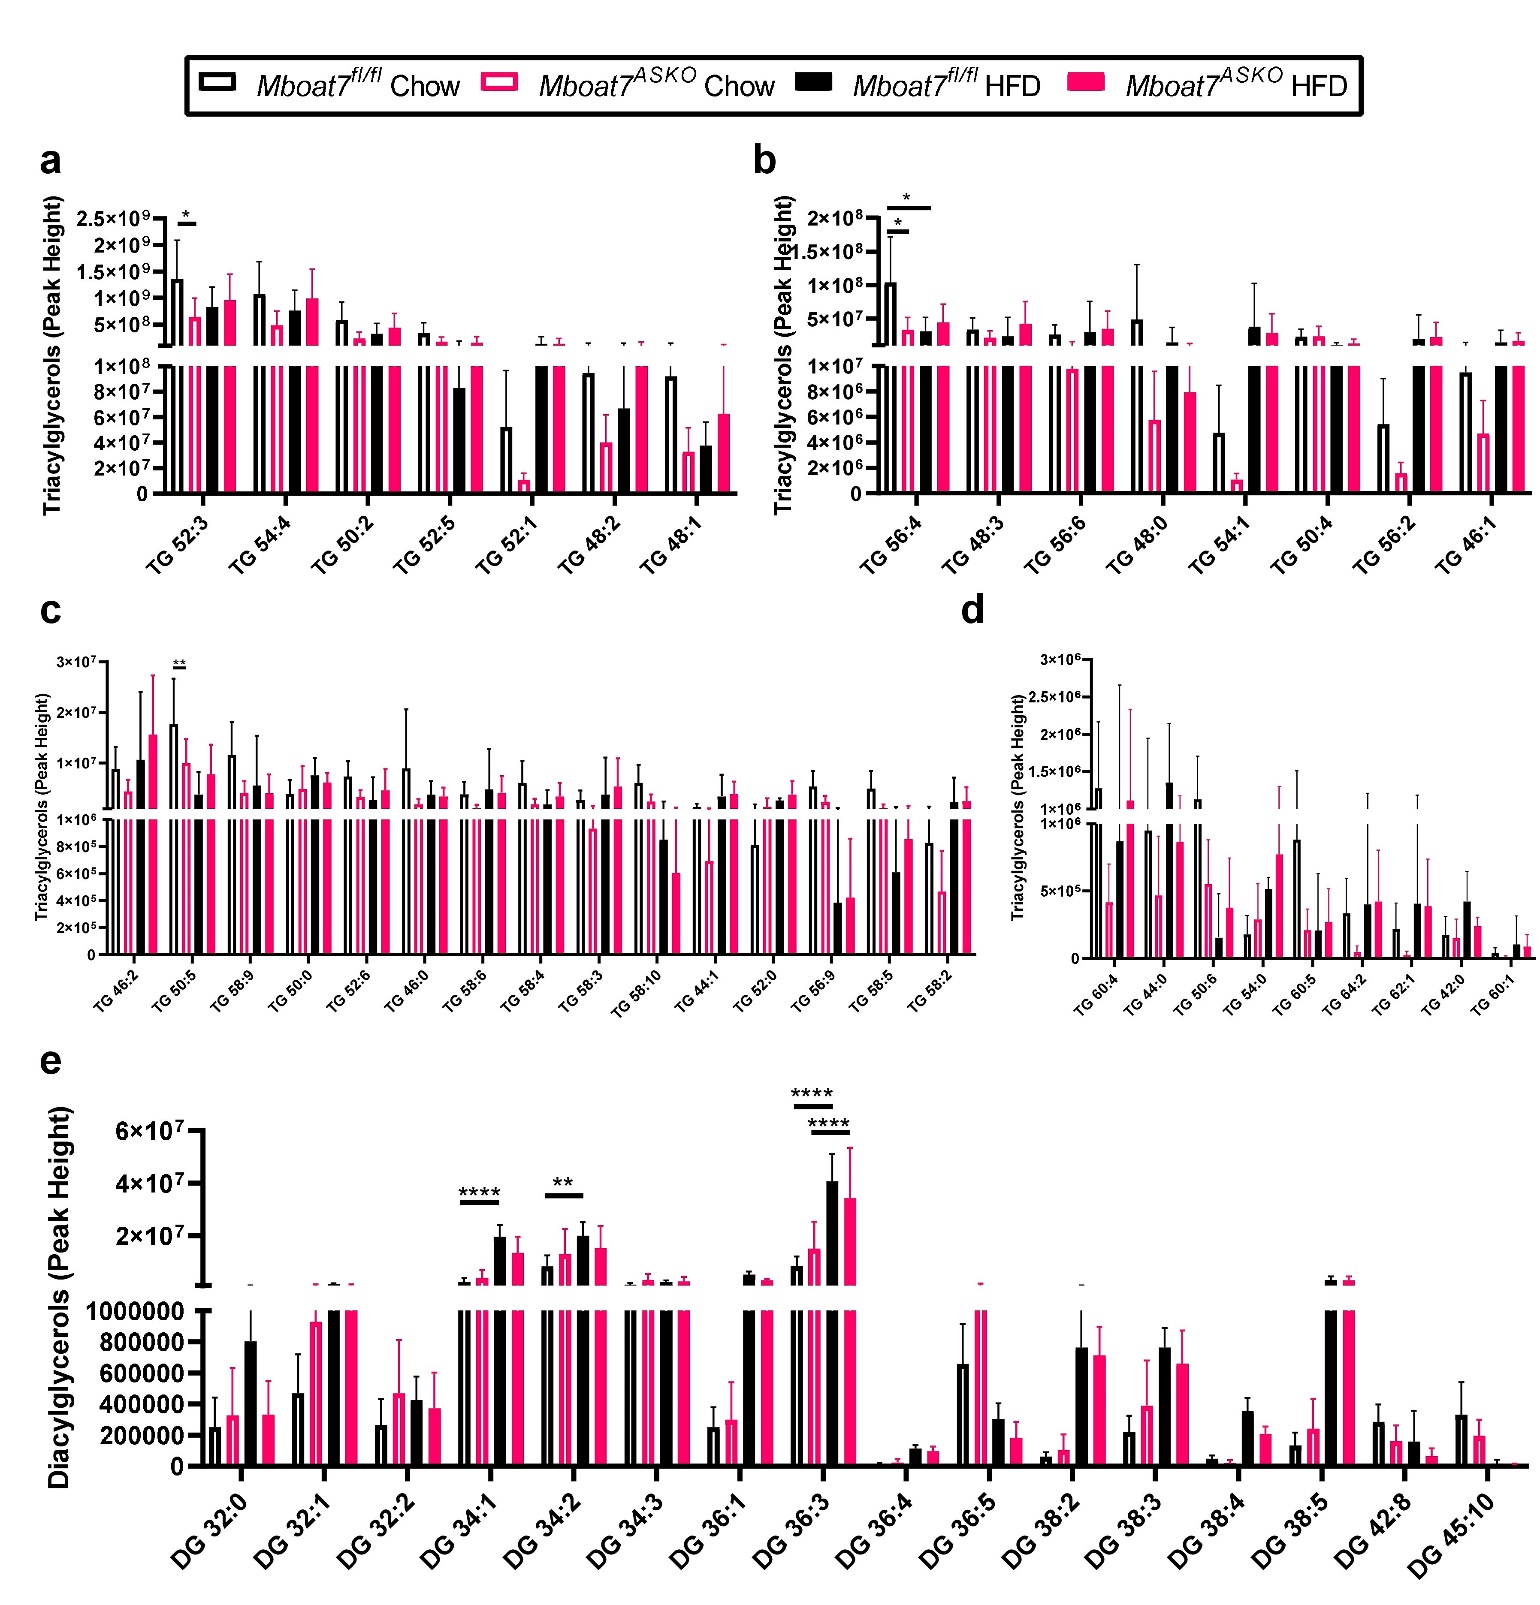
**

**Supplemental Fig. 10. Adipose tissue Diacylglycerol (DAG) and Triacylglycerol (TAG) are Not Altered in *Mboat7^ASKO^* Mice.** Male control (*Mboat7^fl/fl^*) or adipocyte-specific Mboat7 knockout mice (*Mboat7^ASKO^*) were fed chow or high fat diet (HFD) for 20-weeks. (**a-d**) Molecular species of triacylglycerols (TAG) were quantified via liquid chromatography mass spectrometry (n=5/group; Three-way ANOVA with Tukey’s *post-hoc* test). (**e**) Molecular species of diacylglycerols (DAG) were quantified in gWAT of *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice were fed chow or HFD for 20-weeks via liquid chromatography mass spectrometry (n=5/group; Three-way ANOVA with Tukey’s *post-hoc* test). All data are presented as mean ± S.D.

**
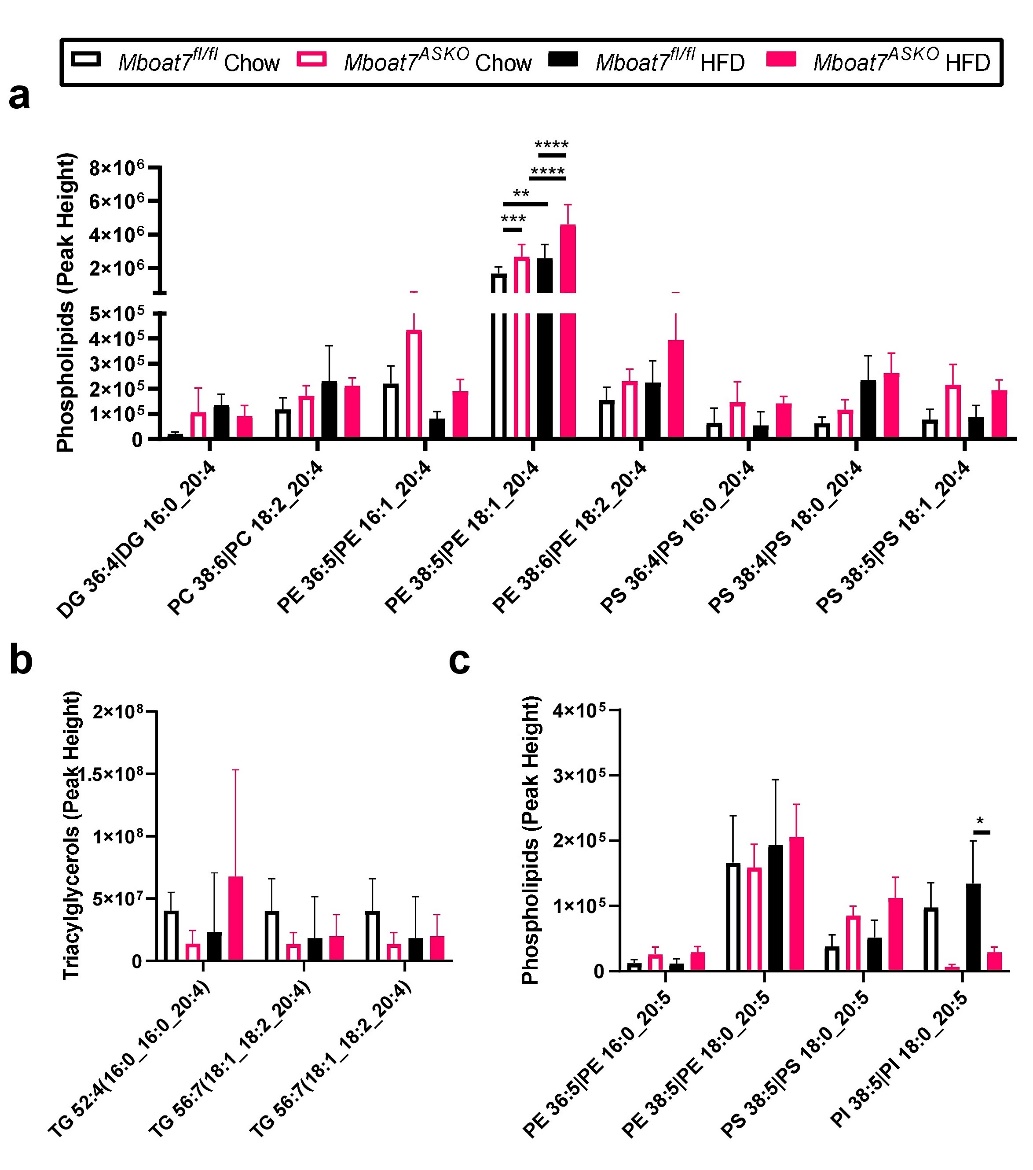
**

**Supplemental Fig. 11.** **Adipocyte-Specific *Mboat7* Deletion Alters Select Arachidonic Acid and Eicosapentaenoic Acid Containing Lipids in Adipose Tissue.** Male control (*Mboat7^fl/fl^*) or adipocyte-specific Mboat7 knockout mice (*Mboat7^ASKO^*) were fed chow or high fat diet (HFD) for 20-weeks. Phospholipids **(a,c)**, diacylglycerols (DAG) **(a)**, and triacylglycerols (TG) **(b)** containing arachidonic acid (20:4) were quantified in gWAT of *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice were quantified by liquid chromatography mass spectrometry (n=5/group; Three-way ANOVA with Tukey’s *post-hoc* test). (**c**) Phospholipids containing eicosapentaenoic acid (20:5) were quantified in gWAT of *Mboat7^fl/fl^* or *Mboat7^ASKO^* mice were fed chow or HFD for 20-weeks by the West Coast Metabolomics’ complex lipid panel (n=5/group; Three-way ANOVA with Tukey’s *post-hoc* test). All data are presented as mean ± S.D.

**
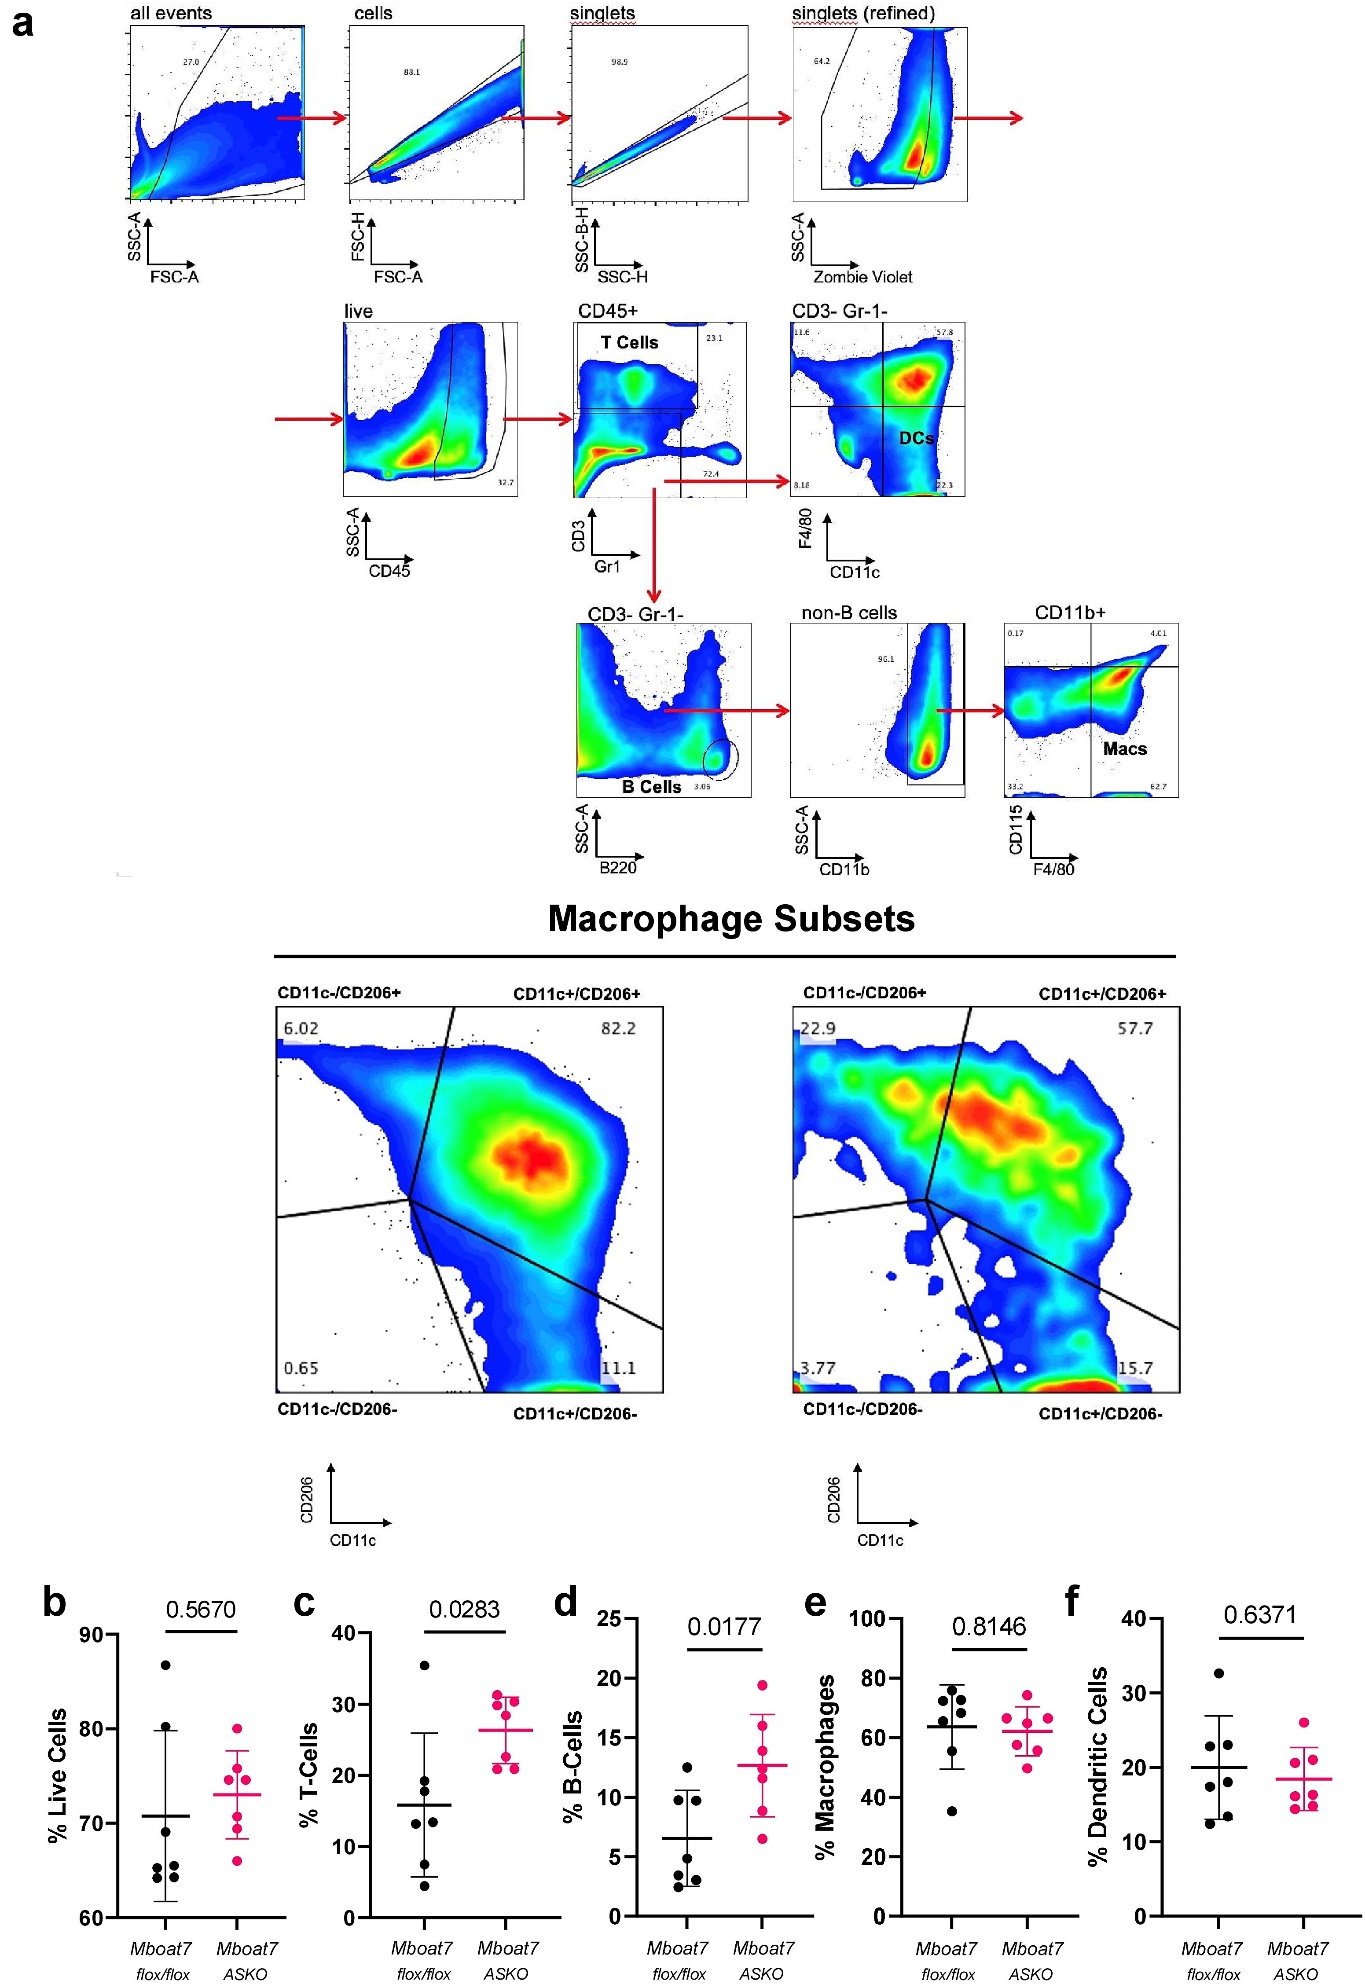
**

**Supplemental Fig. 12.** **Adipocyte-Specific *Mboat7* Deletion (*Mboat7^ASKO^*) Reorganizes White Adipose Tissue Immune Cell Populations.** Male control (*Mboat7^fl/fl^*) or adipocyte-specific Mboat7 knockout mice (*Mboat7^ASKO^*) were fed chow or high fat diet (HFD) for 20-weeks. The stromal vascular fraction of gonadal white adipose tissue (gWAT) was subjected to flow cytometric analysis of immune cell populations. **(a,b)** Gating strategy used for identifying subsets of adipose tissue macrophage populations. The percentage of live cells **(b)**, T-cells **(c)**, B-cells **(d)**, macrophages **(e)**, or dendritic cells **(f)** were quantified via flow cytometry.

**
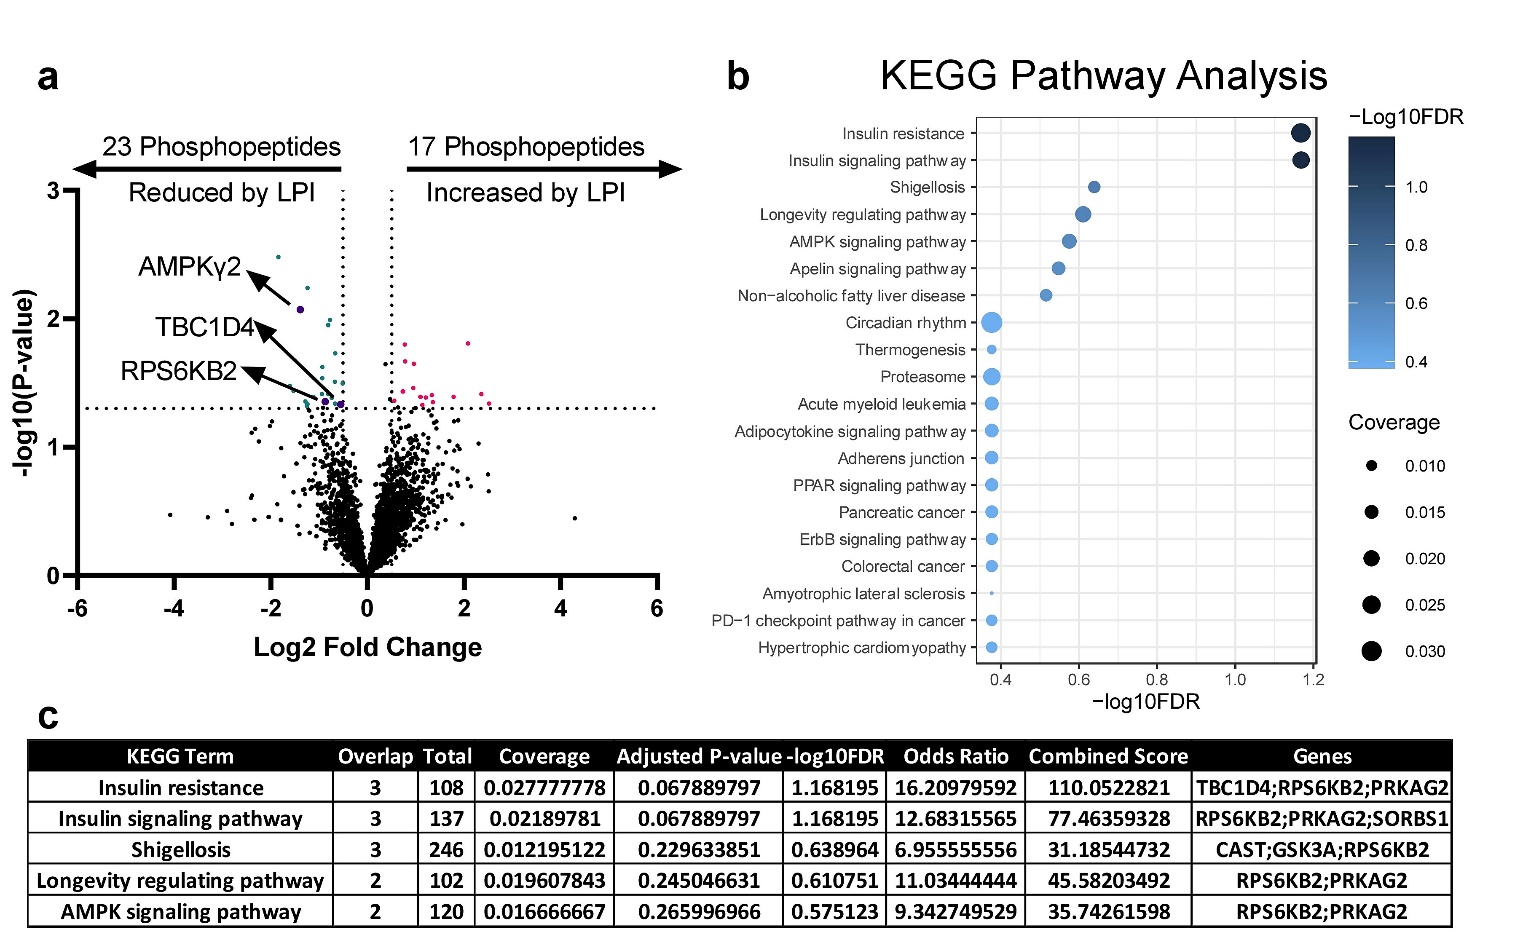
**

**Supplemental Fig. 13.** **LPI-18:1 does not significantly induce Phosphoproteomic signature associated with Insulin Resistance in gWAT of *Mboat7^flox/flox^* mice.** (**a**) Volcano plot of phospho-peptides upregulated and downregulated in gWAT of *Mboat7^flox/flox^* mice. Phospho-peptides determined to be |log2FoldChange|>0.5 different in the LPI and saline samples with a p-value < 0.05 (two-tailed t-test) were considered significantly differentially phosphorylated. (Average of n=4/group; pink dots represent significantly up-regulated phospho-peptides, green dots represent significantly down-regulated phospho-peptides; and dark purple dots represent insulin resistance associated phospho-peptides that are significantly different; light purple dots are used to highlight phospho-SREBP1 and phospho-FOXO1) (**b,c**) KEGG pathway analysis of significantly differentially phosphorylated peptides.

**Supplemental Table 1. Key reagents**

| **Key Resource Table** |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Reagent type (species) or resource | Designation | Source or Reference | Identifiers | Additional Information | Research Resource Identifiers (RRID) |
| Genetic reagent (*M.musculus*) | *Mboat7tm1a(KOMP)Wtsi/Mboat7tm1a(KOMP)Wtsi* | PMID: 23472195 |  |  | RRID:MGI:5510874 |
| Genetic reagent (*M.musculus*) | *B6.FVB-Tg(Adipoq-cre)1Evdr/J* | Jackson Laboratory | Stock#: 028020 |  | RRID: IMSR_JAX:028020 |
| Genetic reagent (*M.musculus*) | *B6.Cg-Speer6-ps1Tg(Alb-cre)21Mgn/J* | Jackson Laboratory | Stock#: 003574 |  | RRID: IMSR_JAX:003574 |
| Antibody | Anti-MBOAT7 (Rat monoclonal) | PMID: 23097495 |  | 1:1000 | RRID: AB_2813851 |
| Antibody | Anti-Rat-HRP | Cell Signaling | Cat#: 7077 | 1:5000 | RRID: AB_10694715 |
| Antibody | Anti-GAPDH-HRP (Rabbit monoclonal) | Cell Signaling | Cat#: 8884 | 1:5000 | RRID: AB_11129865 |
| Antibody | BV510 Rat Anti-Mouse CD45 | BD Pharm | Cat#: 563891 | 1:100 | RRID:  AB_2734134 |
| Antibody | Anti-CD3e-APC-Cy7 (Hamster monoclonal) | BD Pharm | Cat#: 557596 | 1:100 | RRID:  AB_396759 |
| Antibody | Ly-6G/Ly-6C Monoclonal Antibody (RB6-8C5), FITC | Thermo | Cat#: 11-5931-82 | 1:100 | RRID:  AB_465314 |
| Antibody | CD45R (B220) Monoclonal Antibody (RA3-6B2), eFluor™ 506 | eBioscience | Cat#: 69-0452-82 | 1:100 | RRID:  AB_2637455 |
| Antibody | Anti-Cd11b-PE-Cy7  (Rat monoclonal) | BD Pharm | Cat#: 552850 | 1:100 | RRID:  AB_394491 |
| Antibody | PerCP/Cyanine5.5 anti-mouse F4/80 Antibody | Biolegend | Cat#:123128 | 1:100 | RRID:  AB_893484 |
| Antibody | CD115 (c-fms) Monoclonal Antibody (AFS98), PE | eBioscience | Cat#: 12-1152-83 | 1:100 | RRID:  AB_465809 |
| Antibody | Anti-Cd11c-Alexa  Fluor 700-(Hamster monoclonal) | BD Pharm | Cat#: 560583 | 1:100 | RRID:  AB_1727421 |
| Antibody | Anti-CD206 Alexa  Fluor 647 (Rat monoclonal) | Biolegend | Cat#: 141712; | 1:100 | RRID: AB_10900420 |
| Commercial assay kit | ALT kit | Sekisui Diagnostics | 318-30 |  |  |
| Commercial assay kit | Liver TG | Wako | 994-02891 |  |  |
| Commercial assay kit | Free Cholesterol | Wako | 993-02501 |  |  |
| Commercial assay kit | Total Cholesterol | Fisher Sci | TR134321 |  |  |
| Commercial assay kit | Metabolic Hormone Combo 1 | MesoScale Discovery | Cat#: K15306K |  |  |
| Commercial assay kit | NEFA Kit | Wako | 999-34691, 995-34791, 991-34891, 993-35191, 276-76491 |  |  |
| Commercial assay kit | Glycerol kit | Cayman Chemical | 10010755 |  |  |
| Commercial assay kit | C-Peptide ELISA | Crystal Chem | 90050 |  |  |
| Chemical compound, drug | Βeta-3 AR Agonist | Sigma | C5976-5mg |  |  |
| Chemical compound, drug | Glucose | Sigma | G8270 |  |  |
| Chemical compound, drug | Insulin (HumalinR) | Lily | 0002-8215-17 |  |  |
| Chemical compound, drug | LPI (18:1) | Avanti | 850100P |  |  |
| Sequence Based Reagent | Cyclophilin A Fwd | Sigma | 5’-GCGGCAGGTCCATCTACG-3’ |  |  |
| Sequence Based Reagent | Cyclophilin A Rev | Sigma | 5’-GCCATCCAGCCATTCAGTC-3’ |  |  |
| Sequence Based Reagent | Pla2g4a Fwd | Sigma | 5’-GTGGGAGAGAAGAAAGAAGTCC-3’ |  |  |
| Sequence Based Reagent | Pla2g4a Rev | Sigma | 5’-GTAGGTCTGGGCATGAACAA-3’ |  |  |
| Sequence Based Reagent | Lpcat3 Fwd | Sigma | 5’-TCGTGCTTCAGTTCCTCATC-3’ |  |  |
| Sequence Based Reagent | Lpcat3 Rev | Sigma | 5’-CCGGTGGCTGTGTACTAATATC-3’ |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

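RNA from gWAT of 16 male mice was sequenced, with 4 *Mboat7* flox/flox control mice and 4 *Mboat7* ASKO mice on chow and as many on HFD, after 20 weeks of diet and a 4 h fast. The authors trimmed the reads with TrimGalore, aligned them to mm10 with STAR guided by the GENCODE annotation, and made FPKM values per gene and mouse with Cufflinks. The deposited table holds these FPKM values, 1 column per mouse. FPKM values are scaled to the fragments mapped. Which library normalization setting of Cufflinks was used, which GENCODE release, and whether strand entered the counting are not stated. The FPKM sums of the mice ran from 606407 to 982016. For the rows of the paper's supplementary expression table that could be read (875 genes), all 14000 values, 1 for each gene and mouse, equalled the deposited ones.

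Gene identifiers were matched to GENCODE M21, which held 99.6% of them. A spreadsheet had turned 22 gene names into day numbers, and these were replaced by the symbols of the reference. For 20 symbols on more than 1 row, the row with the highest mean was used. Exon overlap, GC content and transcript length were taken from the same annotation. *Gapdh* is not listed, and 1 mitochondrially encoded gene is.

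FPKM values were used as deposited, as log2(FPKM + 1), so every fold change is on that scale. Genes with at least 1 FPKM in at least 4 mice were tested (13148 genes). Groups were compared with limma (version 3.58.1 in R 4.3.3), with all 4 groups in one fit, the intensity trend, no robust estimation and no covariates. P-values were adjusted by the Benjamini-Hochberg method within each of 5 contrasts: genotype on HFD, genotype on chow, diet in control mice, diet in *Mboat7* ASKO mice, and the genotype-by-diet interaction. A gene passed at an adjusted p-value under 0.05 and an absolute log2 fold change above 0.5, the limits of the Fig. 4F legend. Cufflinks' own test needs the reads and was not run. The standard error of a gene is the one limma uses after moderation.

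Means of gene sets, component scores and *Mboat7* were compared with two-sided exact permutation tests, whose smallest p is 0.0286 for 4 mice against 4. The interaction of a gene set was tested over the 4900 combinations of genotype labels within both diets. Genes named in the text were *Mboat7*, the genes the paper names in its text, Fig. 4F and Fig. 4G, *Pla2g4a*, *Lpcat3*, *Lep*, members of the gene sets, and for each contrast up to 5 genes with the largest rise and 5 with the largest fall among genes past the limits whose groups do not overlap. The gene sets other than those of the paper were listed from general knowledge. The interaction family held all 18 sets with a tested gene; an earlier limit to 14 sets, made after the values had been seen, was dropped. The 10 sets adjusted together on HFD leave out the sets the paper chose and the muscle and sex markers. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9.

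The limma test was run on simulated data with the spread of these mice, 5 draws of 200 changed genes among 13148. The changed genes were drawn only from genes whose mean log2(FPKM + 1) was above that of 5 FPKM, so lower genes are not covered. Among them, the test called 1.2% of genes changed by 1 on the log2 scale, 42.2% of genes changed by 2 and 78.7% of genes changed by 3. Between 2.8 and 5.4 unchanged genes were called per draw on average.

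Depth was estimated from the commonest low FPKM value of each mouse, scaled by length, in 1050 coding genes with 1 annotated transcript of at least 1000 bases. This value was taken as 1 fragment, which the values alone do not establish. The estimate ran from 228000 to 395000 fragments per mouse and covers the scale of the deposited values, not the number of reads sequenced. If it holds, whole fragments set the precision of a value for low genes.

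The alternatives tried were a pseudocount of 0.1, no filter, a filter of 5 FPKM, quantile normalization, upper-quartile scaling, a correction for GC content and length, only the groups compared in the fit, array weights, no intensity trend, robust estimation, adjustment over 5 contrasts, no limit on the fold change, the replicate number as a block, and leaving out each mouse in turn. For components, they also included genes scaled to unit variance and the 500 genes with the largest variance. The replicate numbers come from the sample titles, which number the mice from 0 to 3 in each group, and the mice of a number are different animals.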

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

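The 5 contrasts, the tests of *Mboat7*, of the components and of 4 gene sets on HFD, and their alternatives were set before the data were examined. All other tests in this part, including the interactions of gene sets, were chosen after the results were seen.

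In 149 groups of 4 mice (scores, library measures and the genes named), 12 had a mouse far from the other 3, where chance gives about 7. For library measures, 1 control mouse on chow (replicate 1) had an FPKM sum of 772000 (others 612000 to 636000) and 41.9% of it in the 10 highest genes (others 35.4% to 35.8%). The *Mboat7* ASKO mouse on HFD with replicate number 3 had 54.2% in the 10 highest genes (others 38.7% to 39.2%). The control mouse on HFD with replicate number 0 had an estimated 395000 fragments (others 299000 to 314000). A technical reading of the macrophage result by depth was tested. The exact permutation test over 70 splits gave p = 0.371 for the estimated number of fragments between genotypes on HFD. This p rests on control mouse 0. By the estimates, the other 3 control mice had fewer fragments than every *Mboat7* ASKO mouse (330000 to 384000), so the test alone does not set depth aside. Over bootstrap draws, the estimate ranged from 181000 to 403000 in *Mboat7* ASKO mouse 1 and from 307000 to 381000 in *Mboat7* ASKO mouse 3. These ranges overlap that of control mouse 1 (301000 to 327000), so the order of these mice is not established. The values of 1 mouse go against depth as the source of the higher macrophage genes. Control mouse 0 had the highest estimate of the mice on HFD and the lowest means of both macrophage sets (4.37 and 5.02). Its range (386000 to 403000) lay above those of *Mboat7* ASKO mice 0, 2 and 3 (highest end 381000). *Mboat7* ASKO mouse 3 had the highest means (6.06 and 5.63) and the lowest estimate of its group. Its rank in depth is not established, since its range overlaps those of the others in the group. No biological explanation of the library measures was tested.

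In control mice on chow, replicate 2 had the lowest mean of the 28 macrophage markers, 2.63 against 3.22 to 3.31, but the highest *Cd68*, 8.06 FPKM against 3.32 to 4 FPKM, so the 2 measures disagree about this mouse. *Itgax* was at 0.741 FPKM in 1 *Mboat7* ASKO mouse and 0.723 FPKM in 1 control mouse on chow, and *Gpnmb* at 1.54 FPKM in 1 *Mboat7* ASKO mouse on chow, with the other mice of each group listed at 0. *Ubd* was at 12.7 FPKM in 1 *Mboat7* ASKO mouse on chow with the others listed at 0. At the estimated depth, such *Itgax* and *Gpnmb* values stand for a few fragments or fewer, and no other explanation was tested. On HFD, *Scd1* was 2820 FPKM in 1 *Mboat7* ASKO mouse (others 1580 to 1740 FPKM), and *Wdr61* was 990 FPKM in 1 control mouse (others 172 to 210 FPKM). No explanation of these 2 values was tested.

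The effect of genotype differed between the diets for 7 of 18 gene sets at an unadjusted p under 0.05 (exact permutation within diets for every set). For the 6 macrophage genes the paper names, the effect on HFD exceeded that on chow by 1.03 (exact p = 0.0204, adjusted p = 0.106). For the 28 other macrophage markers, it did so by 0.53 (exact p = 0.0376, adjusted p = 0.106). For 6 mesothelial markers, the difference of effects was 0.99 (exact p = 0.0412, adjusted p = 0.106), from a difference of -0.82 on chow and 0.17 on HFD. For B cell markers, of which 3 of 9 had enough signal, it was -1.03 (exact p = 0.0306, adjusted p = 0.106), from 0.56 on chow and -0.46 on HFD. These 4 sets do not pass the adjustment, and an explanation of the B cell and mesothelial values was not tested. The difference of effects was 0.9 for the genes of Fig. 4G listed as higher (exact p = 0.0388, adjusted p = 0.106). It was -1.63 for those listed as lower (exact p = 0.00327, adjusted p = 0.0294). For the 5 lower genes of the volcano plot, it was -1.57 (exact p = 0.00204, adjusted p = 0.0294), and for its 5 higher genes 0.67 (exact p = 0.222, adjusted p = 0.336). The last 4 sets, like the first, were chosen by the paper for their change on HFD in these mice, so a smaller change on chow would follow from the choice alone.

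After upper-quartile scaling, the difference of the macrophage genes the paper names was 1.05 (exact permutation test, p = 0.0286), against 1.07 without. That scaling hardly moved the values. Quantile normalization moved single genes more, such as *Copg2* (log2 fold change -1.04 to -0.82) and *Scd1* (1.02 to 1.2). Under it, the macrophage genes the paper names differed by 1.11 and the markers it does not name by 0.49 (exact permutation test, p = 0.0286 for each). These values argue against scaling of the libraries as the source of the higher macrophage genes, for the scalings tried. The mean of 11 adipocyte markers differed by -0.13 on HFD (exact permutation test, p = 0.743), with 4 of the 11 higher in *Mboat7* ASKO mice. Control mouse 0 had a mean of 6.998 and the other control mice 5.969 to 6.368. With that spread, the test cannot decide whether the tissue held less adipocyte RNA. Macrophage markers that the paper does not name were higher too (difference 0.42, exact permutation test, p = 0.0286), with all 4 *Mboat7* ASKO mice above all 4 control mice. More macrophage RNA in gWAT of *Mboat7* ASKO mice on HFD may lie behind the named genes. This is a hypothesis, since it was found and tested in the same mice. The adjusted p of 0.286 over 10 sets is the smallest that 1 separated set among 10 can reach with 4 mice against 4, so it does not speak against the difference. Of 12 T cell and 9 B cell markers, 3 each had enough signal to be tested. Their means differed by -0.24 and -0.46 (exact permutation test, p = 0.514 and 0.257), with 2 of the 3 T cell markers and 1 of the 3 B cell markers higher in *Mboat7* ASKO mice, so lymph node cannot be judged from them. By flow cytometry, the paper reports more T cells and B cells in *Mboat7* ASKO mice on HFD. The means here lay in the other direction, but so few markers cannot test that report. The paper also found a decrease in macrophages positive for both CD11c and CD206, while *Itgax* RNA, which encodes CD11c, was higher here. Tissue RNA and cell fractions are different measures. Blood left in the tissue was not tested.

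The paper's text does not discuss which genes changed with diet. In control mice, 383 genes differed between HFD and chow (238 higher on HFD), and in *Mboat7* ASKO mice 451 genes (280 higher). In control mice, 1 of the 35 splits of the 8 mice gave as many genes, the real one, and the highest other split gave 3 genes. In *Mboat7* ASKO mice, it was also 1 of 35, and the highest other split gave 3 genes. Of the 8 splits that part every same-numbered pair of mice, 1 gave as many in control mice and 1 in *Mboat7* ASKO mice, but 8 splits cannot give a share under 0.05. The splits that do not part every pair gave at most 3 genes in control mice and 1 in *Mboat7* ASKO mice. *Cfd* was lower on HFD, with a log2 fold change of -5.56 in control mice and -6.04 in *Mboat7* ASKO mice (limma adjusted p = 1.75e-07 and 9.76e-08). *Mmp12*, whose exons overlap those of *Mmp1b*, was higher by 5.62 and 6.46 (adjusted p = 5.84e-05 and 1.38e-05), *Gpnmb* by 5.45 and 6.72 (adjusted p = 4.98e-06 and 4.31e-07), and *Ubd* by 5.96 and 5.71 (adjusted p = 0.000453 and 0.000462). Diet is the condition of the design that separates these groups. The sample labels name a different chow product from the one in the paper's methods, so which chow was compared is left open.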

How the results depend on the processing

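The first component separated the diets under all 6 alternatives (exact p = 0.000155 in each), with a share of 12.8% to 18.6%, and of 15.3% to 16.3% with each mouse left out. The second component did not separate the genotypes under any of them. The 6 macrophage genes the paper names were higher in *Mboat7* ASKO mice on HFD by 1.01 to 1.11 and the 28 other markers by 0.39 to 0.49. These ranges cover the 6 alternatives run for gene sets, not all those listed. With each of the 8 mice on HFD left out, the differences were 0.91 to 1.23 and 0.37 to 0.5. For both sets the exact p was 0.0286 in each fit without a control mouse and 0.0571 in each fit without an *Mboat7* ASKO mouse. In the full data every *Mboat7* ASKO mouse was above every control mouse in both sets, so these p-values depend on which group lost a mouse. The sterol synthesis genes (0.26 to 0.47) and fatty acid synthesis genes (0.51 to 0.7) were higher but did not pass 0.05 in any alternative run for them. With each mouse left out, their differences were 0.13 to 0.45 and 0.41 to 0.69, and none passed 0.05.

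By genotype on HFD, the count was 1 gene. It was 0 with quantile normalization, 0 with at least 5 FPKM, 0 with only the groups compared, 2 with no filter, and 13 with adjustment over 5 contrasts. By genotype on chow, the count was 1 gene. It was 0 with upper-quartile scaling, 0 with the GC and length correction, 0 with at least 5 FPKM, 0 with array weights, 0 with robust estimation, 2 with no filter, and 11 with adjustment over 5 contrasts. The interaction gave 0 genes (828 at an unadjusted p under 0.05) and 8 with adjustment over 5 contrasts. With only the groups compared, 255 genes differed by diet in control mice and 265 in *Mboat7* ASKO mice, against 383 and 451. With adjustment over 5 contrasts, 256 differed by diet in control mice and 286 in *Mboat7* ASKO mice. Leaving out each mouse gave 0 to 2 genes by genotype on HFD, 0 to 1 on chow, 257 to 335 by diet in control mice, 264 to 384 by diet in *Mboat7* ASKO mice, and 0 to 1 for the interaction. The cause was not tested, except that adjustment over 5 contrasts shares the many diet changes with the genotype contrasts.

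With the replicate block, which treats same-numbered mice as paired, 0 genes differed by genotype on HFD (670 at an unadjusted p under 0.05), 0 on chow (652), 361 by diet in control mice, 390 by diet in *Mboat7* ASKO mice and 0 for the interaction (837). With the replicate block and the GC and length correction together, the counts were 0 (656), 0 (603), 346, 400 and 0 (781). The differences of the macrophage sets were 1.07 and 0.42 as paired differences, where the exact p is 0.125 for each, the smallest that 4 pairs allow. Same-numbered mice are different animals, and their deviations from the group means had a mean correlation of 0.004, against -0.001 for other pairs.

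For the 39 results of single genes named in the text, 5 of the alternatives' values no longer passed the limits, 2 newly passed, and 4 had the other sign. The 4 are the interaction of *Clec7a*, 0.05 with all choices as set, and -0.87 with a pseudocount of 0.1, -0.19 with the GC and length correction, -0.19 with that correction and the replicate block, and -0.12 with array weights. With each mouse left out, it lay between -0.27 and 0.39. *Mboat7* on HFD lay between -0.39 and 0.28, and *Pla2g4a* by genotype on HFD between -0.20 and 0.48. The cause was not tested.

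The estimated depth limits the low genes. At an estimated 228000 to 395000 fragments per mouse, *Mboat7* rests on about 6 fragments or fewer in each mouse, so its values cannot check the genotype labels on HFD. *Cdk20*, the gene called by genotype on HFD, was listed at 0 in every mouse of the 3 other groups. It no longer passed with any *Mboat7* ASKO mouse on HFD left out (4 fits, limma adjusted p = 0.0754 to 0.173).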

Differences from the paper's values

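For diet in control mice, the paper's supplementary table calls 171 of the 875 genes that could be read, and limma called 95 of them (240 at an unadjusted p under 0.05). Both called 92 of these genes. Of the 14 alternatives set before the data were examined, the filter of at least 5 FPKM in 4 mice gave 115 genes, within 1.5 times the paper's 171. The other alternatives gave 71 to 104 genes and leaving out each mouse 70 to 85, and neither closed the gap.

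For genotype on chow, the paper's table calls 8 of the 875 genes. Limma called 0 of them (29 at an unadjusted p under 0.05), and none of the alternatives set before the data were examined closed the gap.

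The first component holds about 46% of the variance in Fig. 4E, read by eye, against 15.2% here. None of the alternatives set before the data were examined closed the gap, with shares from 12.8% to 18.6%, and from 15.3% to 16.3% with each mouse left out. The second component holds about 19% in Fig. 4E, read by eye, against 10.9% here. With the replicate means removed (replicate block), the share was 13%, within 1.5 times the paper's value, and the other alternatives set before the data were examined gave 9.5% to 11.6%. The share was 12% with genes of at least 5 FPKM in 4 mice, a selection added for the next comparison, and 10.4% to 11.8% with each mouse left out. Removing the replicate means takes variance out of the total, and the share of the first component rose with it too, to 18.6%. The closer share of the second component under that block therefore does not explain the gap.

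Fig. 4E draws the mouse on HFD that lies farthest along the second component as an *Mboat7* ASKO mouse, with the control mice on HFD close together. In the deposited values, that mouse is a control mouse on HFD (replicate 0, score 70.3), and the *Mboat7* ASKO mice on HFD lie between -21.8 and 15.7. The same mouse was the farthest in all 6 gene selections and scalings tried for this comparison.

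Fig. 4F marks genes such as *Itgax*, *Cd44*, *Agpat2*, *Capn12* and *Rundc3a* as past the threshold on HFD. None of the 42 genes that the paper names or lists passed it here. With p-values adjusted over 5 contrasts, 2 of the 42 passed, *Gm14703* (log2 fold change -1.18, adjusted p = 0.0117, with 0.0117 to 0.602 over its alternatives) and *Endog* (log2 fold change -1.58, adjusted p = 0.03, with 0.03 to 0.611 over its alternatives). No other alternative called any of the 42 genes. The gene past the threshold on HFD here, *Cdk20*, is not named by the paper. For the lists of Fig. 4G, which hold most of the 42 genes, the legend gives a P-value under 0.05. By that unadjusted limit, 16 of the 20 genes in each list passed in limma.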

Other observations

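All tests in this part were chosen after the results were seen.

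Few genes passed the threshold by genotype. On HFD, 20 of the 35 splits of the 8 mice gave at least 1 gene, and 4 of the 8 splits that part every same-numbered pair did. On chow, 17 of 35 and 4 of 8 splits gave at least 1 gene. The splits that do not part every pair gave at most 5 genes on HFD and 4 on chow. The counts of 1 gene are therefore no larger than those of other groupings of the same mice, and 8 splits alone cannot show a share under 0.05. For the interaction, the real count was 0, which any split reaches (100 of 100 drawn), so the splits tell nothing about it. In simulated data, 1.2% of genes changed by 1 on the log2 scale were called, against 78.7% of genes changed by 3. The changed genes there had a mean above that of 5 FPKM. Changes near 2-fold, the size of most genes in Fig. 4G, could thus be present without passing the limits, while the test was able to call larger ones in genes above that level.

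*Lep*, whose plasma hormone the paper measured, had 427 ± 108 FPKM (SD, n = 4) in *Mboat7* ASKO mice and 616 ± 194 FPKM (SD, n = 4) in control mice on HFD (log2 fold change -0.52, exact permutation test, p = 0.143). Diet raised it by 1.98 in control mice and 1.59 in *Mboat7* ASKO mice (limma adjusted p = 0.00222 and 0.0111, with 0.00151 to 0.0134 and 0.00398 to 0.0599 over the alternatives). *Pla2g4a* had 3.23 ± 2.41 and 2.59 ± 1.28 FPKM on HFD (log2 fold change 0.14, exact permutation test, p = 0.857). *Lpcat3* had 12.9 ± 4.03 and 8.87 ± 3.53 FPKM (log2 fold change 0.52, exact permutation test, p = 0.229).

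The genotype-by-diet interaction of *Itgax* was 1.34 (unadjusted p = 0.0353 from limma, adjusted p = 0.757) and that of *Cd68* 1.94 (unadjusted p = 0.0552, adjusted p = 0.796). That of *Clec7a* was 0.05 (unadjusted p = 0.942, adjusted p = 0.997), and it was -0.87 with a pseudocount of 0.1, so its size depends on the handling of low values.

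*AY036118* had the highest value in most mice, and the highest gene of a mouse took 9.6% to 32.6% of its FPKM sum. Protein-coding genes took 25.4% to 39.2%.

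The genes that Fig. 4G lists as lower have sequence properties in common. Of the 20 genes, 18 overlap exons of another gene, against a median of 13 in 10000 random lists matched on mean expression (percentile 99.4), and their median GC content of 56.7% is at percentile 100 of such lists, whose median was 49.2%. The 20 higher genes gave 2 overlaps, against a random median of 11 (percentile 0), and a GC content of 47%, against 48.9%, so the higher list is extreme in overlap in the other direction. Sequence-dependent handling of the libraries may thus have had a part in the lower list. Other genes with exon overlap were lower in *Mboat7* ASKO mice on HFD, relative to genes without, by 0.14, which 4 mice against 4 do not tell from chance (difference -0.14, exact permutation test, p = 0.314). The slope of gene values on GC content differed by -1.14 in the same direction (exact permutation test, p = 0.229). The median log2 fold change of the 20 genes was -1.19 both before and after the correction for GC content and length. Without control mouse 0 on HFD, which had the highest value of its group in 13 of the 20 genes, it was -1.11, so that mouse alone does not account for the list. The parts of GC content and of shared exons are left open. No biological explanation was tested.

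Control mouse 0 on HFD and *Mboat7* ASKO mouse 2 on chow deviated from their groups in the same direction (correlation of deviations across genes 0.263, highest other pair between groups 0.152; genes are not independent replicates). The shared deviation did not follow GC content (Spearman correlation across genes -0.02) or transcript length (-0.07). A component of 823 coding genes without exon overlap, computed on deviations from the group means, was compared with 4 measures over the 16 mice, with permutation within groups. It fell with the median of 377 antisense and unconfirmed genes (Pearson r = -0.82, permutation p = 0.00169, adjusted p = 0.00338, Spearman rho = -0.78, permutation p = 0.00459). It rose with the estimated number of fragments (r = 0.74, permutation p = 0.0159, adjusted p = 0.0212, rho = 0.63, permutation p = 0.0267) and with the median of 37 ribosomal protein genes (r = 0.9, permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 4e-05, rho = 0.92, permutation p = 1e-05). It was not related to the share of the 10 highest genes (r = 0.24, permutation p = 0.363, adjusted p = 0.363, rho = 0.36, permutation p = 0.212). Ribosomal protein genes were not taken out of the component's coding genes, so their relation may partly set a part against its whole. Without the 2 mice farthest from the median of the component, r was -0.69, 0.55, 0.88 and 0.07 in this order: antisense genes, fragments, ribosomal protein genes and highest genes. A candidate explanation is a different share of RNA from introns and antisense positions, or of depth, between libraries, and these 2 cannot be told apart here, since FPKM values are shares of a total. Of 16 markers of epididymis and testis, 1 is listed, so RNA from those tissues cannot be told. No biological explanation was tested.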
